# FGF23 directly inhibits osteoprogenitor differentiation in *Dmp1*-knockout mice

**DOI:** 10.1172/jci.insight.156850

**Published:** 2023-12-22

**Authors:** Guillaume Courbon, Dominik Kentrup, Jane Joy Thomas, Xueyan Wang, Hao-Hsuan Tsai, Jadeah Spindler, John Von Drasek, Laura Mazudie Ndjonko, Marta Martinez-Calle, Sana Lynch, Lauriane Hivert, Xiaofang Wang, Wenhan Chang, Jian Q. Feng, Valentin David, Aline Martin

**Keywords:** Bone Biology, Metabolism, Bone disease, Genetic diseases, Osteoclast/osteoblast biology

## Abstract

Fibroblast growth factor 23 (FGF23) is a phosphate-regulating (Pi-regulating) hormone produced by bone. Hereditary hypophosphatemic disorders are associated with FGF23 excess, impaired skeletal growth, and osteomalacia. Blocking FGF23 became an effective therapeutic strategy in X-linked hypophosphatemia, but testing remains limited in autosomal recessive hypophosphatemic rickets (ARHR). This study investigates the effects of Pi repletion and bone-specific deletion of *Fgf23* on bone and mineral metabolism in the dentin matrix protein 1–knockout (*Dmp1*^KO^) mouse model of ARHR. At 12 weeks, *Dmp1*^KO^ mice showed increased serum FGF23 and parathyroid hormone levels, hypophosphatemia, impaired growth, rickets, and osteomalacia. Six weeks of dietary Pi supplementation exacerbated FGF23 production, hyperparathyroidism, renal Pi excretion, and osteomalacia. In contrast, osteocyte-specific deletion of *Fgf23* resulted in a partial correction of FGF23 excess, which was sufficient to fully restore serum Pi levels but only partially corrected the bone phenotype. In vitro, we show that FGF23 directly impaired osteoprogenitors’ differentiation and that DMP1 deficiency contributed to impaired mineralization independent of FGF23 or Pi levels. In conclusion, FGF23-induced hypophosphatemia is only partially responsible for the bone defects observed in *Dmp1*^KO^ mice. Our data suggest that combined DMP1 repletion and FGF23 blockade could effectively correct ARHR-associated mineral and bone disorders.

## Introduction

Fibroblast growth factor 23 (FGF23) is a phosphate (Pi) and vitamin D–regulating hormone produced by osteocytes (1, 2). In hereditary hypophosphatemic disorders, such as X-linked hypophosphatemia (XLH) and autosomal recessive hypophosphatemic rickets (ARHR), the primary increase in circulating FGF23 levels leads to renal Pi wasting, causing hypophosphatemia and secondary alterations in mineral and bone metabolism, such as hyperparathyroidism, rickets, and osteomalacia (3–7). XLH and ARHR are rare but debilitating disorders that lead to bone deformities, short stature, handicap, and devastating rheumatologic and metabolic complications. To date, the most effective therapy for the treatment of XLH is the use of the FGF23-blocking antibody, burosumab, which prevents FGF23 phosphaturic effects and improves serum Pi levels (8–10). Indeed, recent clinical trials conducted in children and adults with XLH show superior efficacy of burosumab in normalizing serum Pi levels and improving musculoskeletal symptoms compared with Pi supplements and vitamin D analog therapy (9–13). To date, FGF23-blocking therapy has been tested in only 2 adult patients with ARHR (14) and showed promising results.

Increased FGF23 production in hereditary hypophosphatemic disorders is caused by loss-of-function mutations of bone factors involved in bone mineralization, including Pi-regulating gene with homologies to endopeptidase (PHEX) in XLH (15) and dentin matrix protein 1 (DMP1) in ARHR type 1 (ARHR1) (5, 16). PHEX and DMP1 are both expressed in mature osteoblasts and osteocytes. PHEX is a membrane metalloendopeptidase that recognizes the conserved acidic serine–aspartate-rich matrix extracellular phosphoglycoprotein-associated motif of small integrin-binding ligand N-linked glycoproteins (SIBLING) in the extracellular space (17–19). DMP1 is an extracellular matrix protein that belongs to the SIBLING protein family and facilitates nucleation of hydroxyapatite during mineralization (20). Mutations in PHEX and DMP1 result in overlapping phenotypes in humans (5, 15, 16) and in mice (21, 22).

Multiple preclinical studies, using *Phex*-deficient Hyp mice (murine homolog of XLH) and *Dmp1*-null mice (murine homolog of ARHR1), have demonstrated the crucial role of FGF23 in hereditary hypophosphatemic disorders. Several studies showed that the global deletion of *Fgf23* in Hyp mice, resulting in hyperphosphatemia, hypervitaminosis D, and early mortality, reverted the phenotype of Hyp mice to a bone phenotype resembling that of *Fgf23*-null mice (23, 24). The global deletion of *Fgf23* in *Dmp1*-null mice showed similar limitations due to Pi and vitamin D toxicity (25). With developing genetic engineering tools, a more recent study overcame the limitations of the global deletion of *Fgf23* using instead a conditional deletion of *Fgf23* in osteoblasts and osteocytes of Hyp mice in order to normalize, but not fully suppress, FGF23 levels (26). This approach completely restored Pi levels, bone growth, and mineralization, further demonstrating the major role of FGF23 and Pi bioavailability in the pathogenesis of rickets and osteomalacia.

In the present study, we investigated the independent roles of Pi, FGF23, and DMP1 in the pathogenesis of ARHR, using dietary Pi supplementation and the osteocyte-specific deletion of *Fgf23* in *Dmp1*-null mice. We hypothesized that reduction of osteocyte-produced FGF23 in *Dmp1*-null mice might lead to correction of hypophosphatemia and improve bone growth and mineralization, similar to Hyp mice. We studied the bone and mineral phenotype of 12-week-old adult mice and further investigated the direct effects of FGF23 excess and DMP1 deficiency on osteoblast differentiation and activity using primary osteoblast cultures and transcriptomics.

## Results

### Dietary Pi supplementation aggravates FGF23 excess, rickets, and osteomalacia in adult Dmp1^KO^ mice.

Oral Pi additives are one of the main components of the conventional therapy used in the treatment of hereditary hypophosphatemia. We first assessed the effects of dietary Pi supplementation in WT and *Dmp1*^KO^ mice by feeding them a diet that contains either 0.7% Pi (normal Pi, NP) or 2% Pi (high Pi, HP) from 6 to 12 weeks of age. At 12 weeks, HP-WT mice showed increased serum total FGF23 (cFGF23), intact FGF23 (iFGF23), and parathyroid hormone (PTH) levels that resulted in increased fractional excretion of Pi (FePi) compared with NP-WT mice (Figure 1, A–H). The i/c FGF23 ratio also increased in HP-WT mice, suggesting a reduction in FGF23 cleavage. Because mice were fasted overnight prior to blood collection, we did not observe hyperphosphatemia in HP-WT, and instead, HP-WT showed low serum Pi levels likely driven by the overnight phosphaturic action of increased iFGF23 in the absence of sustained Pi supply. Six weeks of HP diet did not significantly influence skeletal growth (Figure 1, I–K, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156850DS1). However, HP-WT mice showed reduced trabecular and cortical bone mass (Figure 1, L–N, and Supplemental Figure 1, B–O) likely due to increased PTH levels. In accordance with previous studies (5, 22), DMP1 deficiency in *Dmp1*^KO^ mice increased serum cFGF23, iFGF23, and i/c FGF23 levels, which led to increased FePi, resulting in hypophosphatemia. At 12 weeks, *Dmp1*^KO^ mice also displayed hyperparathyroidism and a surprising 3-fold increase in 1,25(OH)_2_D levels (Figure 1, A–H). In *Dmp1*^KO^ mice, 6 weeks of dietary Pi supplementation exacerbated the preexisting cFGF23 and iFGF23 excess, leading to a further increase in FePi. Body weight, tail length, and femur length were reduced at the same level in NP- and HP-*Dmp1*^KO^ mice (Figure 1, I–K). Consistent with previous studies performed in younger *Dmp1*^KO^ mice, bone growth was partially improved only when dietary Pi supplementation started in utero or at birth (Supplemental Figure 1A). When started at 6 weeks of age, HP diet induced further reductions in trabecular thickness and bone mineral density and radial expansion of the diaphysis compared with NP-*Dmp1*^KO^ (Supplemental Figure 1, B–O). 2D bone histology analyses showed similar effects concomitant with a severe reduction of the growth plate in HP-*Dmp1*^KO^ compared with NP-*Dmp1*^KO^ mice (Figure 1, O–Q). Together, this supports an overall worsening of the ricketic phenotype and osteomalacia in adult *Dmp1*^KO^ mice fed an HP diet for 6 weeks.

### Reduction of FGF23 levels fully corrects hypophosphatemia in Dmp1^KO^ mice.

In hereditary rickets, FGF23 is produced in excess by bone, resulting in increased serum FGF23 levels that increase renal Pi excretion and cause hypophosphatemia. To understand the contribution of bone-produced FGF23 in the pathology of DMP1 deficiency, we next deleted *Fgf23* in mature osteoblasts and osteocytes, using a *Dmp1*-cre recombinase, in WT and *Dmp1*^KO^ mice. Consistent with successful *Fgf23* deletion (Supplemental Figure 2A), *Dmp1^+/+^* *Fgf23^fl/fl^* *Dmp1-cre^+^* (*Fgf23*^cKO^) mice showed a 40% reduction in bone *Fgf23* mRNA and serum cFGF23 and iFGF23 levels while i/c FGF23 remained unchanged compared to WT mice (Figure 2, A–C, and Supplemental Figure 2B). In response to lower FGF23 levels, serum Pi levels were increased in *Fgf23*^cKO^ mice, and serum PTH and 1,25(OH)_2_D levels remained unchanged compared to WT mice (Figure 2, D–H). As expected, cFGF23, iFGF23, i/c FGF23, and PTH levels were increased in *Dmp1*^KO^ mice. This was associated with reduced kidney sodium-dependent phosphate transport protein 2A (*NaPi2a*) expression and increased FePi, resulting in hypophosphatemia (Figure 2, A–I). Once again 12-week-old *Dmp1*^KO^ mice displayed a 3-fold increase in 1,25(OH)_2_D levels that was associated with increased kidney *Cyp27b1* expression (Figure 2, J and K). Osteocyte-specific deletion of *Fgf23* in *Dmp1*^KO^ mice corrected bone *Fgf23* mRNA (Supplemental Figure 2B) and reduced cFGF23 and iFGF23 excess by approximately 75%. In contrast, i/c FGF23 remained elevated in *Dmp1*^KO^ *Fgf23*^cKO^ mice, consistent with reduced FGF23 cleavage in the absence of DMP1 (21). *Dmp1*^KO^ *Fgf23*^cKO^ mice also showed a 50% reduction in serum PTH and a proportional reduction in 1,25(OH)_2_D levels compared with *Dmp1*^KO^ mice. The combined reduction in iFGF23 and PTH normalized serum Pi levels and FePi. Of note, calcium levels remained unchanged in all groups (Figure 2, A–K).

### Reduction of FGF23 levels partially corrects bone growth and mineralization in Dmp1^KO^ mice.

WT and *Fgf23*^cKO^ mice were similar in growth and appearance (Figure 3) and displayed similar trabecular bone microarchitecture (Figure 4, A–G); however, *Fgf23*^cKO^ mice showed increased cortical bone mass compared with WT mice (Figure 4, H–O, and Supplemental Table 1). *Dmp1*^KO^ mice were smaller than WT mice and showed a 30%–35% reduction in body weight and tail and femur lengths, along with larger epiphyses, typical features of growth retardation and rickets (Figure 3). As shown in prior studies (21, 22), *Dmp1*^KO^ mice displayed reduced mineralized trabecular bone volume due to osteomalacia (Figure 4, A–G) and rickets-associated cortical bone expansion and impaired mineralization (Figure 4, H–O, and Supplemental Table 1). In contrast with 6 weeks of dietary Pi supplementation, bone-specific deletion of *Fgf23* in *Dmp1*^KO^ mice partially corrected body weight and tail and femur lengths (Figure 3 and Supplemental Figure 2C). Despite these corrections, *Dmp1*^KO^ *Fgf23*^cKO^ mice also showed residual features of rickets, including larger epiphyses (Figure 3, E and F). Osteocyte-specific deletion of *Fgf23* in *Dmp1*^KO^ mice also resulted in a partial rescue of most trabecular and cortical bone defects, with the exception of cortical bone expansion (Figure 4 and Supplemental Table 1), consistent with residual features of rickets (Figure 3). In *Dmp1*^KO^ mice, osteomalacia is associated with altered osteocyte morphology and enlarged osteocyte lacunae (27), also shown in 3D μCT analyses by increased cortical bone porosity. High-resolution μCT scanning and scanning electron microscopy (SEM) analyses of cortical bone showed that osteocyte-specific deletion of *Fgf23* in *Dmp1*^KO^ mice resulted in smaller pore diameter and partially improved cortical bone porosity compared with *Dmp1*^KO^ mice. Despite ameliorations of the cortical bone phenotype, some alterations in osteocyte morphology persisted in compound *Dmp1*^KO^ *Fgf23*^cKO^ mice, including the apparent loss of connectivity via canaliculi (Figure 5, A–C). We also observed a partial correction of the bone phenotype by 2D histology analyses. *Dmp1*^KO^ *Fgf23*^cKO^ mice showed improved growth plate anatomy and better defined ARS seams compared with *Dmp1*^KO^ mice. However, they also showed residual osteoid buildup, indicating impaired mineralization (Figure 5D). Osteoclast number was significantly reduced in all mutant groups compared with WT mice (Supplemental Table 4), suggesting that neither reduction of FGF23 nor Pi increase corrected aberrant bone resorption. Of note, the overall phenotype of WT *Fgf23^+/+^* *Dmp1-cre^+^* and *Dmp1*^KO^ *Fgf23^+/+^* *Dmp1-cre^+^* mice is similar to WT *Fgf23^fl/fl^* *Dmp1-cre^–^* and *Dmp1*^KO^ *Fgf23^fl/fl^* *Dmp1-cre^–^* used in our study (Supplemental Figure 3 and Supplemental Tables 2 and 3), suggesting that the expression of the *Dmp1*-cre in the absence of the floxed *Fgf23* allele is not responsible for phenotypic changes.

### Differential effects of Pi, FGF23, and DMP1 on osteoblast differentiation and mineralization.

To understand the direct effects of Pi, FGF23, and DMP1 on osteoblasts, in the absence of systemic changes, we cultured primary osteoblasts isolated from WT, *Fgf23*^cKO^, *Dmp1*^KO^, and *Dmp1*^KO^ *Fgf23*^cKO^ mice. In all cultures, we used osteoblast differentiation medium containing incremental concentrations of beta-glycerophosphate (bGP) and assessed the secretion of FGF23 and DMP1 in the medium, as well as osteoblast differentiation and activity after 14 and 21 days of culture. After 21 days, DMP1 protein levels were similar in WT and *Fgf23*^cKO^ culture media and undetectable in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ cultures (Figure 6A). FGF23 levels increased only in the *Dmp1*^KO^ cultures in the presence of 10 mM bGP, and this was fully corrected by the osteocyte-specific deletion of *Fgf23* (Figure 6B). WT and *Fgf23*^cKO^ osteoblasts showed a dose- and time-dependent increase in differentiation, assessed by alkaline phosphatase (ALP) staining, that peaked at day 21. Interestingly, peak differentiation was achieved using 10 mM bGP in WT cells and only 7 mM bGP in *Fgf23*^cKO^ cells (Figure 6, C and D). *Dmp1*^KO^ cultures showed reduced ALP staining at all bGP concentrations and time points. This was fully rescued at day 21 in 10 mM bGP *Dmp1*^KO^ *Fgf23*^cKO^ cultures, suggesting that FGF23 excess inhibits the differentiation of *Dmp1*^KO^ osteoblasts. WT and *Fgf23*^cKO^ osteoblasts also showed a dose- and time-dependent increase in osteoblast activity and mineralization, assessed by ARS staining, that peaked with 10 mM bGP at day 21 in both groups (Figure 6, E and F). *Dmp1*^KO^ cultures showed reduced ARS staining at all bGP concentrations and time points. While deletion of *Fgf23* partially restored osteoblastic differentiation in *Dmp1*^KO^ *Fgf23*^cKO^ cultures, ARS staining was similar in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ cultures. This suggests that despite adequate Pi availability, DMP1 deficiency, but not FGF23 excess, contributes to abnormal mineral apposition.

### FGF23 excess contributes to reduced differentiation of Dmp1^KO^ osteoprogenitors.

To investigate the mechanisms involved in altered osteoblast differentiation and mineralization, we performed bulk RNA sequencing (RNA-Seq) and subsequent canonical pathway analyses in 10 mM bGP cultures at day 21. To identify the pathways specifically regulated by Fgf23 in *Dmp1*^KO^ osteoblasts, we performed a pathway analysis on 4,094 genes showing altered expression in *Dmp1*^KO^ but not in *Fgf23*^cKO^ or *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts (Figure 7A). We verified reduced *Fgf23* mRNA in both *Fgf23*^cKO^ and *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts, and increased *Fgf23* mRNA in *Dmp1*^KO^ osteoblasts, compared with WT cells (Figure 7B). Altered FGF receptor (FGFR), ERK, PI3K, and nuclear factor of activated T cells (NFAT) signaling, and osteogenesis and cell morphology were the most regulated pathways represented in this set (Figure 7C). These pathways were no longer identified in a second analysis performed on 1,547 genes showing altered expression in both *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts (Figure 7D). Among these genes, we verified reduced *Dmp1* mRNA in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ compared with WT and *Fgf23*^cKO^ osteoblasts (Figure 7E). Altered AMPK and hepatocyte nuclear factor 4α (HNF4α) signaling were the most regulated intracellular signaling pathways represented in this analysis, along with altered matrix apposition, senescence, synaptogenesis, and unfolded protein response (Figure 7F). Together, this supports differential effects of FGF23 excess and DMP1 deficiency on osteoblast differentiation and mineralization, respectively.

We next performed single-cell RNA-Seq (scRNA-Seq) analyses in 10 mM bGP WT, *Fgf23*^cKO^, *Dmp1*^KO^, and *Dmp1*^KO^ *Fgf23*^cKO^ cultures at day 21 to identify the most likely cell targets of FGF23 and DMP1. 

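Bone marrow stromal cells from 12-week-old mice were cultured for 21 days in osteoblastic medium. For each genotype, the authors labeled 3 individual cultures with CellPlex oligonucleotides, which give the cells of each culture a tag of their own, sorted viable cells and pooled them. Each pool was run in 1 droplet reaction of the 10x Chromium 3′ kit, so genotype and reaction cannot be told apart. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger, assigned barcodes to cultures by tag, removed multiplets by tag, and deposited the counts without normalization. The genome build is not given in the sources used here. Each genotype has 4 samples. Samples 1 to 3 were read as the tagged cultures, and sample 4 as the untagged nondoublet cells of the same pool, which the paper's methods count as a further replicate. Untagged cells entered the clustering but were not counted as a further culture. The counts of the first *Dmp1* KO culture, for which 1935 barcodes are listed, were not used here, so 15 of the 16 samples were analysed, with n = 2 tagged cultures for *Dmp1* KO and n = 3 for each other genotype.
The 15 samples held 17793 cells, of which 14577 were tagged and 3216 untagged. Tagged cultures held between 470.0 and 2825 cells. Their total counts ranged from 9518928 to 72482185 UMIs, with a median of 16174569 in WT, 20110013 in *Fgf23* cKO, 67701364.5 in *Dmp1* KO and 31218277 in *Dmp1* KO *Fgf23* cKO. The median tagged cell had 7194 UMIs in WT, 32509 in *Fgf23* cKO, 21173 in *Dmp1* KO and 33199 in *Dmp1* KO *Fgf23* cKO. To set groups side by side at equal depth, each cell was also thinned at random to 1300 UMIs, which left out 668 cells of WT, 350.0 of *Fgf23* cKO, 423 of *Dmp1* KO and 327 of *Dmp1* KO *Fgf23* cKO. Thinned cells kept the class they had at full depth. Cells of each class were counted per culture, or their UMIs summed per culture, and compared between genotypes with the tagged cultures as replicates. Exact permutation of the cultures between 2 genotypes cannot give a two-sided p below 0.1 with 3 cultures against 3, or below 0.2 with the 2 *Dmp1* KO cultures.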

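The deleted genes were examined first. *Dmp1* (ENSMUSG00000029307) lies on chromosome 5 from 104202613 to 104214102 in the GENCODE M21 annotation of GRCm38. All samples of a genotype together held 3530 *Dmp1* UMIs in WT, 4665 in *Fgf23* cKO, 5 in *Dmp1* KO and 175 in *Dmp1* KO *Fgf23* cKO. Counts taken near the 3′ end of a transcript may lie outside the deleted part of a gene. Among osteoblast/osteocyte-like cells, in which *Dmp1* was most abundant, 61.6% of WT cells had a *Dmp1* UMI, at a median depth of 2190.5 UMIs per cell, 83.8% of *Fgf23* cKO cells (22127 UMIs), 20.0% of *Dmp1* KO cells (5277 UMIs) and 35.7% of *Dmp1* KO *Fgf23* cKO cells (67646 UMIs). Cells of the 8 clusters grouped by macrophage markers, which were taken as the background, had a *Dmp1* UMI in 1.25% of cells in WT (7264 UMIs), 6.09% in *Fgf23* cKO (34138 UMIs) and none in *Dmp1* KO (21214 UMIs) or *Dmp1* KO *Fgf23* cKO (35204.5 UMIs). In CPM over all UMIs of osteoblast/osteocyte-like cells there were 1170.0 *Dmp1* UMIs in WT, 709 in *Fgf23* cKO, 9.16 in *Dmp1* KO and 23.8 in *Dmp1* KO *Fgf23* cKO. UMIs of the Y chromosome genes *Ddx3y*, *Uty* and *Eif2s3y* were found in every sample, and *Xist* had 0 to 5 UMIs per sample.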

In total, we obtained 22 clusters (Supplemental Figure 4A) that we regrouped based on cell identity into 5 parent populations, including chondrocyte-, hematopoietic-, mesenchymal-, osteoblast- and osteoclast-like cells (Figure 8A). 

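Clustering the counts of all 15 samples with the settings named in the paper's methods gave 22 clusters of 14 to 3115 cells. The resolution set this number most, with 15 clusters at resolution 0.4 and 28 at 1.2. Clusters were named from lists of marker genes, and names end in "-like" because they were rebuilt from the counts. A cluster detected with fewer than 3 markers of a list, or led by genes of another list, was left unnamed. By their macrophage markers, 8 clusters with 11862 cells in all were grouped together. Of these, 5 are called macrophage-like, and 3 (1256, 1182 and 834 cells), whose 10 leading genes hold an osteoclast or adipocyte marker and no macrophage marker, are not. Cycling-like cells made up 2 clusters (705 and 701 cells), and osteoclast-like cells (156 cells), led by *Mmp9*, *Acp5* and *Ctsk*, and T or NK cell-like cells (14 cells) 1 cluster each. The osteoblast lineage made up 4 clusters. Of the 6 remaining clusters without a name, 1 of 906 cells was led by mitochondrial genes, and 1 of 118 cells had *Sox6* in 77.1% and *Acan* in 67.8% of cells but *Col2a1* in none. No cluster met the lists of chondrocyte or mesenchymal markers. The largest cluster drew 95.4% of its cells from WT, and the clusters of 1256 and 834 cells drew 96.3% and 91.4% from *Dmp1* KO. Of the 15 nearest neighbours of a cell of the 8 clusters grouped by macrophage markers, 80.9% on average were of its own genotype, against 30.2% by the number of cells.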

Based on the expression of specific osteoblast markers (Supplemental Figure 4, B–M), we identified 5 clusters of osteoblastic cells, including osteoprogenitors, pre-osteoblasts 1 and 2, osteoblasts/osteocytes, and osteocytes (Figure 8, B and C). These were also delineated by pseudotime analysis showing the progressive differentiation of osteoblasts from osteoprogenitors to osteocytes (Figure 8D). 

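The 4 clusters of the osteoblast lineage differed in depth as well as in markers. Osteoprogenitor-like cells (814 cells, median 2550.0 UMIs) were led by *Tagln*, *Tpm2*, *Grem1*, *Cald1*, *Ccnd2* and *Mgp*, and their median depth was 0.22 times that of the samples they came from. Pre-osteoblast 1-like cells (409 cells, 52791 UMIs) were led by *Ebf1*, *Pappa* and *Col3a1* and had 3.36 times the median depth of their samples. Osteoblast/osteocyte-like cells (383 cells, 5442 UMIs) were led by *Ibsp*, *Col1a1*, *Bglap*, *Col1a2* and *Col11a1*, with *Bglap2* and *Dmp1* among the 10 leading genes. Pre-osteoblast 2-like cells (71 cells, 3752 UMIs) were led by *Lingo2*, and 58 of them came from the untagged sample of *Fgf23* cKO, so this cluster may be that sample rather than a stage of differentiation. No cluster of its own met the list of osteocyte markers, and mature osteoblasts and osteocytes are therefore 1 class here. Untagged cells made up 48.0% of the osteoprogenitor-like and 51.4% of the osteoblast/osteocyte-like cells. When the genes that the paper names for the single-cell data were kept out of the clustering, an alternative chosen after seeing the data, 743 of the 814 osteoprogenitor-like cells were again in that class.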

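Pseudotime was computed as diffusion pseudotime on the 30 principal components of the osteoblast-lineage cells, from a root in the center of the osteoprogenitor-like cells, and runs from 0 to 1. The median was 0.135 in osteoprogenitor-like, 0.410 in pre-osteoblast 2-like, 0.660 in osteoblast/osteocyte-like and 0.670 in pre-osteoblast 1-like cells. With every cell thinned to equal depth, the order of the latter classes changed, to 0.452 in pre-osteoblast 1-like, 0.559 in osteoblast/osteocyte-like and 0.626 in pre-osteoblast 2-like cells. The root was also moved to the cell farthest from the center of the osteoblast/osteocyte-like cells. Osteoprogenitor-like cells then had a median of 0.777 and pre-osteoblast 1-like cells of 0.506, so the order of these classes rests on the chosen root. With this root, osteoblast/osteocyte-like cells had a median of 0.843.
The median pseudotime of a culture's lineage cells averaged 0.566 ± 0.0274 (SD, n = 3) in WT, 0.477 ± 0.221 (SD, n = 3) in *Fgf23* cKO, 0.219 ± 0.0308 (SD, n = 2) in *Dmp1* KO and 0.363 ± 0.222 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. Both *Dmp1* KO cultures lay below all 3 WT cultures, with a mean difference of -0.347 (two-sided exact permutation p = 0.2, the smallest possible). The difference from WT was -0.0889 in *Fgf23* cKO (exact permutation p = 0.8) and -0.202 in *Dmp1* KO *Fgf23* cKO (exact permutation p = 0.4), and *Dmp1* KO *Fgf23* cKO differed from *Dmp1* KO by 0.144 (exact permutation p = 0.6). Without *Fgf23* cKO replicate 3, the difference between *Fgf23* cKO and WT changed sign, to 0.0359. Without *Dmp1* KO *Fgf23* cKO replicate 1, the difference between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO was 0.0166, as the other *Dmp1* KO *Fgf23* cKO cultures lay at 0.239 and 0.232. With thinned cells, the difference from WT was -0.058 in *Dmp1* KO (exact permutation p = 0.2, the smallest possible), -0.0911 in *Fgf23* cKO and -0.0459 in *Dmp1* KO *Fgf23* cKO (exact permutation p = 0.1 for each, the smallest possible), so that *Fgf23* cKO rather than *Dmp1* KO lay lowest, and *Dmp1* KO *Fgf23* cKO differed from *Dmp1* KO by 0.012. With the root at the farthest cell, the difference between *Dmp1* KO and WT was -0.00758.

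**Figure D1:**
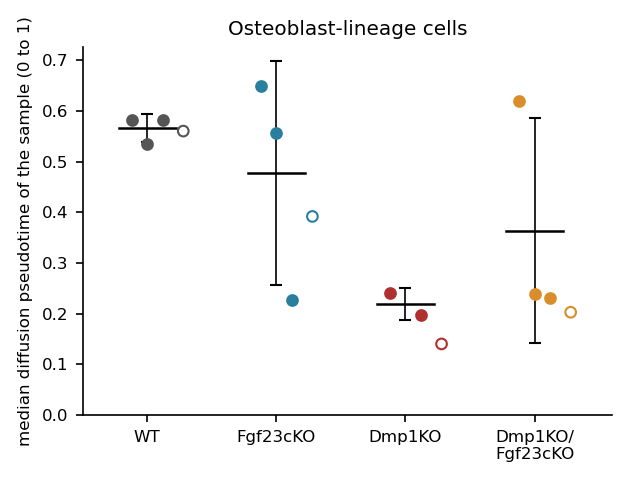
Median diffusion pseudotime (0 to 1) of the osteoblast-lineage cells of each sample, by genotype. Filled circles are tagged cultures, open circles the untagged sample, and lines with bars the mean ± SD of the tagged cultures; both *Dmp1* KO cultures lie below 0.25 and all WT cultures above 0.5.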

When segregated by group, the pseudotime analysis shows that in *Dmp1*^KO^ cultures, the number of osteoprogenitors and pre-osteoblasts was increased, the pre-osteoblast 2 cluster was quasi-absent, and the number of mature osteoblasts and osteocytes was reduced compared with all other groups (Figure 8, E and F). 

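Shares are given in percent of all cells of a culture, as the mean over tagged cultures. Osteoblast/osteocyte-like cells made up 2.14% ± 0.865 (SD, n = 3) of the cells in WT, 1.62% ± 1.07 (SD, n = 3) in *Fgf23* cKO, 0.108% ± 0.102 (SD, n = 2) in *Dmp1* KO and 2.22% ± 0.911 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. The *Dmp1* KO cultures held 1 such cell among 2825 and 5 among 2776. Both lay below all 9 other tagged cultures, and the log2 ratio to WT was -4.18 (SE 0.69, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test on cells per cluster). Compared with *Dmp1* KO, the log2 ratio in *Dmp1* KO *Fgf23* cKO was 4.28 (SE 0.72, edgeR adjusted p = 7.8e-05). Without *Dmp1* KO replicate 2, these log2 ratios were -3.47 and 3.57, and without *Dmp1* KO replicate 3 they were -5.52 and 5.62. In *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO, the log2 ratios to WT were -0.41 (SE 0.53, edgeR adjusted p = 0.530) and 0.10 (SE 0.47, edgeR adjusted p = 0.831), and neither group lay apart from WT. With lineage cells in place of all cells as the denominator, these log2 ratios were -0.89 (edgeR adjusted p = 0.0340, lower than every WT culture in all 3) and -0.78 (edgeR adjusted p = 0.0054, lower in all 3). *Bglap* and *Dmp1* help to define this class. With these and the other genes that the paper names for the single-cell data left out of the clustering, an alternative chosen after seeing the data, the log2 ratios were -4.12 for *Dmp1* KO to WT and 4.28 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO.
Osteoprogenitor-like cells made up 2.02% ± 0.598 (SD, n = 3) of the cells in WT, 4.08% ± 0.417 (SD, n = 3) in *Fgf23* cKO, 2.13% ± 0.708 (SD, n = 2) in *Dmp1* KO and 6.14% ± 1.67 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. The difference between *Dmp1* KO and WT did not exceed the variation between cultures (log2 ratio 0.10, SE 0.36, edgeR adjusted p = 0.822), and its sign changed without WT replicate 2 (-0.11) and without *Dmp1* KO replicate 3 (-0.28). As a share of lineage cells, osteoprogenitor-like cells made up 58.3% ± 2.15 (SD, n = 2) in *Dmp1* KO, 48.3% ± 8.73 (SD, n = 3) in *Fgf23* cKO, 51.7% ± 3.75 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO and 33.4% ± 6.25 (SD, n = 3) in WT. The log2 ratio to WT was 0.86 in *Dmp1* KO (edgeR adjusted p = 5.2e-04, higher in both cultures), 0.55 in *Fgf23* cKO (edgeR adjusted p = 0.0420) and 0.67 in *Dmp1* KO *Fgf23* cKO (edgeR adjusted p = 0.0054), and that of *Dmp1* KO *Fgf23* cKO to *Dmp1* KO -0.18 (edgeR adjusted p = 0.333). The untagged *Dmp1* KO sample held 21.6% osteoprogenitor-like cells, and with untagged samples counted as replicates the log2 ratio of *Dmp1* KO to WT was 1.40 (edgeR adjusted p = 0.146). All *Fgf23* cKO and all *Dmp1* KO *Fgf23* cKO cultures had a larger share than every WT culture, with log2 ratios of 1.03 (SE 0.36, edgeR adjusted p = 0.0249) and 1.62 (SE 0.33, edgeR adjusted p = 0.00101), and the log2 ratio of *Dmp1* KO *Fgf23* cKO to *Dmp1* KO was 1.51 (SE 0.36, edgeR adjusted p = 0.00181), which became -0.22 with untagged samples included.
Pre-osteoblast 1-like cells made up 2.04% ± 1.16 (SD, n = 3) in WT, 2.98% ± 0.759 (SD, n = 3) in *Fgf23* cKO, 1.36% ± 0.269 (SD, n = 2) in *Dmp1* KO and 3.42% ± 0.545 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. The log2 ratio of *Dmp1* KO to WT was -0.53 (SE 0.43, edgeR adjusted p = 0.259) and passed the threshold of 0.1 without WT replicate 2 (-0.91, edgeR adjusted p = 0.0322). In *Dmp1* KO *Fgf23* cKO the share was 1.37 points above WT, with overlapping cultures (exact permutation p = 0.2). With each culture left out in turn, this log2 ratio to WT ranged from 0.40 to 1.22. It no longer passed in edgeR without WT replicate 2 or without any of several other single cultures. *Dmp1* KO *Fgf23* cKO had a larger share than *Dmp1* KO in all cultures (log2 ratio 1.31, SE 0.44, edgeR adjusted p = 0.0171), which did not pass without *Dmp1* KO replicate 2 (1.12, edgeR adjusted p = 0.115). Only 10 pre-osteoblast 2-like cells were tagged. WT cultures held 8 of them, *Dmp1* KO cultures 2 of 5601 cells, and *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO cultures 0 of 1611 and 0 of 2410.0 cells, which allow shares of up to 0.186% and 0.124% by counting error alone (3 counts of the total), so a lower share in *Dmp1* KO than in these groups was not detectable at this depth.

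**Figure D2:**
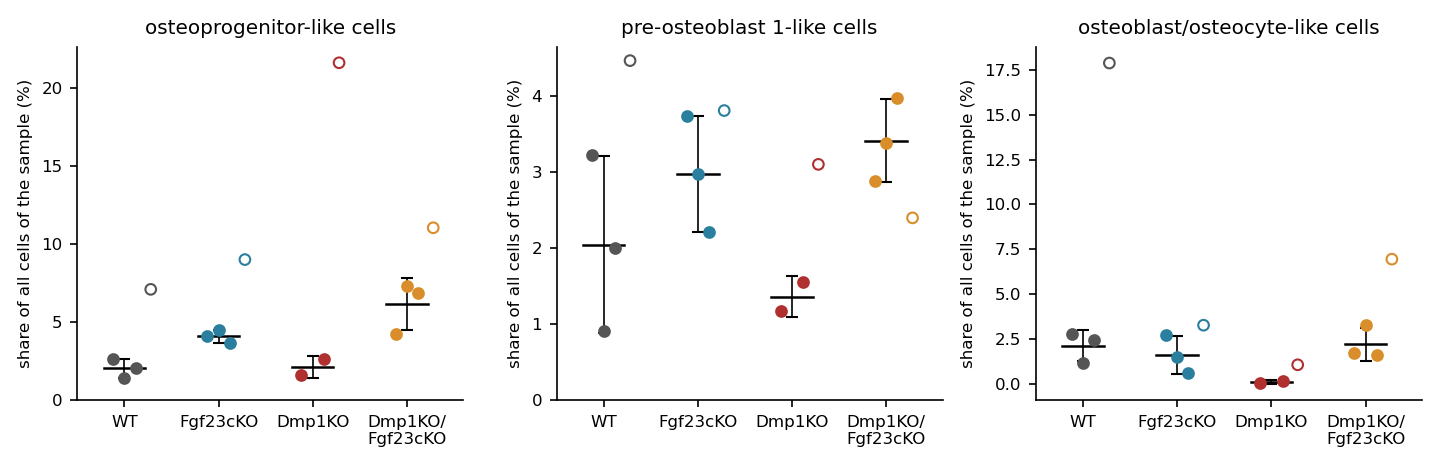
Share of all cells of each sample (%) that were osteoprogenitor-like, pre-osteoblast 1-like or osteoblast/osteocyte-like, by genotype. Filled circles are tagged cultures, open circles the untagged sample of the genotype, and lines with bars the mean ± SD of the tagged cultures; the *Dmp1* KO cultures lie lowest in osteoblast/osteocyte-like cells, at 0.035% and 0.180%.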

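*Fgf23* (ENSMUSG00000000182) lies on chromosome 6 from 127072902 to 127081408 in the GENCODE M21 annotation of GRCm38. A total of 22 *Fgf23* UMIs were counted, in 11 of the 17793 cells. The number of UMIs was 9 in WT, 10.0 in *Fgf23* cKO, 2 in *Dmp1* KO and 1 in *Dmp1* KO *Fgf23* cKO, and a UMI was found in 0.0714% of WT cells (exact Clopper-Pearson 95% interval 0.0195 to 0.183%), 0.137% of *Fgf23* cKO cells (0.0373 to 0.350%), 0.0311% of *Dmp1* KO cells (0.00376 to 0.112%) and 0.0354% of *Dmp1* KO *Fgf23* cKO cells (0.000896 to 0.197%). These intervals cover counting error only. The median depth was 6901 UMIs per cell in WT, 26836 in *Fgf23* cKO, 20224 in *Dmp1* KO and 30977 in *Dmp1* KO *Fgf23* cKO, so the shares are not set against each other. Over all UMIs of a genotype, *Fgf23* had 0.197 CPM in WT, 0.111 in *Fgf23* cKO, 0.0134 in *Dmp1* KO and 0.0107 in *Dmp1* KO *Fgf23* cKO. Of the 11 cells, 10 lay in the 8 clusters grouped by macrophage markers, with 21 UMIs, and 1 was an osteoblast/osteocyte-like cell of *Fgf23* cKO. None of the 814 osteoprogenitor-like cells had an *Fgf23* UMI, which allows a share of cells with a UMI of up to 0.369%, and none of the 409 pre-osteoblast 1-like cells did (up to 0.733%). Whether *Fgf23* RNA fell could not be checked at this depth. By the paper's methods the first exon is floxed, so counts taken near the 3′ end lie outside the deleted part and cannot show the deletion itself.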

Of note, *Fgf23* was not detected probably because of current known limitations of droplet-based scRNA-Seq expression profiling pipelines using short coverage of mRNA from the 3′UTR end, which fails to detect low, yet specific, gene expression in less prevalent cell populations (28–30). 

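Cells of the 4 osteoblast-lineage clusters together made up 6.37% ± 2.69 (SD, n = 3) of all cells of a tagged culture in WT, 8.68% ± 2.07 (SD, n = 3) in *Fgf23* cKO, 3.63% ± 1.08 (SD, n = 2) in *Dmp1* KO and 11.8% ± 2.62 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. Both *Dmp1* KO cultures lay below all *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO cultures, while the higher *Dmp1* KO culture (4.39%) lay above the lowest WT culture (3.47%). The log2 ratio of *Dmp1* KO to WT was -0.79 (SE 0.38, edgeR adjusted p = 0.0643) and no longer passed the threshold without WT replicate 1 (-0.50, edgeR adjusted p = 0.250) or without *Dmp1* KO replicate 2 (-0.52, edgeR adjusted p = 0.351). Compared with WT, the log2 ratio was 0.45 (SE 0.35, edgeR adjusted p = 0.279) in *Fgf23* cKO, with overlapping cultures, and 0.90 (SE 0.34, edgeR adjusted p = 0.0246) in *Dmp1* KO *Fgf23* cKO, where all 3 cultures lay above every WT culture. Without WT replicate 2, the latter was 0.59 (edgeR adjusted p = 0.103). Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, it was 1.69 (edgeR adjusted p = 0.0012). Untagged samples had the largest lineage shares of every genotype, at 29.4% in WT, 20.5% in *Fgf23* cKO, 26.1% in *Dmp1* KO and 20.4% in *Dmp1* KO *Fgf23* cKO. With these counted as replicates, the log2 ratio to WT was -0.13 in *Dmp1* KO, -0.04 in *Fgf23* cKO and 0.21 in *Dmp1* KO *Fgf23* cKO, none past the threshold, and its sign in *Fgf23* cKO was reversed.

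**Figure D3:**
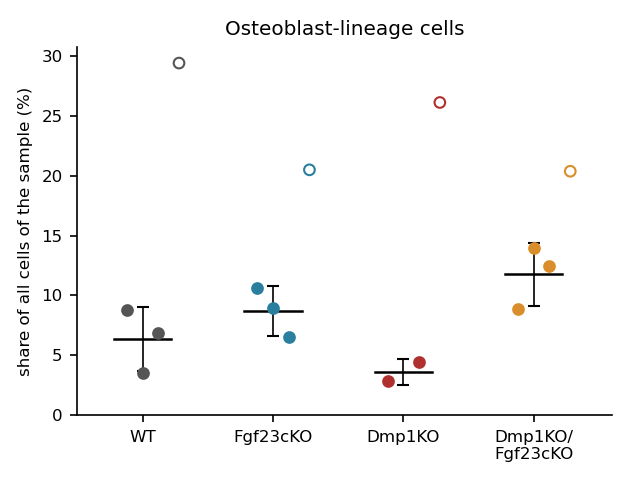
Share of all cells of each sample (%) in the 4 osteoblast-lineage clusters, by genotype. Filled circles are tagged cultures, open circles the untagged sample, and lines with bars the mean ± SD of the tagged cultures; the *Dmp1* KO cultures, at 2.87% and 4.39%, lie below all *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO cultures, and the untagged samples lie above the tagged cultures of their genotype.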

Interestingly, *Fgf23*^cKO^ and *Dmp1*^KO^ *Fgf23*^cKO^ cultures showed the highest, and *Dmp1*^KO^ the lowest, number of cells in the osteoblastic parent cluster proportionally to the total number of cultured cells (Figure 8F). 

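UMIs were summed per tagged culture over the cells of each class, and genotypes were compared with the cultures as replicates. Osteoprogenitor-like sums held 21 to 73 cells and between 103262 and 509640.0 UMIs, which allowed 5280.0 genes to be tested. Compared with WT, 607 genes passed an edgeR adjusted p of 0.1 in *Dmp1* KO osteoprogenitor-like cells (467 higher, 140.0 lower), of which 470.0 were altered in the same direction in macrophage-like cells as well, 1431 in *Fgf23* cKO (806 higher, 625 lower) and 1463 in *Dmp1* KO *Fgf23* cKO (888 higher, 575 lower), and 101 differed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (69 higher, 32 lower). Altered only in *Dmp1* KO (adjusted p under 0.1 in *Dmp1* KO and unadjusted p of at least 0.1 in both other comparisons with WT) were 24 genes, 12 higher and 12 lower. The same rule gave 194 genes for *Fgf23* cKO and 183 for *Dmp1* KO *Fgf23* cKO. Comparisons that share the WT cultures also share their chance values. In 10 simulations, counts of all cultures, WT included, were drawn with no gene changed, and 0.1 genes on average met the rule for *Dmp1* KO. Genes changed in every genotype that miss the limit in the other comparisons were not simulated. The simulations therefore do not show that the 24 genes are specific to *Dmp1* KO. With edgeR's RLE in place of its TMM scaling factors, 345 genes were higher and 175 lower in *Dmp1* KO, 669 higher and 772 lower in *Fgf23* cKO, and 778 higher and 737 lower in *Dmp1* KO *Fgf23* cKO. RLE factors moved the median log2 fold change of all genes from -0.10 to -0.22 in *Dmp1* KO, from -0.02 to -0.15 in *Fgf23* cKO and from -0.13 to -0.24 in *Dmp1* KO *Fgf23* cKO, and the number altered only in *Dmp1* KO stayed at 24, of which 16 were shared, with 6 higher and 18 lower. At resolution 1.2, which moved the number most, 211 genes met it, and without *Dmp1* KO replicate 3 no gene did. The number also moved without *Dmp1* KO replicate 2 (9 genes), without WT replicate 3 (11) and without *Dmp1* KO *Fgf23* cKO replicate 1 (37), where leaving out a *Dmp1* KO culture assumes that the remaining one varies like the other groups.
Pre-osteoblast 1-like sums held 14 to 43 cells and 380495 to 3333627 UMIs, and 11633 genes were tested. Here 1344 genes were altered in *Dmp1* KO (679 higher, 665 lower), 1389 in *Fgf23* cKO (725 higher, 664 lower) and 1718 in *Dmp1* KO *Fgf23* cKO (848 higher, 870.0 lower), and 152 differed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (76 higher, 76 lower). Only in *Dmp1* KO, 112 genes were altered (57 higher, 55 lower), only in *Fgf23* cKO 100.0 and only in *Dmp1* KO *Fgf23* cKO 162. The number for *Dmp1* KO was 9 without *Dmp1* KO replicate 2, 38 without *Dmp1* KO replicate 3 and 55 without WT replicate 1. Osteoblast/osteocyte-like sums of *Dmp1* KO held too few cells to be compared with at least 10 cells per sum. Using all samples and sums of at least 3 cells, an alternative chosen after seeing the data, 100.0 of 9644 genes were altered in *Dmp1* KO osteoblast/osteocyte-like cells (24 higher, 76 lower), 14 of them only in *Dmp1* KO.

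**Figure D4:**
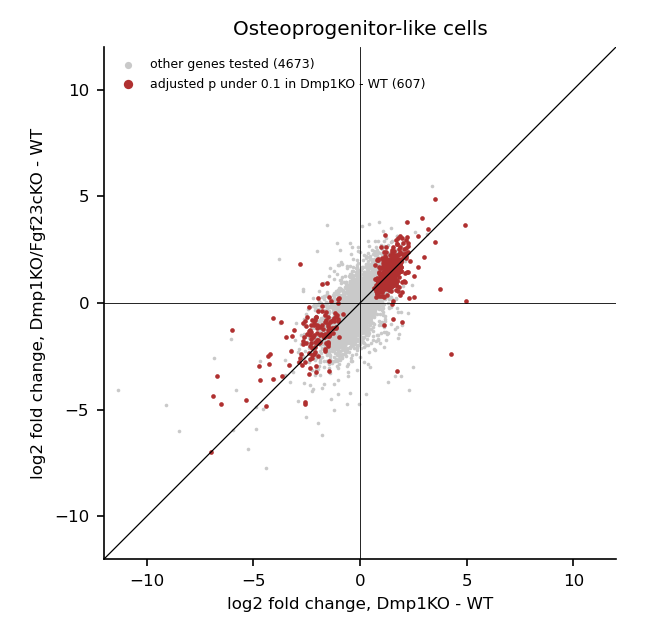
Log2 fold changes of 5280.0 genes in osteoprogenitor-like cells, *Dmp1* KO compared with WT (x axis) against *Dmp1* KO *Fgf23* cKO compared with WT (y axis). Red points are the 607 genes with an adjusted p under 0.1 in *Dmp1* KO and grey points all other genes tested; both axes share the WT cultures, and the correlation across genes, which are not independent replicates, was 0.713, compared with 0.478 for simulated unchanged groups.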

Similar to bulk RNA-Seq analyses, in each subcluster, we selected the genes that showed altered expression in *Dmp1*^KO^ but not in *Fgf23*^cKO^ or *Dmp1*^KO^ *Fgf23*^cKO^ cells (Figure 9A) and performed a canonical pathway analysis on each data set. The osteoprogenitor cluster showed the highest number of altered genes (757 genes), and altered FGFR, ERK, and PI3K signaling and osteogenesis were the most represented pathways (Figure 9B). 

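As measures of these pathways, lists of 19 genes that respond to FGFR/ERK signaling (*Dusp6*, *Spry4* and *Etv4* among them) and of 15 osteoblast genes were tested with limma's camera, with a preset correlation of 0.01 between genes, over 24 tests per class. In osteoprogenitor-like cells, 10 genes of the FGFR/ERK list could be tested. Their median log2 fold change compared with WT was -0.74 in *Dmp1* KO (2 of 10 genes higher, camera adjusted p = 0.250), -1.34 in *Fgf23* cKO (2 of 10 higher, camera adjusted p = 0.0871) and -1.12 in *Dmp1* KO *Fgf23* cKO (1 of 10 higher, camera adjusted p = 0.0911), and it was -0.50 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (2 of 10 higher, camera adjusted p = 0.295). The paper's discussion has FGF23 activating these pathways in osteoprogenitors that lack *Dmp1*. Here the list lay lower rather than higher in *Dmp1* KO than in WT, and lower again in *Dmp1* KO *Fgf23* cKO than in *Dmp1* KO. Neither change passed by camera, so an activation was not seen in the RNA of these genes. In *Dmp1* KO compared with WT, 2 of the 10 genes passed 0.1 over all genes tested and 2 adjusted over the list alone (*Ccnd1* and *Egr1*, named after their values were seen). In *Fgf23* cKO compared with WT these numbers were 5 and 6, in *Dmp1* KO *Fgf23* cKO compared with WT 4 and 4, and between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO 0 (at 636 of all genes tested with an unadjusted p under 0.05 in edgeR) and 2.
The 12 osteoblast genes tested had a median log2 fold change compared with WT of -0.57 in *Dmp1* KO (3 of 12 higher, camera adjusted p = 0.172), 1.12 in *Fgf23* cKO (10 of 12 higher, camera adjusted p = 0.118) and 1.37 in *Dmp1* KO *Fgf23* cKO (10 of 12 higher, camera adjusted p = 0.0321). Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO it was 1.73 (11 of 12 higher, camera adjusted p = 3.6e-06), and 5 of the genes passed over all genes tested and 9 adjusted over the list alone. Of the calls in these lists, fry, which estimates the correlation from the data, kept that of the osteoblast list between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (fry adjusted p = 0.0480) and no other in osteoprogenitor-like cells, and camera with an estimated correlation kept none. With untagged samples included, the osteoblast list also passed in *Dmp1* KO compared with WT (camera adjusted p = 0.0825). RNA of osteoblasts that is free in the droplets was not excluded as a source of these UMIs in *Dmp1* KO *Fgf23* cKO: the median gene of the list had 2.14 times as many UMIs per osteoprogenitor-like as per macrophage-like cell.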

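In osteoprogenitor-like cells of tagged cultures, *Bglap* (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464 in GENCODE M21, GRCm38) had 288 ± 283 CPM (SD, n = 3) in WT, 575 ± 233 (SD, n = 3) in *Fgf23* cKO, 197 ± 71.5 (SD, n = 2) in *Dmp1* KO and 1938 ± 411 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. A few cells carry these values. The 3 cells with the most *Bglap* UMIs held 43.4% of them in WT, 52.7% in *Fgf23* cKO, 94.6% in *Dmp1* KO and 53.7% in *Dmp1* KO *Fgf23* cKO, and those with the most *Bglap2* UMIs 44.8%, 50.2%, 90.5% and 59.8%. Its log2 fold change in *Dmp1* KO compared with WT was -0.45 (SE 0.67, edgeR adjusted p = 0.727), with overlapping cultures, and became 0.55 without WT replicate 1. All 3 *Dmp1* KO *Fgf23* cKO cultures lay above both *Dmp1* KO cultures (log2 fold change 3.28, SE 0.72, edgeR adjusted p = 0.0690), and the call was lost without *Dmp1* KO replicate 2 (edgeR adjusted p = 0.395), *Dmp1* KO replicate 3 (0.396), *Dmp1* KO *Fgf23* cKO replicate 2 (0.110) or *Dmp1* KO *Fgf23* cKO replicate 3 (0.171). *Bglap2* (ENSMUSG00000074486), a neighboring and nearly identical gene whose reads may have been split with *Bglap*, had log2 fold changes of -0.94 (SE 0.64, edgeR adjusted p = 0.424) in *Dmp1* KO compared with WT and 3.41 (SE 0.70, edgeR adjusted p = 0.0510) in *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO, where all cultures were higher. A *Bglap* UMI was found in 35.8% of WT, 41.5% of *Fgf23* cKO, 5.88% of *Dmp1* KO and 52.1% of *Dmp1* KO *Fgf23* cKO tagged osteoprogenitor-like cells, at median depths of 2522, 4137, 2903 and 4364 UMIs, and in 9.40%, 45.0%, 4.32% and 58.3% of the macrophage-like cells of these genotypes, at 7322, 35330.5, 16270.0 and 35008 UMIs.
Of the 7 genes in Fig. 9, C–J, 1 passed an edgeR adjusted p of 0.1 in *Dmp1* KO compared with WT over all genes tested and 2 adjusted over the list alone. Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, 4 passed over all genes and 6 adjusted over the list alone. As the paper chose these genes from the same cells, the list is not independent evidence. *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) fell from 367 ± 139 CPM (SD, n = 3) in WT to 126 ± 9.50 (SD, n = 2) in *Dmp1* KO, below every WT culture (log2 fold change -1.57, SE 0.41, edgeR adjusted p = 0.0305), and was 716 ± 325 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO, above both *Dmp1* KO cultures (log2 fold change 2.50, SE 0.42, edgeR adjusted p = 0.00804). The decrease did not pass without WT replicate 3 (edgeR adjusted p = 0.108), *Dmp1* KO replicate 2 (0.155) or *Dmp1* KO replicate 3 (0.261), and the increase not without *Dmp1* KO replicate 3 (0.180). *Ahnak* (ENSMUSG00000069833, chromosome 19, 8989284 to 9076914) was unchanged within error in *Dmp1* KO compared with WT (-0.37, SE 0.35, edgeR adjusted p = 0.561) and higher in all *Dmp1* KO *Fgf23* cKO than in both *Dmp1* KO cultures (1.69, SE 0.36, edgeR adjusted p = 0.0327), a call lost without either *Dmp1* KO culture or without *Dmp1* KO *Fgf23* cKO replicate 2 or 3 (edgeR adjusted p between 0.124 and 0.434).
*Pam* (ENSMUSG00000026335, chromosome 1, 97795114 to 98095646) was lower in both *Dmp1* KO cultures than in every WT culture (-1.55, SE 0.54, edgeR adjusted p = 0.107), which passed the threshold without WT replicate 2 (0.0394), *Dmp1* KO *Fgf23* cKO replicate 1 (0.0371) or *Dmp1* KO *Fgf23* cKO replicate 3 (0.0720), and it was 1.97 (SE 0.54, edgeR adjusted p = 0.125) between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO. *Cat* (ENSMUSG00000027187, chromosome 2, 103453849 to 103485160) had log2 fold changes of -1.001 (SE 0.46, edgeR adjusted p = 0.219) in *Dmp1* KO compared with WT and 0.29 (SE 0.46, edgeR adjusted p = 0.885) in *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO, the sign of the latter changing at resolution 1.2 (-0.30). *Lamp1* (ENSMUSG00000031447, chromosome 8, 13159161 to 13175338) had log2 fold changes of -0.60 (SE 0.30, edgeR adjusted p = 0.247) and 0.68 (SE 0.30, edgeR adjusted p = 0.360). *Lpl* (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) varied between WT cultures from 247 to 1432 CPM and had a log2 fold change of -0.60 (SE 0.85, edgeR adjusted p = 0.713) in *Dmp1* KO, which became 0.50 without WT replicate 1. In *Dmp1* KO *Fgf23* cKO it was lower than in both *Dmp1* KO cultures (-4.11, SE 0.98, edgeR adjusted p = 0.0952), and the call was lost without any single *Dmp1* KO or *Dmp1* KO *Fgf23* cKO culture (edgeR adjusted p between 0.173 and 0.669). *Lpl* is also among the 10 leading genes of a cluster made up mostly of *Dmp1* KO cells.

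**Figure D5:**
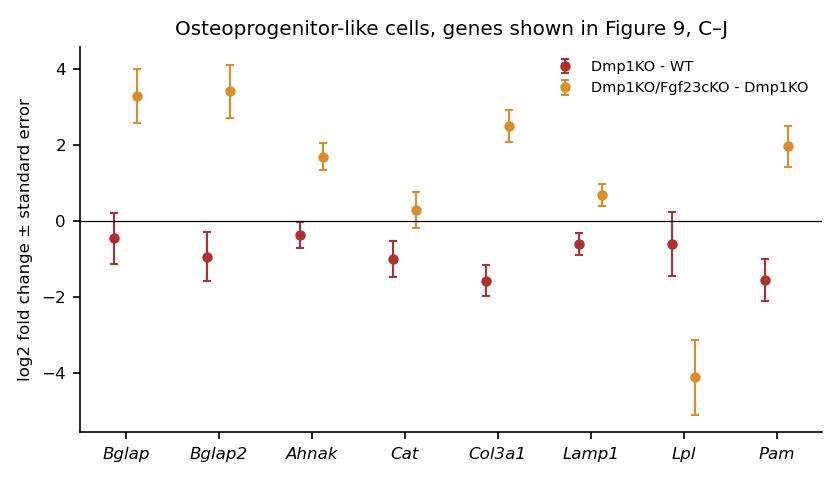
Log2 fold changes ± SE in osteoprogenitor-like cells of *Bglap*, *Bglap2*, *Ahnak*, *Cat*, *Col3a1*, *Lamp1*, *Lpl* and *Pam*, for *Dmp1* KO compared with WT (red) and *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO (orange). All changes in red lie below 0, and those in orange above 0 except that of *Lpl*; the signs of *Bglap*, *Bglap2* and *Lpl* in red and of *Cat* and *Lpl* in orange change under other settings.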

Among the 757 selected genes, *Bglap*, *Ahnak*, *Cat*, *Col3a1*, *Lamp1*, *Lpl*, and *Pam* were representative of genes showing altered expression in *Dmp1*^KO^ that was corrected in *Dmp1*^KO^ *Fgf23*^cKO^ osteoprogenitors (Figure 9, C–J). Gene network analysis of the 757 genes identified additional gene targets that shared the most regulatory interactions, and these connected via 3 main hub-like nodes, including FGFR1, ERK1/2, and PI3K/AKT signaling, regulated upstream by FGF23 (Figure 9K). These target genes and pathways were not identified as the most regulated targets in the other clusters (data not shown), demonstrating that FGF23 specifically targets osteoprogenitors in *Dmp1*^KO^ cells. 

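For the receptor nodes of this network, the counts in osteoprogenitor-like cells were low. *Fgfr1* (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718 in GENCODE M21, GRCm38) had 60.9 ± 31.7 CPM (SD, n = 3) in WT, 127 ± 97.8 (SD, n = 3) in *Fgf23* cKO, 37.9 ± 10.6 (SD, n = 2) in *Dmp1* KO and 74.1 ± 7.89 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. Its log2 fold change was -0.80 (SE 0.59, edgeR adjusted p = 0.444) in *Dmp1* KO compared with WT and 0.97 (SE 0.57, edgeR adjusted p = 0.558) in *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO, and the latter was -0.10 at resolution 0.4. *Fgfr2* (ENSMUSG00000030849, chromosome 7, 130162451 to 133123350) was lower in every culture of the other genotypes than in all WT cultures, with log2 fold changes of -2.72 in *Dmp1* KO (edgeR adjusted p = 0.00815), -2.93 in *Fgf23* cKO and -2.91 in *Dmp1* KO *Fgf23* cKO. No UMI of *Fgfr4* or of *Kl*, the gene of the FGF23 coreceptor, was counted in the osteoprogenitor-like sums. *Alpl* (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384), an osteoblast marker, had 82.6 ± 39.8 CPM (SD, n = 3) in WT, 18.7 ± 6.65 (SD, n = 2) in *Dmp1* KO and 94.0 ± 28.5 (SD, n = 3) in *Dmp1* KO *Fgf23* cKO. Both *Dmp1* KO cultures lay below every WT culture (log2 fold change -1.99, SE 0.52, edgeR adjusted p = 0.0328) and every *Dmp1* KO *Fgf23* cKO culture (2.23, SE 0.51, edgeR adjusted p = 0.0474). The decrease did not pass without *Dmp1* KO replicate 2 (edgeR adjusted p = 0.235) or 3 (0.158), and the increase not without *Dmp1* KO replicate 2 (0.335) or 3 (0.340) or *Dmp1* KO *Fgf23* cKO replicate 2 (0.110) or 3 (0.186).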

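The pathway lists were tested in the other osteoblastic classes in the same way. In pre-osteoblast 1-like cells, all 19 genes of the FGFR/ERK list were tested. Compared with WT, their median log2 fold change was -0.47 in *Dmp1* KO (6 of 19 genes higher, camera adjusted p = 0.0451), 0.42 in *Fgf23* cKO (10 of 19 higher, camera adjusted p = 0.288) and 0.10 in *Dmp1* KO *Fgf23* cKO (11 of 19 higher, camera adjusted p = 0.804), and it was 0.38 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (15 of 19 higher, camera adjusted p = 0.00105). In *Dmp1* KO *Fgf23* cKO compared with WT, the mean (-0.03) and camera had the opposite sign to the median and fry. In *Dmp1* KO, 4 of the 19 genes passed over all genes tested and 8 adjusted over the list alone. Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, none passed over all genes in edgeR, at 1584 of 11633 genes with an unadjusted p under 0.05, and 7 adjusted over the list alone. The osteoblast list had a median of -0.48 in *Dmp1* KO compared with WT (camera adjusted p = 0.107) and 0.76 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (camera adjusted p = 3.4e-05). Of its 15 genes, 1 passed over all genes tested and 1 adjusted over the list alone in *Dmp1* KO compared with WT. These numbers were 4 and 6 in *Fgf23* cKO and 2 and 2 in *Dmp1* KO *Fgf23* cKO compared with WT. Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO they were 2 and 5. None of the camera calls given here held under fry (fry adjusted p = 0.127 for each) or an estimated correlation. In osteoblast/osteocyte-like cells, *Dmp1* KO had too few cells for this test. Whether the change of a list in osteoprogenitor-like cells differs from that in pre-osteoblast 1-like cells was not tested.
From the lack of the target genes and pathways found in osteoprogenitors among the most regulated targets of the other clusters, the paper concludes that FGF23 acts specifically on osteoprogenitors in *Dmp1* KO cells.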

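In osteoprogenitor-like cells, 496 genes passed an edgeR adjusted p of 0.1 in the same direction in *Dmp1* KO and in *Dmp1* KO *Fgf23* cKO compared with WT, against 0 on average in the simulations of unchanged groups. Of these, 19 (10.0 higher, 9 lower) had an unadjusted p of at least 0.1 in *Fgf23* cKO and were taken as altered by *Dmp1* deletion alone. In pre-osteoblast 1-like cells, 822 genes were shared, compared with 0.1 in the simulations, and 67 (20.0 higher, 47 lower) had no change in *Fgf23* cKO. The number in osteoprogenitor-like cells was 1 without *Dmp1* KO replicate 3, 3 without *Dmp1* KO replicate 2, 4 without WT replicate 3, 6 without *Dmp1* KO *Fgf23* cKO replicate 3 and 10.0 without WT replicate 2, and it was 40.0, 34 and 29 without *Fgf23* cKO replicates 1, 2 and 3. That in pre-osteoblast 1-like cells was 11 and 18 without *Dmp1* KO replicates 2 and 3, 32 and 43 without WT replicates 1 and 2, 35 and 37 without *Dmp1* KO *Fgf23* cKO replicates 1 and 3, and 102 without *Fgf23* cKO replicate 2. Requiring an adjusted rather than an unadjusted p of at least 0.1 in *Fgf23* cKO raised the numbers to 59 and 229. Among the genes shown in Supplemental Figure 5, *Actb*, *Hif1a* and *Nfe2l2* were lower and *Ptprd* was higher in all pre-osteoblast 1-like sums of *Dmp1* KO and of *Dmp1* KO *Fgf23* cKO than in every WT culture, with edgeR adjusted p between 0.0274 and 0.0961 and log2 fold changes between -0.61 and 0.50. *Actb* and *Hif1a* also passed in *Fgf23* cKO. As the paper chose these genes from the same cells, they are not independent evidence.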

We performed a similar analysis on genes showing common alterations in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts to determine DMP1-specific targets (Supplemental Figure 5). The osteocyte subcluster showed the highest number of genes (506 genes) altered similarly in both groups, leading to changes in AMPK and HNF4α signaling and matrix apposition and senescence.

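An osteocyte cluster of its own was not resolved here. In osteoblast/osteocyte-like cells, which include osteocytes, only *Dmp1* KO *Fgf23* cKO (2 cultures) could be compared with WT (3 cultures) at 10 cells per sum. Of 10595 genes, 922 passed an edgeR adjusted p of 0.1 (421 higher, 501 lower). *Dmp1* fell from 1018 ± 331 CPM (SD, n = 3) in WT to 25.5 ± 14.9 (SD, n = 2) in *Dmp1* KO *Fgf23* cKO, below every WT culture (log2 fold change -5.44, SE 0.55, edgeR adjusted p = 0.0124). The count of genes was 569 without WT replicate 3 and 535 without *Dmp1* KO *Fgf23* cKO replicate 1. The lists for FGFR/ERK signaling (median log2 fold change -0.11) and osteoblast genes (-0.08) did not pass by camera, where the smallest adjusted p of the 6 lists was 0.373. Of the 14 FGFR/ERK genes tested, 3 passed over all genes tested and 4 adjusted over the list alone. For the 15 osteoblast genes these numbers were 3 and 5. Among the genes next to *Dmp1* on chromosome 5, *Ibsp* was lower in *Dmp1* KO *Fgf23* cKO (-1.06, edgeR adjusted p = 0.0374) in both cultures. Using all samples and sums of at least 3 cells, an alternative chosen after seeing the data, 6 genes were altered in both *Dmp1* KO and *Dmp1* KO *Fgf23* cKO and not in *Fgf23* cKO.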

### FGF23 excess directly inhibits osteoblast differentiation.

To show the direct effect of FGF23 on osteoblast differentiation, we cultured MC3T3-E1 osteoblasts for 21 days and treated them with escalating doses of FGF23 for the last 6 and 48 hours of culture. We showed that FGF23 significantly inhibited the expression of markers of osteoblast differentiation as early as 6 hours (*Sp7*) and after 48 hours of treatment (*Sp7*, *Runx2*, and *Bglap*) compared with control cells (Figure 10, A–C). We also tested the long-term effects of FGF23 and DMP1 on osteoblast differentiation and mineralization in primary osteoblasts isolated from WT, *Fgf23*^cKO^, *Dmp1*^KO^, and *Dmp1*^KO^ *Fgf23*^cKO^ mice and cocultured for 21 days with primary osteoblasts that overexpress *Fgf23* (*Fgf23*^TG^) or *Dmp1* (*Dmp1*^TG^) or with isogenic control primary osteoblasts. As expected, DMP1 protein levels were increased in medium from all *Dmp1*^TG^ cocultures, and FGF23 levels were increased in all *Fgf23*^TG^ cocultures (Figure 10, D and E). Isogenic cocultures showed undetectable levels of DMP1 in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ groups and increased levels of FGF23 in the *Dmp1*^KO^ group only. Despite overexpression of *Dmp1* in *Dmp1*^TG^ cocultures, FGF23 levels remained increased in *Dmp1*^KO^, albeit at lower levels than in isogenic cocultures. DMP1 levels were lower in *Fgf23*^TG^ than in isogenic cocultures in the WT and *Fgf23*^cKO^ groups, consistent with effects of FGF23 on osteoblast differentiation. Importantly, isogenic and *Dmp1*^TG^ cocultures showed reduced ALP staining in the *Dmp1*^KO^ group compared with all other groups (Figure 10, F and G). However, ALP staining was reduced in all groups in *Fgf23*^TG^ cocultures, supporting FGF23-induced inhibition of osteoblast differentiation. In addition, and consistent with the stimulatory effects of DMP1 on mineralization, isogenic and *Fgf23*^TG^ cocultures showed reduced ARS staining in the *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ groups compared with the WT and *Fgf23*^cKO^ groups (Figure 10, H and I), and *Dmp1*^TG^ cocultures showed increased ARS staining in all groups. Together, our data support an inhibitory effect of FGF23 on osteoblast recruitment and differentiation that is independent from the effects of DMP1 deficiency.

## Discussion

The increase in FGF23 levels, and increased FGF23 signaling in the kidney causing increased Pi excretion, are responsible for hypophosphatemia in hereditary hypophosphatemic disorders (3–6). Conventional therapy that consists of oral Pi and vitamin D supplementation has shown limited efficacy in correcting hypophosphatemia or bone defects associated with hypophosphatemic disorders (10, 31) and may lead to complications such as nephrocalcinosis (32). In contrast, the correction of FGF23 excess, either by reducing its expression or by blocking its signaling, has been shown to improve serum Pi levels, bone growth, and mineralization in patients and animal models with XLH (8, 10, 26, 33). The convergence of phenotypes between XLH and ARHR (4, 5, 21, 22) suggests that humans and animals with ARHR might also benefit from FGF23 correction. In the *Dmp1*-null mouse model of ARHR, genetic overexpression of a *Dmp1* transgene fully rescues FGF23 levels, hypophosphatemia, and bone defects (21, 34–36), but studies specifically targeting FGF23 in models of ARHR are scarce. Previous studies have shown that dietary Pi supplementation improves bone growth and mineralization in 3- to 7-week-old *Dmp1*-null mice (5, 37) and that anti-FGF23 antibodies correct hypophosphatemia and bone mineralization in 1- to 4-week-old *Dmp1*-null mice (37, 38). To date, similar studies have not been performed in adult mice, and anti-FGF23 therapy has only been tested in a limited number of patients with ARHR (14). In the present study, we used dietary Pi supplementation and the osteocyte-specific deletion of *Fgf23* to correct hypophosphatemia in order to study the respective contributions of FGF23 excess, hypophosphatemia, and DMP1 deficiency to the bone defects in adult *Dmp1*-null mice. We further used transcriptomic analyses to study the direct effects of FGF23 and DMP1 on osteoblasts.

In hereditary hypophosphatemia, FGF23 is mainly produced by osteocytes and mature osteoblasts (4, 5, 22, 23, 25, 26). In previous studies performed in Hyp and *Dmp1*-null mice, increased serum iFGF23 levels resulted from increased *Fgf23* expression in bone and impaired posttranslational cleavage of FGF23 (21, 39). Using a *Dmp1*-cre recombinase, we achieved a 75% rescue of serum total and intact FGF23 levels in vivo, and a complete rescue of secreted FGF23 in differentiated primary osteoblasts in vitro, demonstrating that the majority of FGF23 produced in ARHR originates from mature osteoblasts and osteocytes. As anticipated, deletion of *Fgf23* did not modify the i/c FGF23 ratio, which was similar between WT and *Fgf23*^cKO^ mice and increased in *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ mice. This suggests that posttranslational cleavage of FGF23 is altered in mice with ARHR regardless of the levels of *Fgf23* expression and is likely due to DMP1 deficiency. In addition, at 12 weeks, *Dmp1*^KO^ mice showed a surprising 3-fold increase in 1,25(OH)_2_D levels compared with WT mice. To our knowledge, this is the only available study that reports 1,25(OH)_2_D levels in adult *Dmp1*^KO^ mice. Previous studies showed normal to low levels of 1,25(OH)_2_D in up to 6-week-old *Dmp1*^KO^ compared with age-matched WT (21, 22, 25). However, values measured in WT mice were much higher in younger mice than in adults, and values measured in 6-week-old *Dmp1*^KO^ mice were similar to those found in the present 12-week-old cohort. Therefore, *Dmp1*^KO^ mice might not show a decline in 1,25(OH)_2_D levels that WT mice may experience with age. The genetic deletion of *Fgf23* in *Dmp1*^KO^ mice reduced PTH levels by 50%, and 1,25(OH)_2_D levels were reduced proportionally to PTH levels, suggesting that the increased 1,25(OH)_2_D levels observed in *Dmp1*^KO^ mice are mainly driven by persistent hyperparathyroidism. While we have not measured intestinal Pi absorption in this model, it is possible that the residual increase in 1,25(OH)_2_D contributes to increased intestinal Pi absorption, which in turns contributes to the full correction of the hypophosphatemia despite residual increases in FGF23 and PTH.

In animal models of XLH and ARHR, the global genetic deletion of *Fgf23* completely suppresses FGF23 production, which results in hyperphosphatemia, hypercalcemia, increased vitamin D levels, ectopic calcifications, and early mortality (23–25, 40). This does not occur with the osteoblastic lineage–specific deletion of *Fgf23* in XLH, which only prevents FGF23 excess and thus restores normal FGF23 and Pi levels (26). As a result, further studies in mice and in patients with XLH showed that a titrated FGF23 blockade significantly increases serum Pi to levels outmatching those achieved by conventional Pi and vitamin D supplementation therapies, with substantial benefits to the skeleton (8, 10). Prior studies in *Dmp1*^KO^ mice showed that dietary Pi supplementation initiated before or at the time of weaning improved bone growth and mineralization (5, 38). In contrast, in the present study, we showed that dietary Pi supplementation, initiated at 6 weeks of age, did not rescue hypophosphatemia or the bone phenotype in 12-week-old *Dmp1*-null mice. Indeed, Pi repletion further increased FGF23 and PTH levels, which exacerbated urinary Pi excretion, osteomalacia, and cortical bone expansion, similarly to studies performed in humans. In aggregate, this suggests that Pi repletion might only be beneficial early in life. In vitro, *Dmp1*-null cultures also did not respond to incremental concentrations of bGP like WT or *Fgf23*^cKO^ cultures and showed persistent alterations of osteoblast differentiation and mineralization despite high bGP supply, suggesting that DMP1 deficiency directly, or indirectly via FGF23 excess, affects osteoblast differentiation and activity.

In prior research (37, 38), blockade of FGF23 signaling using anti-FGF23 antibody administration for 28 days in 6-day-old *Dmp1*^KO^ mice fully corrected hypophosphatemia, bone growth, and trabecular bone volume and partially corrected cortical bone mineralization. In the present study, we show that genetic deletion of *Fgf23* restricted to mature osteoblasts and osteocytes in mice with ARHR led to a partial correction of FGF23 levels, which was sufficient to fully correct hypophosphatemia. In contrast with the administration of anti-FGF23 antibodies in younger mice, and despite the full correction of hypophosphatemia, 12-week-old *Dmp1*-null mice showed only a partial rescue of bone growth and mineralization. We and others (5, 38) show that despite hyperparathyroidism, osteoclast number is reduced and active osteoclast surfaces are normal in *Dmp1*^KO^ bones compared with WT, which suggests that low bone volume in *Dmp1*^KO^ mice is not caused by increased bone resorption and that PTH plays a minimal role in the *Dmp1*^KO^ bone phenotype. Therefore, correction of hypophosphatemia in the face of residual FGF23 elevations is insufficient to correct the bone phenotype associated with ARHR in the long term and the residual bone phenotype might be due to persistent FGF23 elevations and/or DMP1 deficiency. Consistent with this hypothesis, a previous study in the Hyp mouse model of XLH (26) used a Col2.3-cre to delete *Fgf23* in osteoblasts and achieved a similar correction of hypophosphatemia but complete corrections of FGF23 levels, bone growth, and bone morphology. To date, the direct contribution of FGF23 excess to the bone defects associated with hereditary hypophosphatemic disorders is unclear. Studies performed in different models have suggested that FGF23 excess might directly impact osteoblastogenesis (41, 42), reduce osteoblast differentiation (43), suppress alkaline phosphatase (44), and induce the proliferation of the osteoprogenitors at the expense of terminally differentiated cells (42). However, a direct contribution of FGF23 to the osteoblast differentiation and maturation defects in hypophosphatemic rickets has never been shown. Using primary osteoblast cultures and transcriptomics, we identified a Pi-independent role of FGF23 activating FGFR, ERK, and PI3K signaling in *Dmp1*-null osteoprogenitors that results in altered osteoblast differentiation. This was supported by secondary analyses showing that short- and long-term treatment of cultured osteoblasts with FGF23 also led to altered differentiation regardless of their genotype. However, these effects did not dramatically impact mineralization, which appears to remain a distinct effect of DMP1 deficiency. Therefore, we demonstrate that FGF23 excess directly contributes to altered osteoblast differentiation in ARHR and this is specifically rescued by genetic deletion of *Fgf23* in the osteoblast lineage.

While the role of DMP1 as a pro-mineralization factor is well documented (20, 45, 46), its direct contribution in the pathogenesis of impaired mineralization in ARHR is less clear, as most effects are attributed to failure of DMP1 to suppress FGF23 and FGF23-induced hypophosphatemia. In the present study, although genetic deletion of *Fgf23* restored osteoblast differentiation, it did not correct the impaired mineralization observed in *Dmp1*-null osteoblast cultures, suggesting that DMP1 deficiency directly contributes to the mineralization defect despite adequate Pi supply and normal FGF23 production. Interestingly, we show that DMP1 deficiency distinctly results in the reduced expression of genes involved in AMPK and HNF4α signaling. While the role of DMP1 on AMPK signaling needs further investigation, a previous study showed that HNF4α signaling is a central hub linked to FGF23 excess in both Hyp and *Dmp1*^KO^ mice (22). In addition, we recently showed that HNF4α is a novel transcription factor involved in osteogenesis (47), and we believe this is the first study to report common gene targets between DMP1 and HNF4α. Using scRNA-Seq, we further show that DMP1 deficiency directly affects terminally differentiated cells (mature osteoblasts and osteocytes), inhibiting the expression of genes involved in mineral apposition and senescence. This was supported by secondary in vitro analyses showing that delivery of exogenous DMP1 corrected the mineralization defect observed in both *Dmp1*^KO^ and *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts. Therefore, we demonstrate that, independently of Pi availability and FGF23 production, DMP1 deficiency directly contributes to impaired mineralization in ARHR.

In aggregate, our study suggests that in addition to hypophosphatemia, FGF23 excess and DMP1 deficiency directly control osteoblast differentiation and mineralization in ARHR pathogenesis. While this study supports potential beneficial effects of the use of FGF23 blockade in ARHR disorders, we also show that the full correction of hypophosphatemia is insufficient to fully correct bone growth and mineralization. Our results demonstrate that independently of Pi, residual FGF23 excess directly alters osteoprogenitors’ differentiation, and DMP1 deficiency constitutes an important barrier to adequate bone mineralization in ARHR. Therefore, our data support a potential therapeutic advantage of combined DMP1 repletion and FGF23 blockade to effectively correct ARHR-associated mineral and bone disorders.

## Methods

### Animal studies.

C57BL/6J *Dmp1* global knockout mice (Dmp1^tm1Mis^) were provided by Shanxi Medical University, Taiyuan, China (48). In addition, C57BL/6J mice with an osteocyte-specific deletion of *Fgf23*, i.e., harboring a floxed first exon of the *Fgf23* gene and expressing a transgene containing a Cre recombinase sequence downstream of the *Dmp1* promoter [B6N.FVB-Tg(*Dmp1*-cre)1Jqfe/BwdJ] (*Fgf23^fl/fl^*/*Dmp1-cre^+^*) (49, 50), were provided by University of California, San Francisco, San Francisco, California, USA. We crossed *Fgf23^fl/fl^* *Dmp1-cre^+^* with *Dmp1* heterozygotes (*Dmp1^+/–^*) to generate *Dmp1^+/–^* *Fgf23*^fl/+^ *Dmp1-cre*^(+^^and^^–)^ mice that we further crossed to obtain *Dmp1^+/–^* *Fgf23^fl/fl^* *Dmp1-cre*^(+^^and^^–)^ and *Dmp1^+/–^* *Fgf23^+/+^* *Dmp1-cre*^(+^^and^^–)^ mice. *Dmp1^+/–^* *Fgf23^fl/fl^* *Dmp1-cre*^(+^^and^^–)^ were crossed in a third step to generate experimental WT (*Dmp1^+/+^* *Fgf23^fl/fl^* *Dmp1-cre^–^*), *Fgf23*^Dmp1-cKO^ (*Dmp1^+/+^* *Fgf23^fl/fl^* *Dmp1-cre^+^*), *Dmp1*^KO^ (*Dmp1*^–/–^ *Fgf23^fl/fl^* *Dmp1-cre^–^*), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*Dmp1*^–/–^ *Fgf23^fl/fl^* *Dmp1-cre^+^*) littermate mice. *Dmp1^+/–^* *Fgf23^+/+^* *Dmp1-cre*^(+^^and^^–)^ were also crossed to generate experimental WT (*Dmp1^+/+^* *Fgf23^+/+^* *Dmp1-cre^+^*) and *Dmp1*^KO^ (*Dmp1*^–/–^ *Fgf23^+/+^* *Dmp1-cre^+^*) littermates that were homozygotes for the WT *Fgf23* allele. WT and *Dmp1*^KO^ mice were fed either a standard control diet containing 0.7% Pi (NP) or a diet containing 2% Pi (HP) from birth and from 6 weeks of age until 12 weeks of age. Additional WT and *Dmp1*^KO^ mice originated from breeding pairs that were maintained on the HP diet and were kept on HP diet after birth until 12 weeks of age (in utero group). We harvested samples of 12-week-old male littermates and recorded body weight on the day prior to dissection. Each mouse was genotyped twice, once at weaning and after sacrifice, using REDExtract-N-Amp Tissue PCR Kit (MilliporeSigma). We verified DNA recombination of the *Fgf23* allele in mature osteoblasts and osteocytes in mice of each genotype. We isolated bone cells from cortical bone after 12 consecutive extractions, alternating EDTA, trypsin, and collagenase treatments. We filtered the cell suspensions, then sorted 1.0 × 10^5^ mature osteoblasts and osteocytes per sample by FACS, removing matrix debris, nonsingle cells, dead cells, cells larger than 40 μm, and cells with large side-scatter measures. We isolated genomic DNA and amplified the targeted *Fgf23* exon on the sorted cells using the Extract-N-Amp Tissue PCR Kit (MilliporeSigma) and appropriate primer sequences.

### Biochemistry assays.

We collected urine samples after overnight fasting in a metabolic cage and serum samples by intracardiac exsanguination. In all mice, we measured serum iFGF23 levels using a murine iFGF23 ELISA that measures the intact bioactive protein exclusively and total FGF23 (cFGF23) using the cFGF23 ELISA that recognizes the full-length protein and its C-terminal cleavage fragments (both from Quidel). We measured serum PTH using a mouse intact ELISA (Quidel), serum 1,25(OH)_2_D by immunoassay (Immunodiagnostic Systems), and serum and urine Pi and calcium using colorimetric assays (Pointe Scientific). We also measured cFGF23 (Quidel) and total DMP1 using a mouse ELISA that recognizes the full-length and the C-terminal–cleaved DMP1 proteins (Abcam) in cell culture media collected on the last day of culture.

### High-resolution 3D μCT.

We scanned ethanol-fixed whole femurs with high-resolution microtomography (μCT50; Scanco Medical) at 2 μm isotropic voxel size, energy level of 70 keV, and intensity of 57 μA. The trabecular bone structure was analyzed within 1.2 mm of the secondary spongiosa of the distal femur underneath the growth plate. The cortical bone structure was analyzed within 1 mm at the midshaft of each femur. All grayscale images were segmented using a fixed Gaussian filter and threshold for all data. Representative segmented images were generated for the trabecular bone and color scale heatmaps of local density for the cortical bone, as previously shown. Finally, cortical pore density and maximum diameter were analyzed in 1.2 mm regions of the diaphysis, and we generated representative color scale heatmaps of cortical pores maximum diameters. Whole mice were scanned at a resolution of 10 μm isotropic voxel size.

### Histology and acid-etched SEM.

We injected mice with ARS at 7 and 2 days prior to harvest for intravital staining of active mineralization fronts (21, 51). We measured femur and tail lengths using a slide caliper to evaluate bone growth (21, 22, 51). We fixed and dehydrated the femur samples in ethanol, and we embedded them in methylmetacrylate (MMA) at 4°C. For SEM analyses, we acid-etched the polished surface of the MMA block with 37% phosphoric acid for 2–10 seconds, washed twice with water followed by 5% sodium hypochlorite for 5 minutes, and washed again in water. We coated the air-dried samples with gold and palladium, then examined by FEI/Philips XL30 Field emission environmental SEM according to previously described protocol (5). For histology analyses, we cut nonserial 5 μm MMA slices (Leica Microsystems) and captured bright-field and fluorescence microscopy images (Leica Microsystems). We analyzed unstained longitudinal femoral sections, modified trichrome Goldner–stained sections, and TRAcP activity–stained sections according to previously described methods (52).

### Cell cultures.

We prepared bone marrow stromal cells from 12-week-old WT, *Fgf23*^cKO^, *Dmp1*^KO^, and *Dmp1*^KO^ *Fgf23*^cKO^ mice according to a previously described protocol (19). We plated 10 × 10^4^ cells per well and cultured for 14 and 21 days in osteoblast-differentiating medium (α-minimal essential medium, 10% fetal bovine serum, 10 U/mL penicillin, 100 μg/mL streptomycin, 3/7/10 mmol/L bGP, and 50 μg/mL ascorbic acid) prior to staining and collection. For coculture experiments, cells were plated at the same density on plates or sterile 0.4 μm pore size 12-well format cell culture inserts (Corning) and cultured for 21 days in osteoblast-differentiating medium. We stained with ALP and ARS and quantified staining following previously described protocols (19). Prior to fixation, we incubated the cells for 1 hour in 1 mL culture medium containing 10% Alamar blue (Invitrogen). We assessed the number of cells by plotting the absorbance of incubated cells against a standard curve of MC3T3-E1 cultures. We cultured MC3T3-E1 (Subclone 4, CRL-2593, ATCC) osteoblasts for 21 days in osteoblast differentiation medium of similar composition containing 10 mmol/L bGP and 0/25/50 ng/mL of mouse recombinant FGF23 (R&D Systems).

### Real-time PCR.

We isolated total RNA from kidney and bone tissues and from MC3T3-E1 cultures using TRI reagent and synthesized first-stand cDNA (iScript cDNA Synthesis Kit, Bio-Rad Laboratories). We used the iCycler iQ real-time PCR detection system with iQ SYBR Green supermix (Bio-Rad Laboratories) for real-time quantitative PCR analysis. The threshold of detection of each gene expression was set at optimal reaction efficiency. The expression was plotted against a standard dilution curve of relative concentration, normalized to *Rpl19* expression in the same sample, and expressed as fold-change versus WT.

### Bulk RNA-Seq.

We prepared the total RNA library for each individual sample using the TruSeq Total RNA-Seq Library Preparation Kit (Illumina), then sequenced the bar-coded cDNA libraries for 50 bp paired-end reads using Illumina NovaSeq 6000 to generate 80 million to 90 million paired reads/sample. We mapped the reads from each library to the mouse transcriptome and genome, filtered using StrandNGS software suite (Strand Life Sciences), following Strand alignment and filtering pipelines. We normalized the reads using DESeq, and we used baseline transformation to the median for all samples. We calculated the fold-change and *P* value using moderated 2-tailed *t* test. For all analyses, we used a 2-pass enrichment method, by first computing the list of genes based on uncorrected *P* < 0.1, and we intersected these data sets to determine FGF23- and DMP1-regulated genes. The final list of genes was used as input to calculate differentially expressed genes at *P* < 0.1 using moderated 2-tailed *t* test and Bonferroni-Holm corrections. We used the final data sets for subsequent downstream pathway analyses using the IPA platform (QIAGEN).

### scRNA-Seq.

We isolated and cultured bone marrow stromal cells from adult WT, *Fgf23*^cKO^, *Dmp1*^KO^, and *Dmp1*^KO^ *Fgf23*^cKO^ mice for 21 days in osteoblastic medium. We isolated 3 individual cultures per genotype at day 21 by a single incubation with 1% trypsin for 10 minutes, to minimize cell stress. We incubated each cell suspension with individual 3′ CellPlex oligos (10x Genomics, catalog PN-1000261) and 7-AAD for cell viability, then sorted them on a BD FACSAria SORP system. We pooled the suspensions by genotype and suspended in PBS 1% BSA solution. We analyzed cell number and viability after sorting using the Nexcelom Cellometer Auto 2000 with the AOPI fluorescent staining method, which resulted in single-cell suspensions with more than 90% viability. We loaded 10,000 viable cells from each cell suspension into the Chromium Controller (10x Genomics; catalog PN-120223) on a Chromium Next GEM Chip G (10x Genomics, catalog PN-1000120) and processed to generate single-cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol. We generated the cDNA and libraries using the Chromium Next GEM Single Cell 3′ Kit v3.1 (10x Genomics; catalog PN-1000268), Dual Index Kit TT Set A (10x Genomics; catalog PN-1000215), and Dual Index Kit NN Set A (for sample multiplexing) (10x Genomics; catalog PN-1000243) according to the manufacturer’s manual. We performed the quality control for the constructed library using the Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies, catalog 5067-4626), and we used Qubit 4.0 Fluorometer (Thermo Fisher Scientific, catalog PN-Q33238) for qualitative and quantitative analysis. We pooled and sequenced the multiplexed libraries on an Illumina NovaSeq 6000 sequencer. We demultiplexed raw sequencing data in base call format (.bcl) using Cell Ranger (10x Genomics), converting the raw data into FASTQ format to generate a gene expression library and a cell multiplexing library per sample. We processed, demultiplexed, and aligned the samples using a 2-pass Cell Ranger multianalysis. First, we reprocessed Cell Ranger output with HTO demux, then reran Cell Ranger multi using the assigned barcodes for each sample, to create 4 replicates per genotype, 3 using the specific sample barcode and a fourth from the untagged nondoublet cells. We imported the resulting matrix files, which summarize the alignment results, into R package Seurat (Satija Lab, New York Genome Center) for further analysis (53). In Seurat (v4.3.0), we transformed each individual sample to a Seurat object. We next merged the data from all 16 samples and used SCT transform to normalize and scale the data regressing out mitochondrial genes [SCTransform(obj, vars.to.regress = “percent.mt”)]. Then, we processed the combined object using the standard Seurat workflow, including principal component analysis, UMAP, and neighboring and clustering analyses using the first 30 principal components, at a resolution of 0.8. We visualized the cell clusters in 2D space by UMAP. All genotypes showed similar clustering and cell populations in separate and overlapping DimPlot (54). To identify cell clusters, we assessed marker genes using FindAllMarkers function of Seurat. We annotated the clusters based on the expression of top marker genes supported by literature search and scMCA (https://github.com/ggjlab/scMCA; commit ID 0ac6b52). We isolated the osteoblastic clusters from the original Seurat object, which we further analyzed. We performed differential gene expression analysis by cluster using a 2-pass enrichment method. First, we selected all differentially expressed genes with unadjusted *P* < 0.1, which we exported to IPA for comparison analyses. We next used the final list of genes resulting from the comparison analyses as input in StrandNGS to calculate differentially expressed genes at *P* < 0.1 using moderated 2-tailed *t* test and Bonferroni-Holm corrections. Genes with a corrected *P* < 0.1 were considered significant and used in IPA for pathway analysis and network design. To perform the pseudotime analysis on the Seurat object, we analyzed the osteoblast cell subset using the R package Monocle 3 (55), then added the pseudotime score to the metadata of the Seurat object.

### Statistics.

Data are presented as mean ± SEM. We used 2-tailed *t* tests or 1-way ANOVA followed by post hoc 2-tailed *t* tests and multiple-testing correction using Bonferroni or Holm-Bonferroni method (56) (Statistica software, Statsoft). Differences were considered statistically significant at *P* < 0.05 or *P* < 0.1 as indicated in the figure legends.

### Study approval.

All animal studies were conducted in accordance with the Northwestern University Institutional Animal Care and Use Committee.

### Data availability.

All data associated with this study are presented in the manuscript and in the Supporting Data Values file. Materials and protocols are available upon request. Next-generation sequencing data were deposited to National Center for Biotechnology Information Gene Expression Omnibus (GEO) as GEO SuperSeries GSE239830 as follows: bulk RNA-Seq data as GSE239825 and scRNA-Seq data as GSE239828.

## Author contributions

GC, DK, VD, and AM designed the experiments. GC, DK, JJT, Xueyan Wang, LMN, SL, JS, and MMC conducted the experiments. GC, DK, JJT, Xueyan Wang, HHT, LMN, SL, JS, JVD, MMC, LH, and Xiaofang Wang acquired and analyzed the data. WC and JQF provided mouse models. GC, DK, VD, and AM wrote the manuscript. All authors edited and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
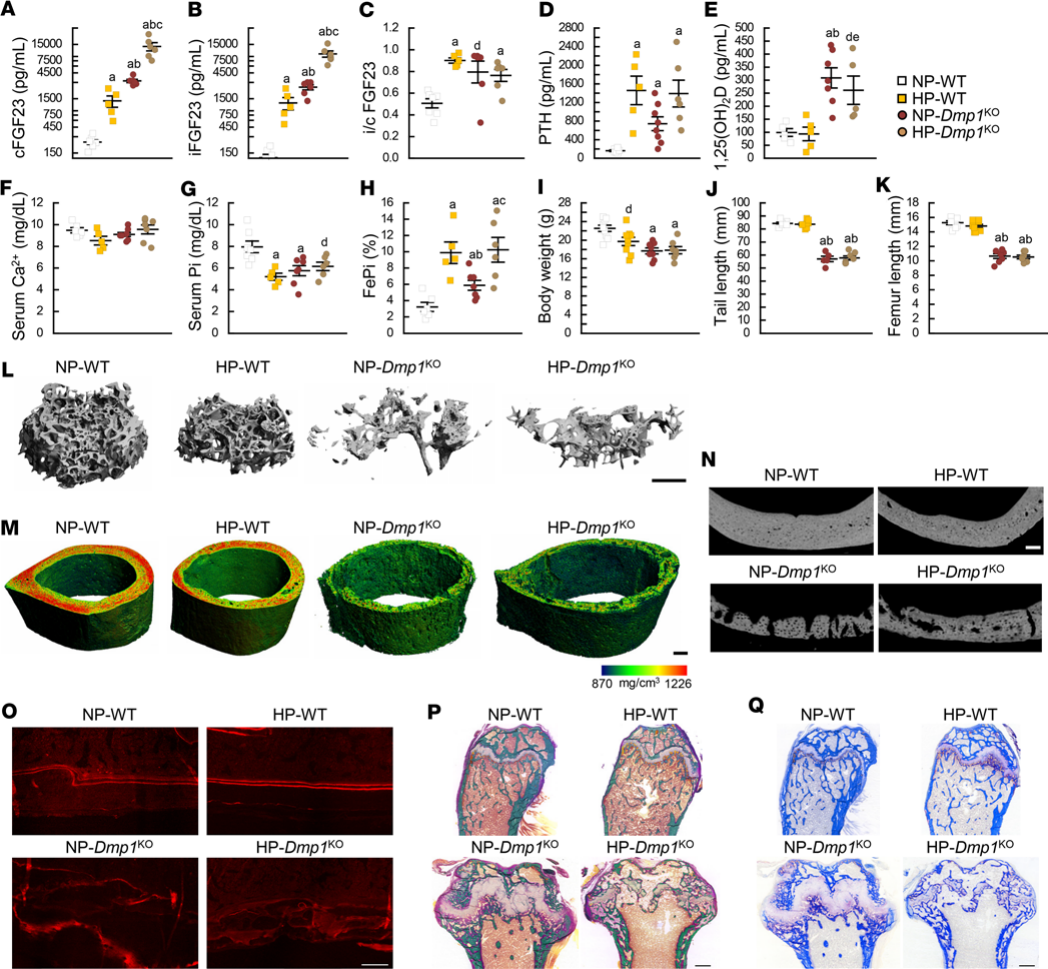
Dietary phosphate supplementation aggravates FGF23 excess and bone microarchitecture in *Dmp1*^KO^ mice. Serum levels of (**A**) total FGF23 (cFGF23), (**B**) intact FGF23 (iFGF23), (**C**) intact to total FGF23 ratio (i/c FGF23), (**D**) parathyroid hormone (PTH), (**E**) 1,25-dihydroxyvitamin D [1,25(OH)_2_D], (**F**) calcium (Ca^2+^), and (**G**) phosphate (Pi); (**H**) fractional excretion of Pi (FePi); (**I**) body weight, (**J**) tail length, and (**K**) femur length; 3D-μCT scan reconstruction of (**L**) distal femur trabecular metaphysis (scale bar = 200 μm); (**M**) midshaft femur cortical diaphysis (scale bar = 500 μm); (**N**) 2D μCT analysis of cortical bone porosity (scale bar = 100 μm); (**O**) red fluorescence microscopy imaging of alizarin red S–stained (ARS-stained) mineralization fronts; (**P**) bright-field microscopy imaging of modified trichrome Goldner staining; and (**Q**) tartrate-resistant acidic phosphatase (TRAcP) staining of longitudinal histology sections of distal femur (scale bar = 100 μm for ARS, 500 μm for Goldner and TRAcP). All analyses were performed in 12-week-old WT (*n* ≥ 5) and *Dmp1*^KO^ (*n* ≥ 5) mice fed a diet containing 0.7% Pi (normal Pi, NP) or 2% Pi (high Pi, HP) from 6 to 12 weeks of age. Values are expressed as mean ± SEM; *P* < 0.05 vs. ^a^NP-WT, ^b^HP-WT, ^c^NP-*Dmp1*^KO^; *P* < 0.1 vs. ^d^NP-WT, ^e^HP-WT. Statistical tests were ANOVA test followed by post hoc *t* tests and multiple-testing correction using Holm-Bonferroni method.

**Figure 2:**
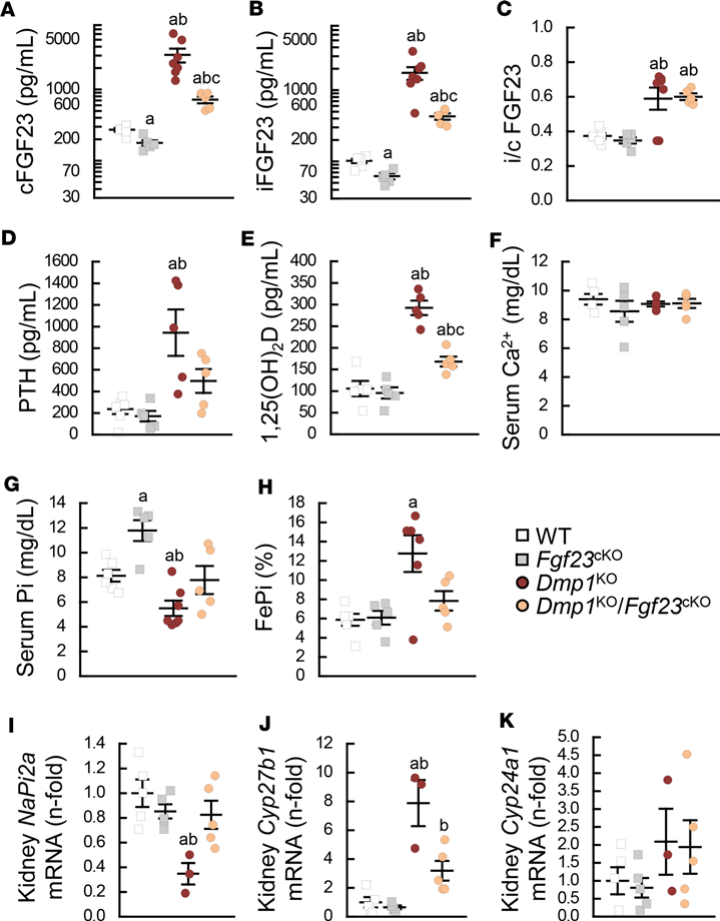
Osteocyte-specific deletion of *Fgf23* fully corrects hypophosphatemia in *Dmp1*^KO^ mice. Serum levels of (**A**) total FGF23 (cFGF23), (**B**) intact FGF23 (iFGF23), (**C**) intact to total FGF23 ratio (i/c FGF23), (**D**) parathyroid hormone (PTH), (**E**) 1,25-dihydroxyvitamin D [1,25(OH)_2_D], (**F**) calcium (Ca^2+^), and (**G**) phosphate (Pi); (**H**) fractional excretion of Pi (FePi); and kidney mRNA expression of (**I**) *NaPi2a*, (**J**) *Cyp27b1*, and (**K**) *Cyp24a1* in 12-week-old WT (*n* ≥ 5), *Fgf23*^Dmp1-cKO^ (*n* ≥ 5), *Dmp1*^KO^ (*n* ≥ 3), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 5) mice. Values are expressed as mean ± SEM; *P* < 0.05 vs. ^a^WT, ^b^*Fgf23*^cKO^, ^c^*Dmp1*^KO^. Statistical tests were ANOVA test followed by post hoc *t* tests and multiple-testing correction using Holm-Bonferroni method.

**Figure 3:**
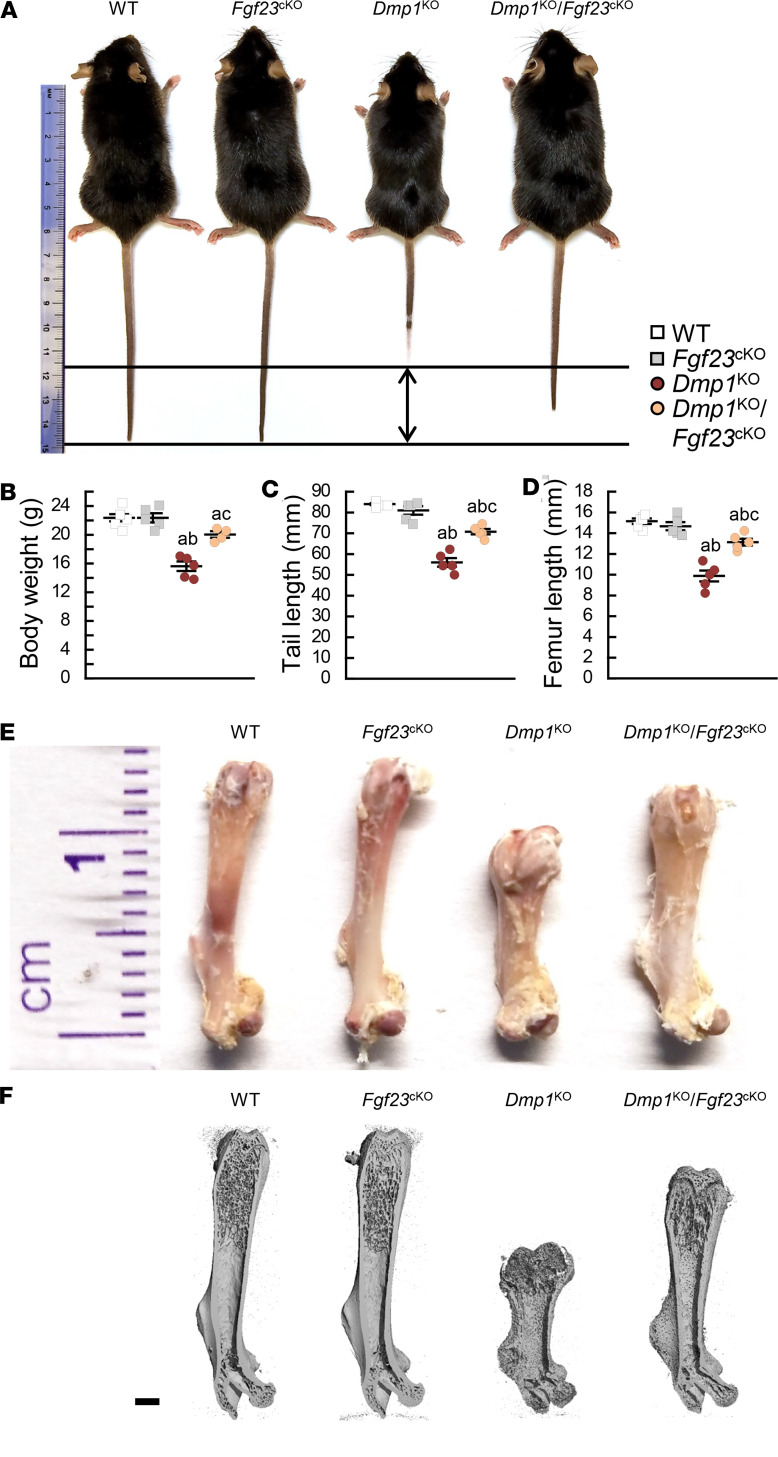
Osteocyte-specific deletion of *Fgf23* partially corrects bone growth in *Dmp1*^KO^ mice. (**A**) Mouse gross appearance, (**B**) body weight, (**C**) tail length, (**D**) femur length, (**E**) femur gross appearance, and (**F**) 3D μCT representation of total femur in sagittal plane (scale bar = 1 mm) in 12-week-old WT (*n* ≥ 6), *Fgf23*^Dmp1-cKO^ (*n* ≥ 5), *Dmp1*^KO^ (*n* ≥ 5), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 4) mice. Values are expressed as mean ± SEM; *P* < 0.05 vs. ^a^WT, ^b^*Fgf23*^cKO^, ^c^*Dmp1*^KO^. Statistical tests were performed using ANOVA test followed by post hoc *t* tests and multiple-testing correction using Holm-Bonferroni method.

**Figure 4:**
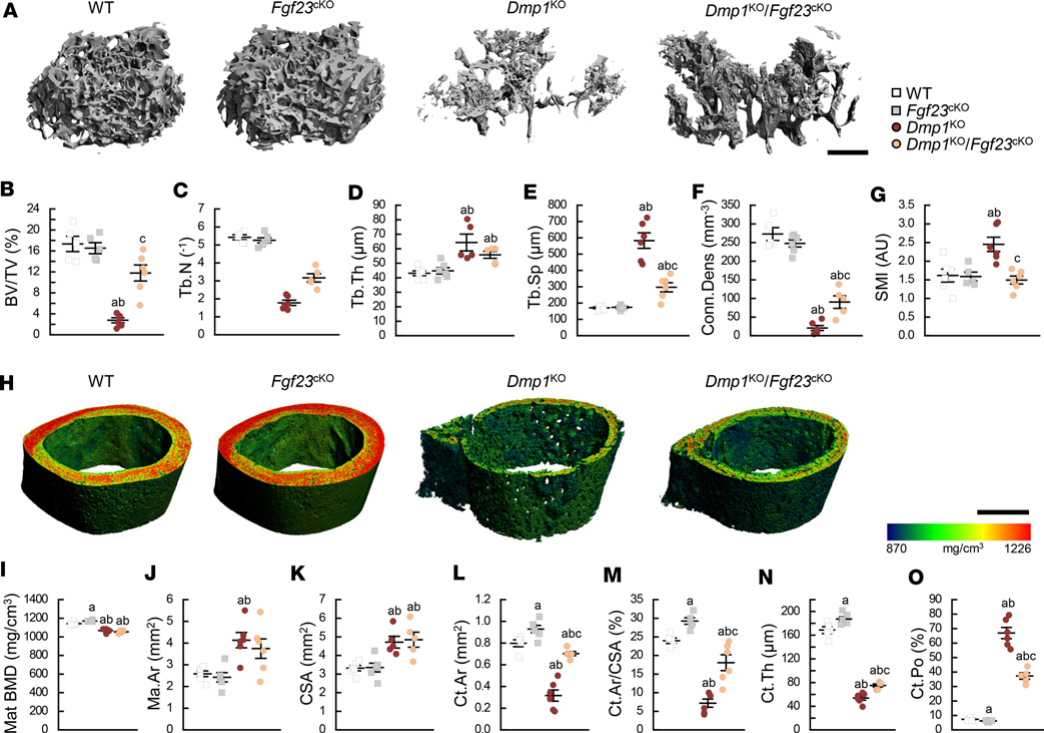
Osteocyte-specific deletion of *Fgf23* partially restores bone microarchitecture in *Dmp1*^KO^ mice. 3D μCT (**A**) scan reconstruction of distal femur trabecular metaphysis (scale bar = 500 μm) and (**B**–**G**) parameters of trabecular bone microarchitecture; (**H**) scan reconstruction of midshaft femur cortical diaphysis (scale bar = 500 μm) and (**I**–**O**) parameters of cortical bone microarchitecture. All analyses were performed in 12-week-old WT (*n* ≥ 5), *Fgf23*^Dmp1-cKO^ (*n* ≥ 5), *Dmp1*^KO^ (*n* ≥ 5), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 5) mice. Values are expressed as mean ± SEM; *P* < 0.05 vs. ^a^WT, ^b^*Fgf23*^cKO^, ^c^*Dmp1*^KO^. Statistical tests were ANOVA test followed by post hoc *t* tests and multiple-testing correction using Holm-Bonferroni method. BV/TV, bone volume to tissue volume ratio; Tb.N, trabecular number; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; Conn.Dens, connectivity density; SMI, structural model index; mat BMD, material bone mineral density; Ma.Ar, marrow area; CSA, cross-sectional area; Ct.Ar, cortical area; Ct.Th, cortical thickness; Ct.Po, cortical porosity.

**Figure 5:**
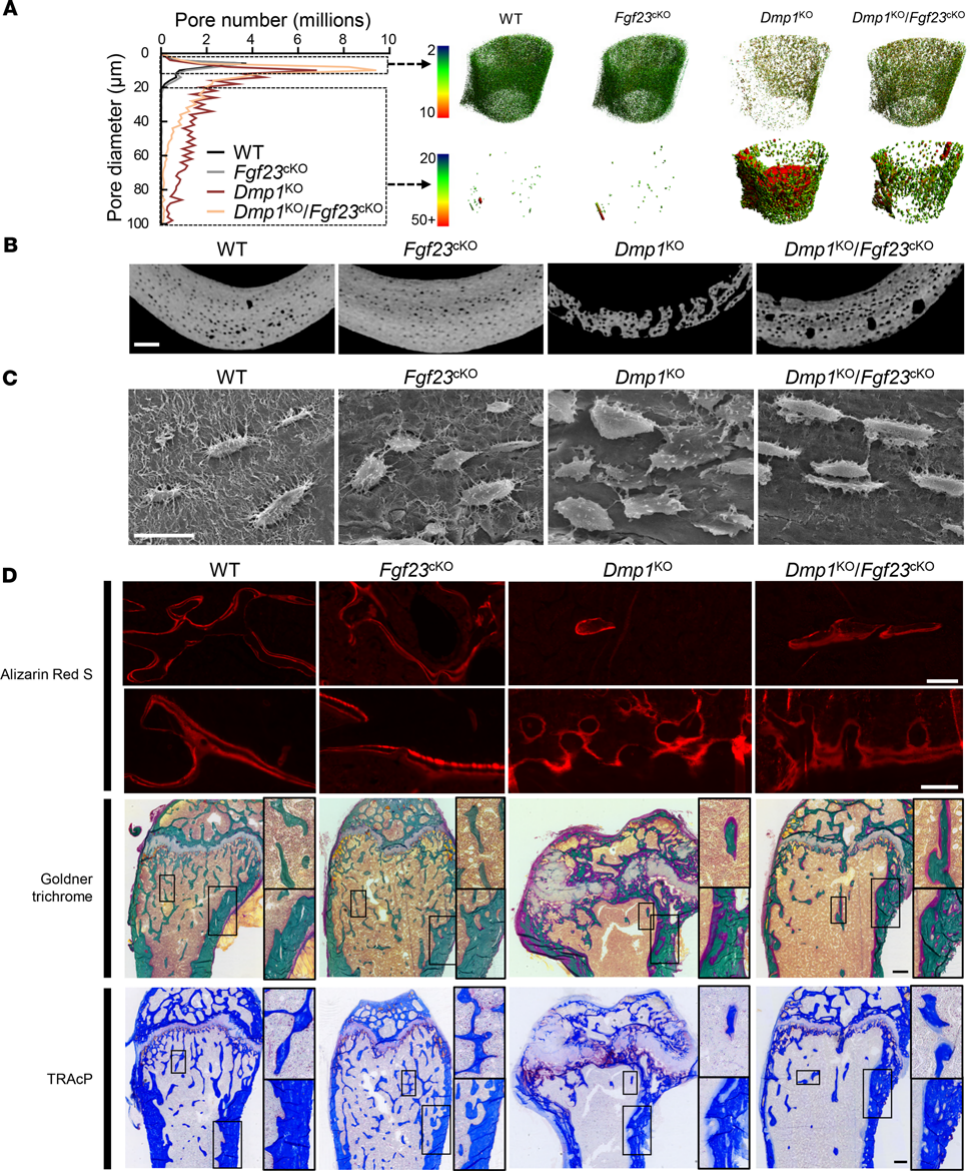
Osteocyte-specific deletion of *Fgf23* partially restores mineralization and lacuno-canalicular network in *Dmp1*^KO^ mice. (**A** and **B**) High-resolution μCT analysis of cortical bone porosity (scale bar = 100 μm), (**C**) acid-etched scanning electron microscopy of femur cortical bone (scale bar = 20 μm), (**D**) red fluorescence microscopy imaging of ARS-stained mineralization fronts (top), and bright-field microscopy imaging of modified trichrome Goldner staining (middle) and tartrate-resistant acidic phosphatase (TRAcP) staining (bottom) of longitudinal histology sections of distal femur (scale bar = 100 μm for ARS, 250 μm for Goldner and TRAcP). For each staining, top (×3.5 original magnification) and bottom (×1.8 original magnification) zoom-in panels represent regions of interest in trabecular and in cortical bone, respectively. All analyses were performed in 12-week-old WT (*n* ≥ 5), *Fgf23*^Dmp1-cKO^ (*n* ≥ 5), *Dmp1*^KO^ (*n* ≥ 5), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 5) mice.

**Figure 6:**
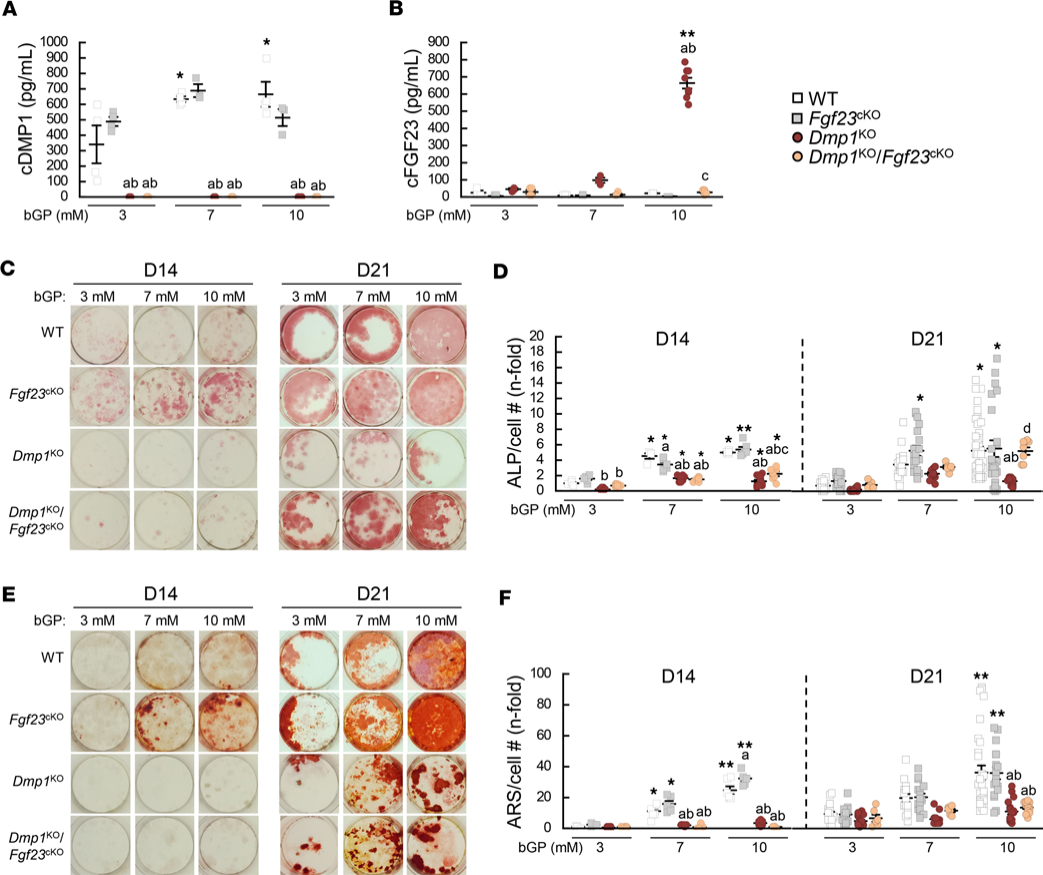
Osteocyte-specific deletion of *Fgf23* restores osteoblast differentiation but does not restore impaired mineralization in *Dmp1*^KO^ primary osteoblast cultures. Bone marrow stromal cells were isolated from 12-week-old WT (*n* ≥ 3), *Fgf23*^Dmp1-cKO^ (*n* ≥ 3), *Dmp1*^KO^ (*n* ≥ 3), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 4) mice, then cultured for 14 (D14) and 21 (D21) days in osteoblast differentiation medium containing 3, 7, or 10 mM of beta-glycerophosphate (bGP). Levels of (**A**) total DMP1 (cDMP1) and (**B**) total FGF23 (cFGF23) in conditioned media collected at D21. (**C** and **D**) Alkaline phosphatase (ALP) staining and quantification and (**E** and **F**) alizarin red S (ARS) staining and quantification. Values are expressed as mean ± SEM; *P* < 0.05 vs. bGP treatment–matched ^a^WT, ^b^*Fgf23*^cKO^, ^c^*Dmp1*^KO^, and genotype-matched *3 mM and **7 mM within each time point. ^d^*P* = 0.1 vs. 10 mM *Dmp1*^KO^. Statistical tests were ANOVA test followed by Bonferroni post hoc tests.

**Figure 7:**
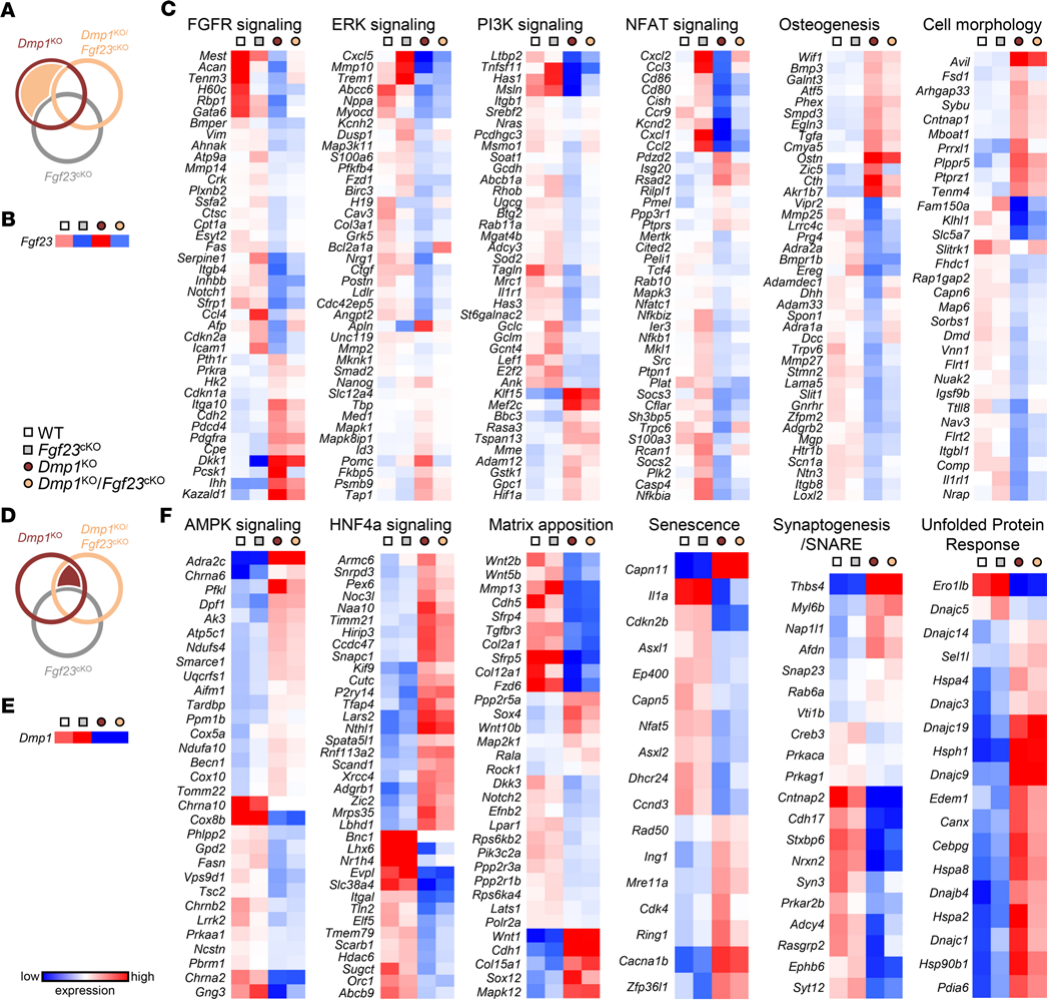
Canonical pathways altered in *Dmp1*^KO^ osteoblasts are differentially regulated by FGF23 and by DMP1. Bulk RNA-sequencing analysis was performed on bone marrow stromal cells isolated from 12-week-old WT (*n* = 3), *Fgf23*^Dmp1-cKO^ (*n* = 3), *Dmp1*^KO^ (*n* = 3), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* = 3) mice and cultured for 21 days in osteoblast differentiation medium containing 10 mM of beta-glycerophosphate. (**A**) Venn diagram identifies genes showing altered expression in *Dmp1*^KO^ but not in *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts (*tan area*). Heatmaps represent the expression of (**B**) *Fgf23* and (**C**) genes identified in **A** and used in Ingenuity Pathway Analysis (IPA; QIAGEN) to define the most represented canonical pathways regulated by FGF23. (**D**) Venn diagram identifies genes showing altered expression in *Dmp1*^KO^ and in *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts (*burgundy area*). Heatmaps represent the expression of (**E**) *Dmp1* and (**F**) genes identified in **D** and used in IPA to define the most represented canonical pathways regulated by DMP1. Statistical tests were unpaired *t* test and corrected by the false discovery rate (*P* < 0.1).

**Figure 8:**
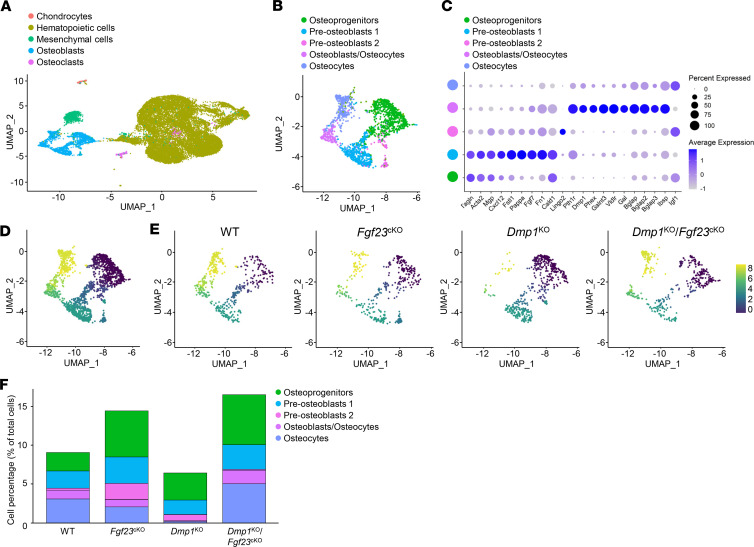
Osteocyte-specific deletion of *Fgf23* restores osteoblast differentiation in *Dmp1*^KO^ at the single-cell level. Single-cell RNA-sequencing analysis was performed on bone marrow stromal cells isolated from 12-week-old WT (*n* = 3), *Fgf23*^Dmp1-cKO^ (*n* = 3), *Dmp1*^KO^ (*n* = 3), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* = 3) mice and cultured for 21 days in osteoblast differentiation medium containing 10 mM of beta-glycerophosphate. Uniform manifold approximation and projection (UMAP) plot of (**A**) total isolated cells and (**B**) osteoblast lineage cells only. (**C**) Dot plot of cluster-enriched markers in osteoblastic cells segregated by clusters of differentiation. Pseudotime analysis of osteoblastic cluster from (**D**) all groups combined and (**E**) segregated by group. (**F**) Percentage of osteoblast-like cells in the total number of isolated cells segregated by cluster of differentiation and by group.

**Figure 9:**
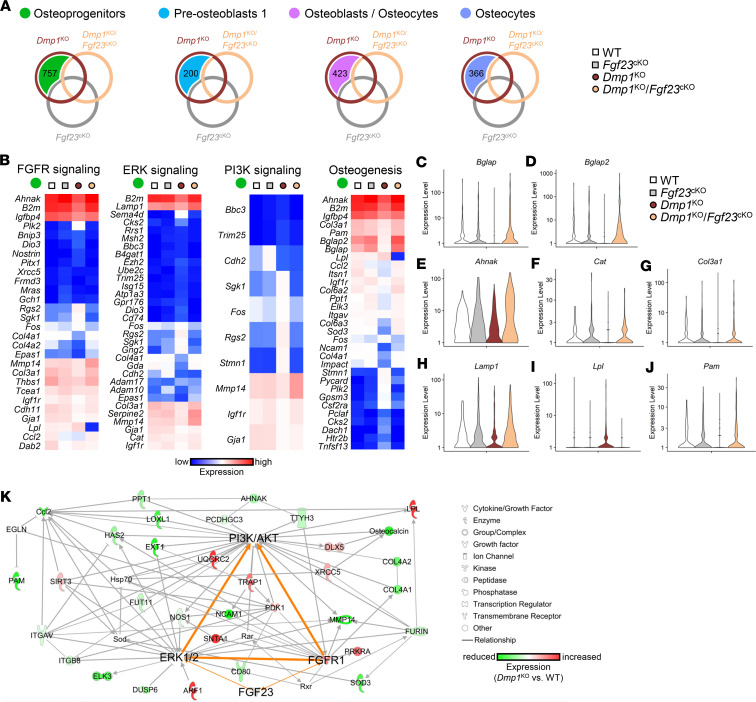
FGF23 targets osteoprogenitors via FGFR/ERK/PI3K signaling. Single-cell RNA-sequencing analysis was performed on bone marrow stromal cells isolated from 12-week-old WT (*n* = 3), *Fgf23*^Dmp1-cKO^ (*n* = 3), *Dmp1*^KO^ (*n* = 3), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* = 3) mice and cultured for 21 days in osteoblast differentiation medium containing 10 mM of beta-glycerophosphate. (**A**) Venn diagram identifies genes showing altered expression in *Dmp1*^KO^ but not in *Dmp1*^KO^ *Fgf23*^cKO^ osteoblasts (*colored area*) in each cluster of differentiation. (**B**) Heatmaps represent the expression of genes identified in **A** in the osteoprogenitor cluster (*green dot*) and used in Ingenuity Pathway Analysis (IPA) to define the most represented canonical pathways regulated by FGF23. (**C**–**J**) Violin plots representing the expression of most regulated target genes in *Dmp1*^KO^ and corrected in *Dmp1*^KO^ *Fgf23*^cKO^ osteoprogenitors. (**K**) IPA gene network analysis showing most connected gene targets in the osteoprogenitor cluster and identifying FGF receptor 1 (FGFR1), ERK1/2, and PI3K/AKT as common regulators of these targets. Statistical tests were Mann-Whitney’s *U* test and corrected by the false discovery rate (*P* < 0.1).

**Figure 10:**
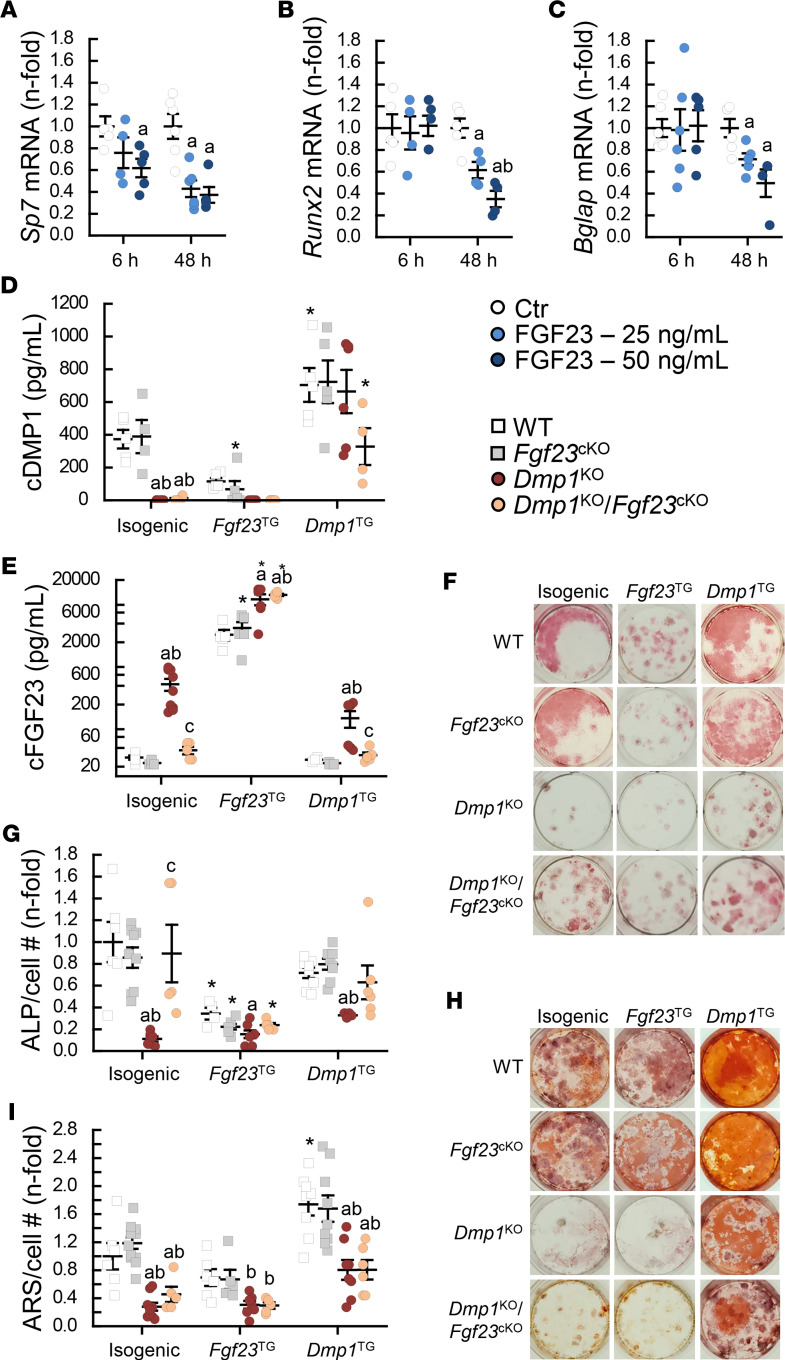
FGF23 directly inhibits osteoblast differentiation. (**A**–**C**) mRNA expression of markers of osteoblast differentiation in MC3T3-E1 osteoblasts cultured for 21 days and treated with recombinant FGF23 (0, 25, and 50 ng/mL) for the last 6 and 48 hours of culture (*n* ≥ 4). Levels of (**D**) total DMP1 (cDMP1) and (**E**) total FGF23 (cFGF23) measured by ELISA in conditioned culture media from bone marrow stromal cells (BMSCs) isolated from 12-week-old WT (*n* ≥ 4), *Fgf23*^Dmp1-cKO^ (*n* ≥ 5), *Dmp1*^KO^ (*n* ≥ 5), and *Dmp1*^KO^ *Fgf23*^Dmp1-cKO^ (*n* ≥ 5) mice, then cocultured for 21 days with BMSCs isolated from the same group (isogenic), or immortalized BMSCs displaying genetic overexpression of *Fgf23* (*Fgf23*^TG^) or *Dmp1* (*Dmp1*^TG^). (**F** and **G**) Alkaline phosphatase (ALP) staining and quantification and (**H** and **I**) alizarin red S (ARS) staining and quantification. Values are expressed as mean ± SEM; *P* < 0.05 vs. (**A**–**C**) time point–matched ^a^Ctr, ^b^FGF23 25 ng/mL, (**D**–**I**) culture-matched ^a^WT, ^b^*Fgf23*^cKO^, ^c^*Dmp1*^KO^, and *genotype-matched isogenic. Statistical tests were ANOVA test followed by post hoc *t* tests and multiple-testing correction using Holm-Bonferroni method (**A**–**C**) and by Bonferroni’s post hoc tests (**D**–**I**).

# Supplementary material for: FGF23 directly inhibits osteoprogenitor differentiation in Dmp1-knockout mice
**Source:** JCI Insight. 2023 Dec 22;8(24):e156850. doi: 10.1172/jci.insight.156850
**Supplement:** Supplemental data

## SUPPLEMENTAL FIGURES

Figure S1

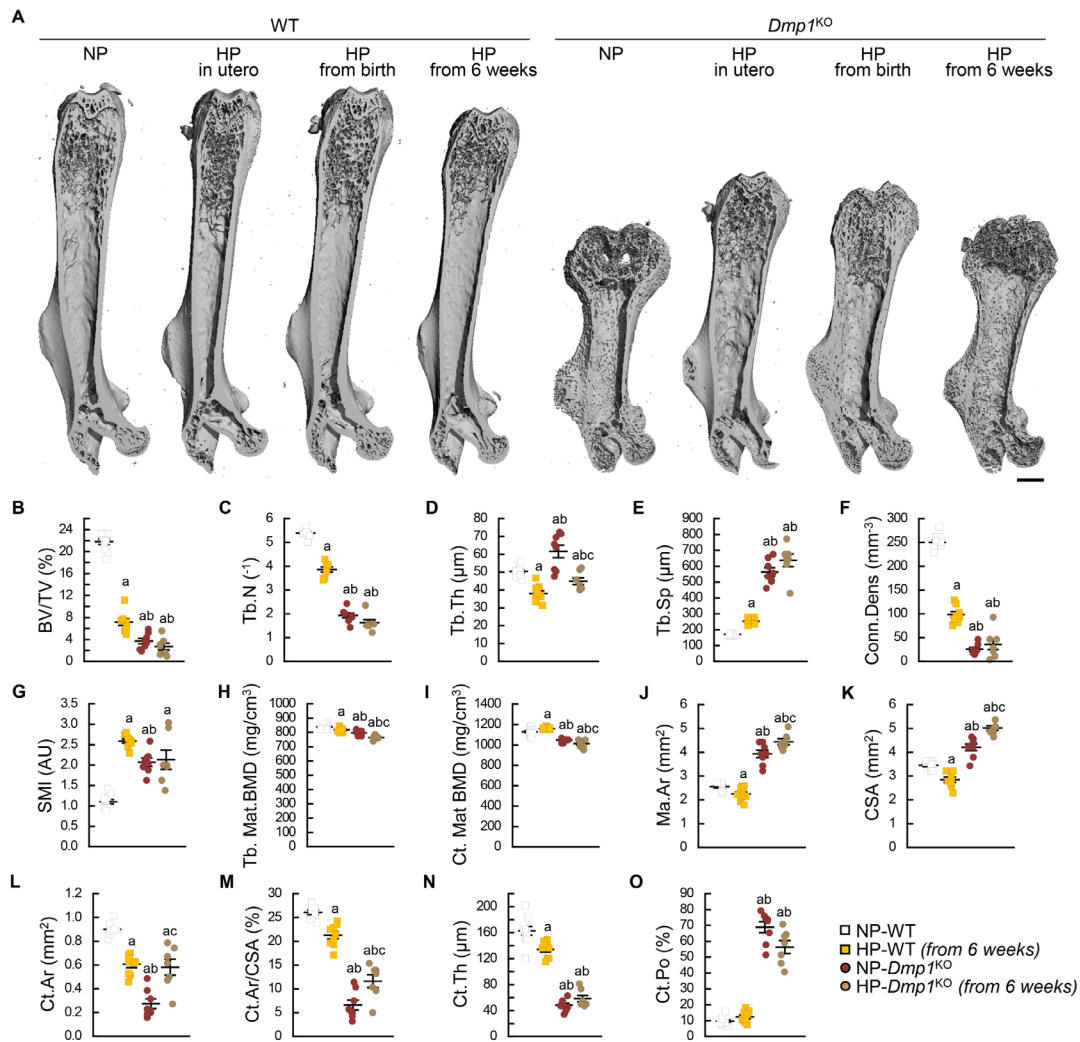

**Figure S1: Dietary phosphate supplementation worsens bone microarchitecture in WT and in *Dmp1*<sup>KO</sup> mice.** (A) 3D-μCT representation of total femur in sagittal plane (scale bar = 1 mm) in 12 week-old WT and *Dmp1*<sup>KO</sup> fed a diet containing 0.7% Pi (normal Pi - NP) or 2% Pi (high Pi - HP) in utero, from birth or from 6 weeks. 3D-μCT parameters of (B-H) trabecular bone microarchitecture and (I-O) cortical bone microarchitecture in 12 week-old WT (n≥9) and *Dmp1*<sup>KO</sup> (n≥7) fed a diet containing 0.7% Pi (normal Pi - NP) or 2% Pi (high Pi - HP) from 6 to 12 weeks of age. Values are expressed as mean ± SEM; p<0.05 vs. <sup>a</sup> NP-WT, <sup>b</sup> HP-WT, <sup>c</sup> NP-*Dmp1*<sup>KO</sup>. Statistical tests were performed using ANOVA test followed by post-hoc t tests and multiple testing correction using Holm-Bonferroni method.

Abbreviations: bone volume to tissue volume ratio (BV/TV), trabecular number (Tb.N), thickness (Tb.Th), trabecular separation (Tb.Sp), connectivity density (Conn.Dens), structural model index (SMI), material bone mineral density (mat BMD), marrow area (Ma.Ar), cross sectional area (CSA), cortical area (Ct.Ar), Ct.Ar to CSA ratio (Ct.Ar/CSA), cortical thickness (Ct.Th), and cortical porosity (Ct.Po).

Figure S2

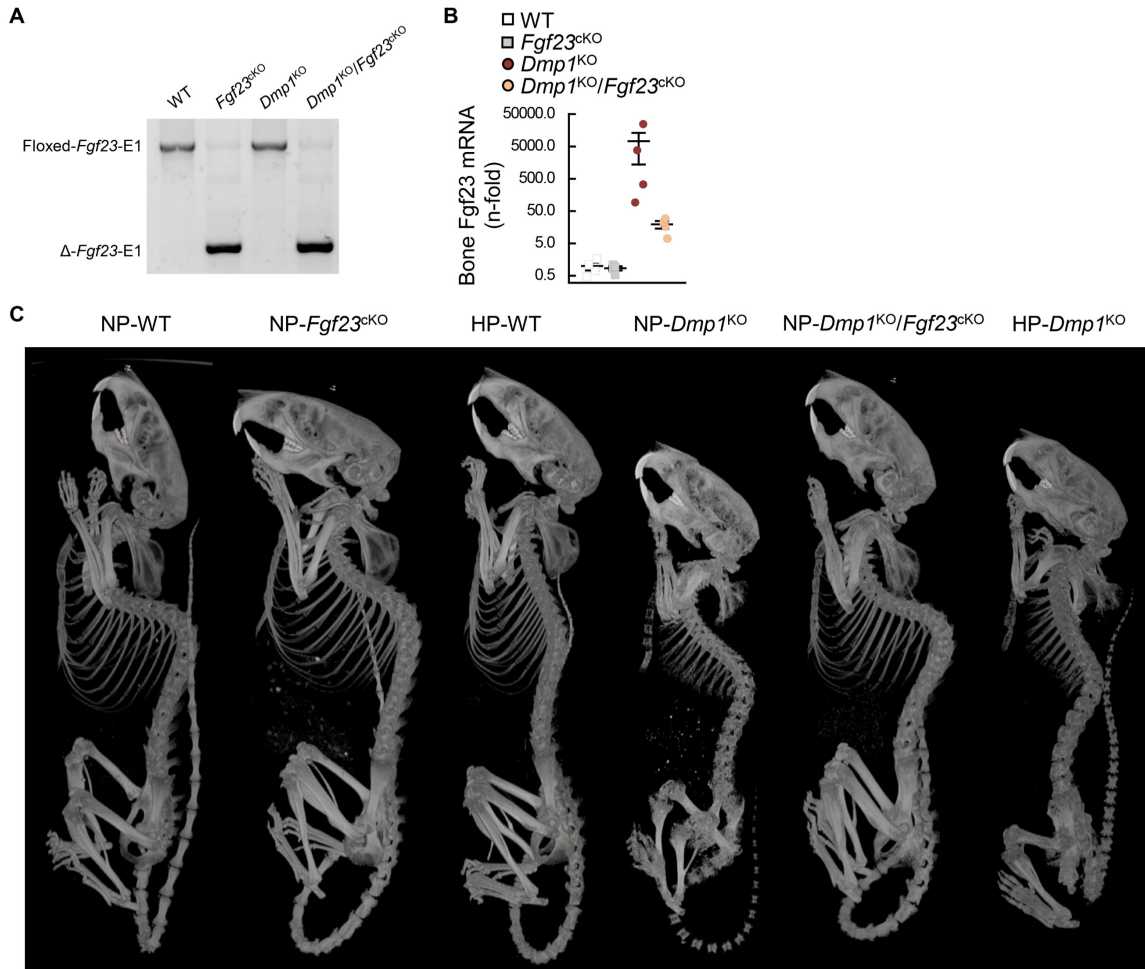

**Figure S2: Comparative analysis between the bone-specific deletion of *Fgf23* and dietary Pi supplementation in WT and *Dmp1*<sup>KO</sup> mice.** (A) DNA amplification of the floxed *Fgf23* allele in WT and *Dmp1*<sup>KO</sup> mice with and without expression of the *Dmp1* cre recombinase showing the non-recombined floxed exon 1 of *Fgf23* in *Dmp1*<sup>+/+</sup>; *Fgf23*<sup>lox/lox</sup>; *Dmp1*-cre<sup>-</sup> (WT) and *Dmp1*<sup>-/-</sup>; *Fgf23*<sup>lox/lox</sup>; *Dmp1*-cre<sup>-</sup> (*Dmp1*<sup>KO</sup>) mice and the recombined exon 1 of *Fgf23* in *Dmp1*<sup>+/+</sup>; *Fgf23*<sup>lox/lox</sup>; *Dmp1*-cre<sup>+</sup> (*Fgf23*<sup>cKO</sup>) and *Dmp1*<sup>-/-</sup>; *Fgf23*<sup>lox/lox</sup>; *Dmp1*-cre<sup>+</sup> (*Dmp1*<sup>KO</sup>/*Fgf23*<sup>cKO</sup>) mice. (B) Bone *Fgf23* mRNA expression in 12-week-old WT (n≥4), *Fgf23*<sup>Dmp1-cKO</sup> (n≥4), *Dmp1*<sup>KO</sup> (n≥4) and *Dmp1*<sup>KO</sup>/*Fgf23*<sup>Dmp1-cKO</sup> (n≥4) mice. (C) 3D-μCT whole body scan of 12-week-old WT, *Fgf23*<sup>Dmp1-cKO</sup>, *Dmp1*<sup>KO</sup> and *Dmp1*<sup>KO</sup>/*Fgf23*<sup>Dmp1-cKO</sup> fed a diet containing 0.7% Pi (normal Pi - NP) or 2% Pi (high Pi - HP) from 6 to 12 weeks of age. Values are expressed as mean ± SEM; p<0.05 vs. <sup>a</sup> WT, <sup>b</sup> *Fgf23*<sup>cKO</sup>. Statistical tests were performed using ANOVA test followed by post-hoc t tests and multiple testing correction using Holm-Bonferroni method.

**Figure S3**

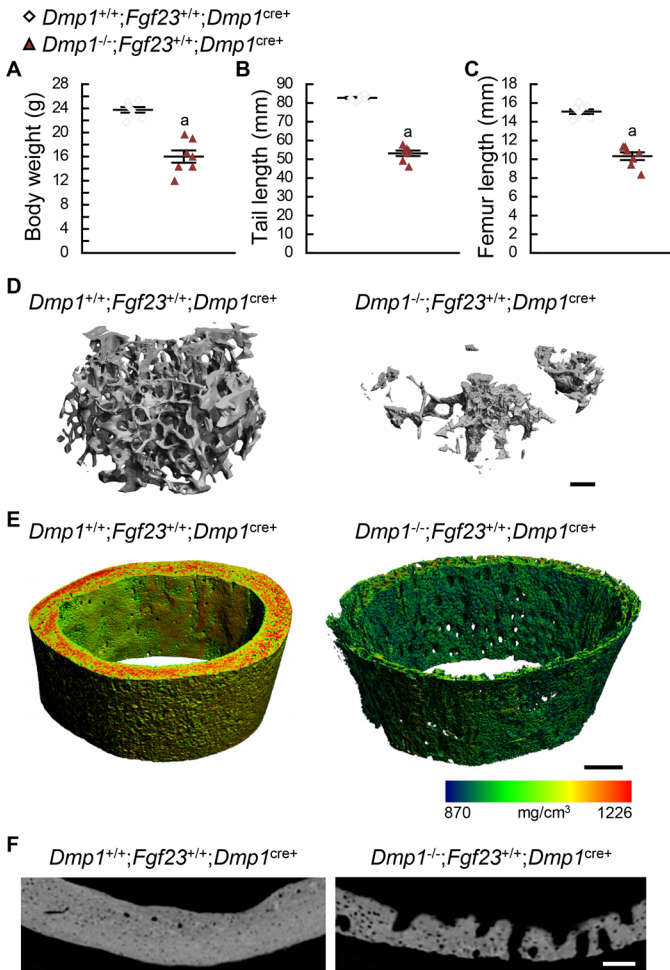

**Figure S3: Dmp1-cre does not affect mice homozygous for the wild-type *Fgf23* allele.** (A) Body weight, (B) tail length, (C) femur length, 3D-μCT scan reconstruction of (D) distal femur trabecular metaphysis (scale bar = 250 μm) and (E) midshaft femur cortical diaphysis (scale bar = 250 μm), and (F) 2D-μCT analysis of cortical bone porosity (scale bar = 100 μm) in 12 week-old *Dmp1<sup>+/+</sup>;Fgf23<sup>+/+</sup>;Dmp1-cre<sup>+</sup>* (WT, n=8) and *Dmp1<sup>-/-</sup>;Fgf23<sup>+/+</sup>;Dmp1-cre<sup>+</sup>* (*Dmp1<sup>KO</sup>*, n=7) mice that expressed the Dmp1-cre recombinase and were homozygous for the wild-type Fgf23 allele. Values are expressed as mean ± SEM; p<0.05 vs. <sup>a</sup> WT. Statistical tests were performed using unpaired student's t-tests.

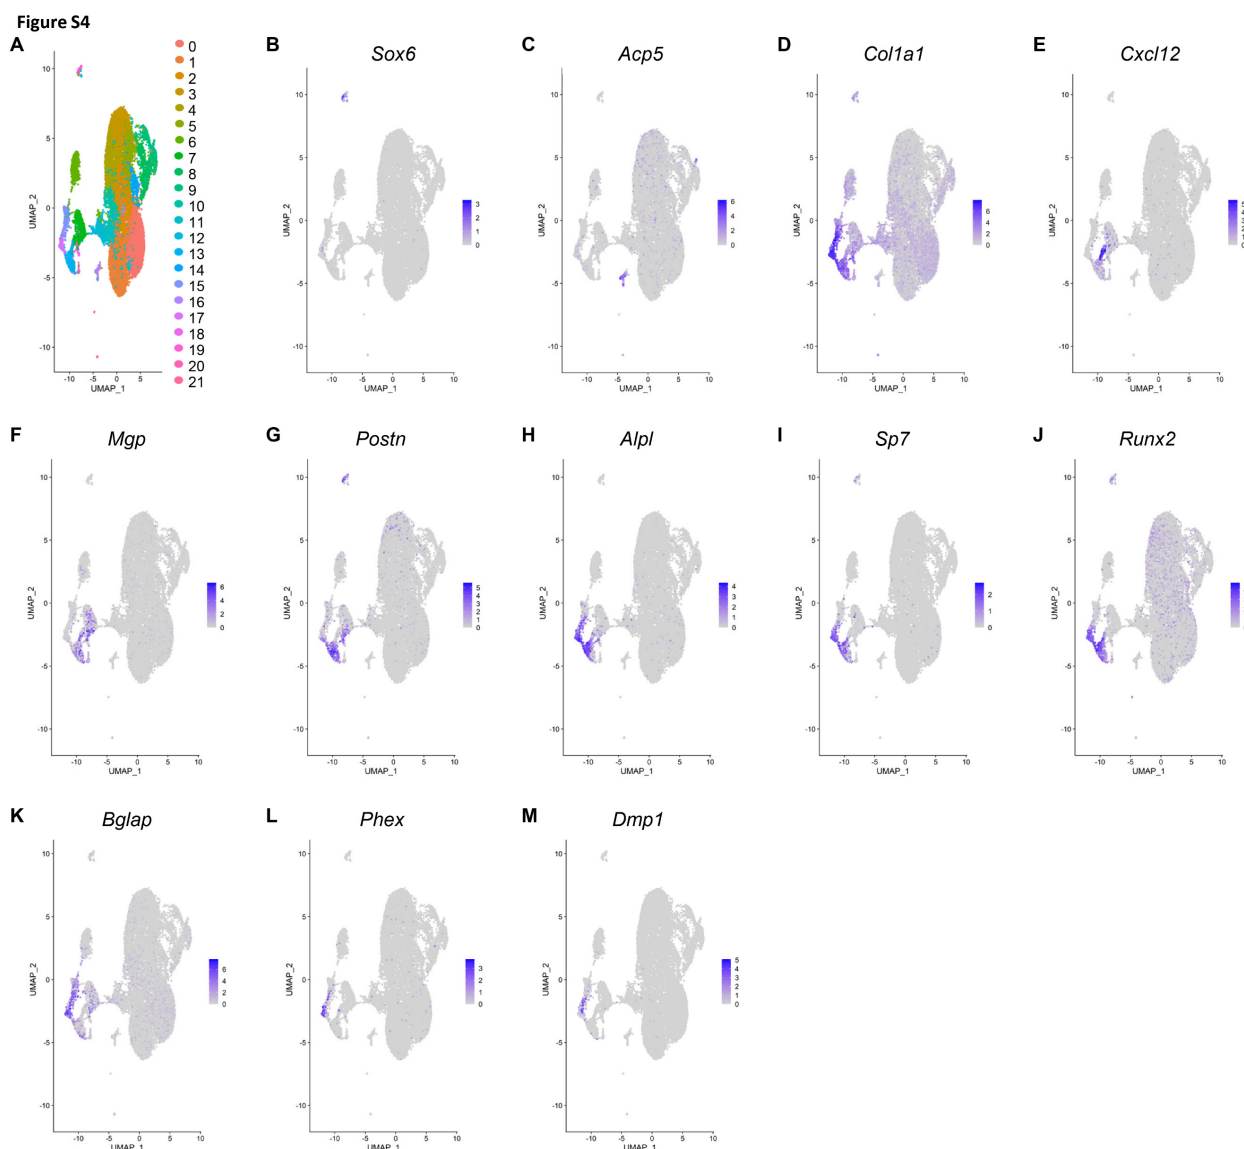

**Figure S4: Expression of osteoblast differentiation markers at the single cell level.** Single cell RNA sequencing analysis was performed on bone marrow stromal cells isolated from 12-week-old WT (n=3), *Fgf23<sup>Dmp1-cKO</sup>* (n=3), *Dmp1<sup>KO</sup>* (n=3) and *Dmp1<sup>KO</sup>/Fgf23<sup>Dmp1-cKO</sup>* (n=3) mice and cultured for 21 days in osteoblast differentiation medium containing 10 mM of beta-glycerophosphate. (A) Uniform manifold approximation and projection (UMAP) plot shows 21 different cell clusters. (B-M) Feature plots representing the distribution of the expression of osteoblast specific markers in all clusters.

Figure S5

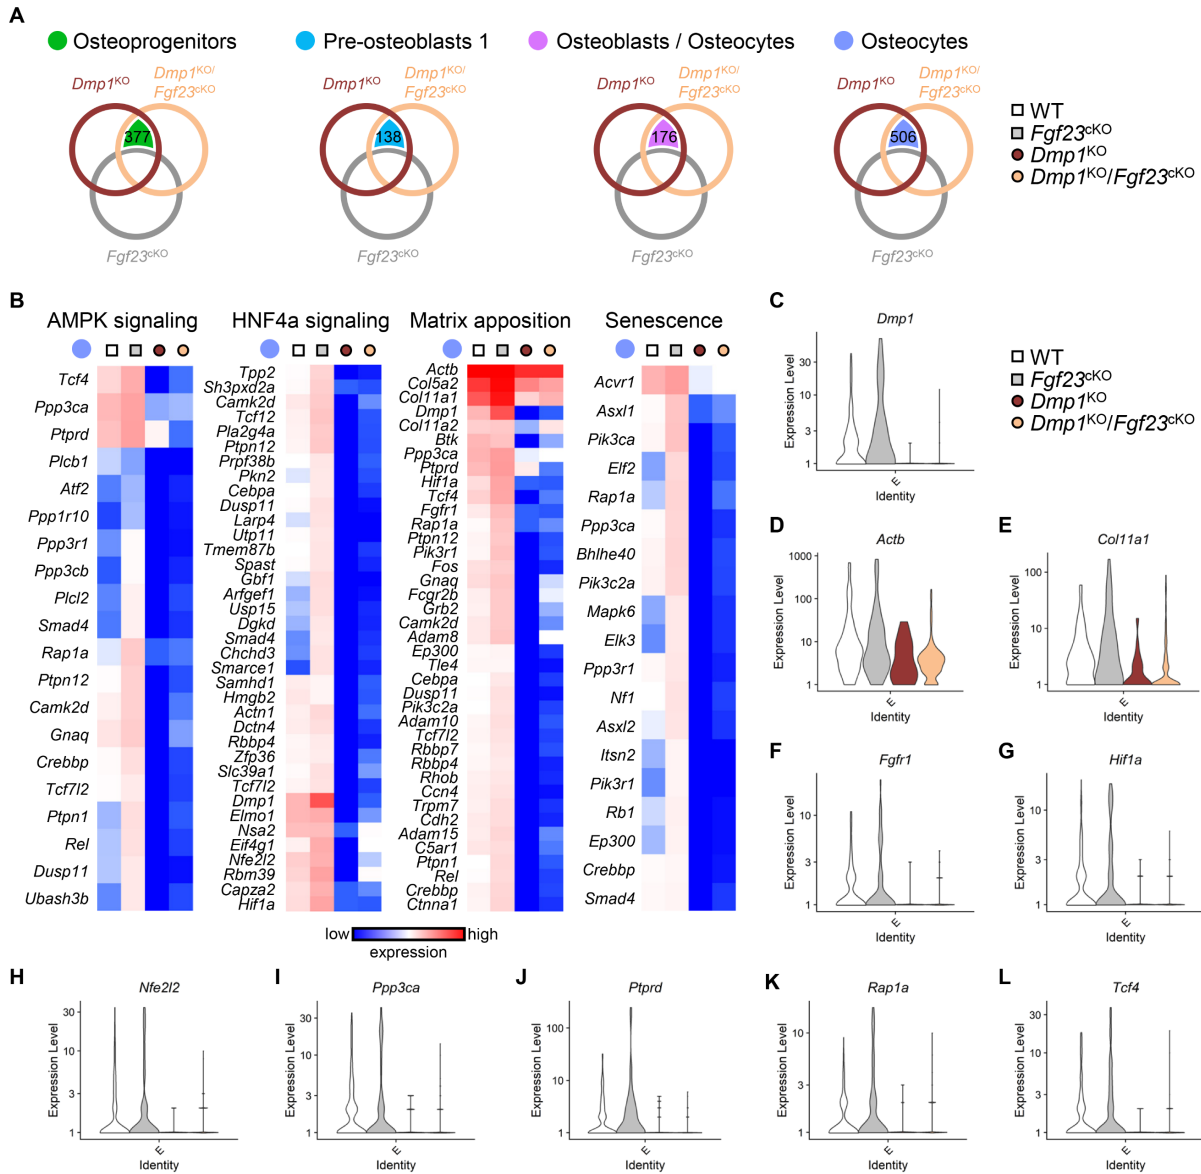

**Figure S5: DMP1 deficiency impairs mineralization via inhibition of the AMPK and HNF4 $\alpha$  signaling pathways in osteocytes.** Single cell RNA sequencing analysis was performed on bone marrow stromal cells isolated from 12-week-old WT (n=3), *Fgf23<sup>Dmp1-cKO</sup>* (n=3), *Dmp1<sup>KO</sup>* (n=3) and *Dmp1<sup>KO</sup>/Fgf23<sup>Dmp1-cKO</sup>* (n=3) mice and cultured for 21 days in osteoblast differentiation medium containing 10 mM of beta-glycerolphosphate. (A) Venn diagram identifies genes showing altered expression in *Dmp1<sup>KO</sup>* and in *Dmp1<sup>KO</sup>/Fgf23<sup>cKO</sup>* osteoblasts (colored area) in each cluster of differentiation. (B) Heatmaps represent the expression of genes identified in (A) in the osteocytes cluster (lavender dot) and used in Ingenuity Pathway Analysis (IPA) to define the most represented canonical pathways regulated by DMP1. (C-L) Violin plots showing the expression of representative target genes in *Dmp1<sup>KO</sup>* and *Dmp1<sup>KO</sup>/Fgf23<sup>cKO</sup>* osteocytes. Statistical tests were performed using Mann-Whitney's U test and corrected by the False Discovery Rate (p<0.1).

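Of the 10 genes in these violin plots, all were tested in osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO compared with WT, with sums of counts per culture in place of single cells. *Dmp1* and *Actb* passed an edgeR adjusted p of 0.1, both over all genes tested and adjusted over the list alone. *Actb* had a log2 fold change of -0.52 (adjusted p = 0.0745). The changes of *Col11a1* (0.39), *Fgfr1* (0.01), *Hif1a* (-0.36), *Nfe2l2* (-0.33), *Ppp3ca* (-0.26), *Ptprd* (0.12), *Rap1a* (0.24) and *Tcf4* (-0.29) did not pass, with edgeR adjusted p of at least 0.251. The *Dmp1* KO osteoblast/osteocyte-like cells numbered 6 in the tagged cultures and could not be compared in this way.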

## SUPPLEMENTAL TABLES

**Table S1:** 3D microtomography analysis of cortical bone moments of inertia from 12-week-old WT, *Fgf23<sup>ckO</sup>*, *Dmpl<sup>KO</sup>* and *Dmpl<sup>KO</sup>/Fgf23<sup>ckO</sup>* mice.

|                              | WT          | <i>Fgf23<sup>ckO</sup></i> | <i>Dmpl<sup>KO</sup></i>  | <i>Dmpl<sup>KO</sup>/Fgf23<sup>ckO</sup></i> |
|------------------------------|-------------|----------------------------|---------------------------|----------------------------------------------|
| <b>pMOI (mm<sup>4</sup>)</b> | 0.40 ± 0.02 | 0.53 ± 0.03 <sup>a</sup>   | 0.20 ± 0.04 <sup>ab</sup> | 0.48 ± 0.03 <sup>c</sup>                     |
| <b>Imin (mm<sup>4</sup>)</b> | 0.13 ± 0.01 | 0.17 ± 0.01                | 0.06 ± 0.01 <sup>ab</sup> | 0.15 ± 0.01 <sup>c</sup>                     |
| <b>Imax (mm<sup>4</sup>)</b> | 0.27 ± 0.01 | 0.36 ± 0.02 <sup>a</sup>   | 0.14 ± 0.03 <sup>ab</sup> | 0.32 ± 0.02 <sup>c</sup>                     |

Values are represented as mean ± SEM; n=5 (WT, *Fgf23<sup>ckO</sup>*, *Dmpl<sup>KO</sup>/Fgf23<sup>ckO</sup>*); n=6 (*Dmpl<sup>KO</sup>*);

Corrected p<0.05 vs. <sup>a</sup> WT, <sup>b</sup> *Fgf23<sup>ckO</sup>*, <sup>c</sup> *Dmpl<sup>KO</sup>*. Statistical tests were performed using ANOVA test followed by post-hoc t-tests and multiple testing correction using Holm-Bonferroni method.

*Abbreviations: pMOI: polar moment of inertia; Imin: minimum moment of inertia; Imax: maximum moment of inertia.*

**Table S2:** Biochemistry analysis of phosphate metabolism markers in 12-week-old WT and *Dmp1*<sup>KO</sup> mice harboring the expression of the Cre recombinase under the control of *Dmp1* promoter.

|                             | <i>Dmp1</i> <sup>+/+</sup> ; <i>Fgf23</i> <sup>+/+</sup> ; <i>Dmp1</i> <sup>cre+</sup> | <i>Dmp1</i> <sup>-/-</sup> ; <i>Fgf23</i> <sup>+/+</sup> ; <i>Dmp1</i> <sup>cre+</sup> |
|-----------------------------|----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|
| <b>Serum cFGF23 (pg/mL)</b> | 354.1 ± 20.2                                                                           | 3396.5 ± 372.5 <sup>a</sup>                                                            |
| <b>Serum iFGF23 (pg/mL)</b> | 190.3 ± 11.5                                                                           | 3024.4 ± 206.5 <sup>a</sup>                                                            |
| <b>Serum PTH (pg/mL)</b>    | 257.1 ± 29.6                                                                           | 948.3 ± 146.3 <sup>a</sup>                                                             |
| <b>Serum Pi (mg/dL)</b>     | 7.9 ± 0.3                                                                              | 5.5 ± 0.4 <sup>a</sup>                                                                 |
| <b>FePi (%)</b>             | 2.8 ± 0.6                                                                              | 4.8 ± 0.3 <sup>a</sup>                                                                 |

Values are represented as mean ± SEM; n≥4; <sup>a</sup> p<0.05 vs. *Dmp1*<sup>+/+</sup>;*Fgf23*<sup>+/+</sup>;*Dmp1*<sup>cre+</sup>. Statistical tests were performed using unpaired student's t tests.

**Table S3:** 3D microtomography parameters of trabecular and cortical bone microarchitecture in 12-week-old WT and *Dmp1*<sup>KO</sup> mice harboring the expression of the Cre recombinase under the control of *Dmp1* promoter.

|                                    | <i>Dmp1</i> <sup>+/+</sup> ; <i>Fgf23</i> <sup>+/+</sup> ; <i>Dmp1</i> <sup>cre+</sup> | <i>Dmp1</i> <sup>-/-</sup> ; <i>Fgf23</i> <sup>+/+</sup> ; <i>Dmp1</i> <sup>cre+</sup> |
|------------------------------------|----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|
| <i>Trabecular bone</i>             |                                                                                        |                                                                                        |
| <b>BV/TV (%)</b>                   | 15.3 ± 1.6                                                                             | 1.8 ± 0.4 <sup>a</sup>                                                                 |
| <b>Tb.N (mm<sup>-1</sup>)</b>      | 5.0 ± 0.2                                                                              | 1.7 ± 0.2 <sup>a</sup>                                                                 |
| <b>Tb.Th (μm)</b>                  | 43.7 ± 0.7                                                                             | 62.9 ± 6.9 <sup>a</sup>                                                                |
| <b>Tb.Sp (μm)</b>                  | 185.7 ± 6.9                                                                            | 639.4 ± 41.0 <sup>a</sup>                                                              |
| <b>Conn.Dens (mm<sup>-3</sup>)</b> | 215.2 ± 25.2                                                                           | 7.4 ± 2.4 <sup>a</sup>                                                                 |
| <b>SMI</b>                         | 1.8 ± 0.2                                                                              | 2.7 ± 0.2 <sup>a</sup>                                                                 |
| <i>Cortical bone</i>               |                                                                                        |                                                                                        |
| <b>Mat BMD (mg/cm<sup>3</sup>)</b> | 1135.4 ± 11.4                                                                          | 1044.5 ± 5.7 <sup>a</sup>                                                              |
| <b>Ma.Ar (mm<sup>2</sup>)</b>      | 2.2 ± 0.1                                                                              | 3.8 ± 0.3 <sup>a</sup>                                                                 |
| <b>CSA (mm<sup>2</sup>)</b>        | 3.0 ± 0.2                                                                              | 4.1 ± 0.4 <sup>a</sup>                                                                 |
| <b>Ct.Ar (mm<sup>2</sup>)</b>      | 0.76 ± 0.04                                                                            | 0.25 ± 0.06 <sup>a</sup>                                                               |
| <b>Ct.Ar/CSA (%)</b>               | 25.9 ± 1.4                                                                             | 5.8 ± 0.9 <sup>a</sup>                                                                 |
| <b>Ct.Th (μm)</b>                  | 152.7 ± 4.4                                                                            | 47.8 ± 3.8 <sup>a</sup>                                                                |
| <b>Ct.Po (%)</b>                   | 8.2 ± 0.5                                                                              | 73.2 ± 2.6 <sup>a</sup>                                                                |

Values are represented as mean ± SEM; n=5 (*Dmp1*<sup>+/+</sup>;*Fgf23*<sup>+/+</sup>;*Dmp1*<sup>cre+</sup>); n=6 (*Dmp1*<sup>-/-</sup>;*Fgf23*<sup>+/+</sup>;*Dmp1*<sup>cre+</sup>); <sup>a</sup> p<0.05 vs. *Dmp1*<sup>+/+</sup>;*Fgf23*<sup>+/+</sup>;*Dmp1*<sup>cre+</sup>. Statistical tests were performed using unpaired student's t tests.

*Abbreviations: BV/TV: bone volume to tissue volume ratio; Tb.: trabecular; N: number; Th: thickness; Sp: separation; Conn.Dens: connectivity density; SMI: structure model index; Mat BMD: material bone mineral density; Ma.Ar: marrow area; CSA: cross sectional area; Ct: cortical; Po: porosity.*

**Table S4:** 2D histomorphometry analysis of trabecular bone resorption in distal femur secondary spongiosa from 12-week-old WT, *Fgf23<sup>ckO</sup>*, *Dmp1<sup>KO</sup>* and *Dmp1<sup>KO</sup>/Fgf23<sup>ckO</sup>* mice.

|                                    | WT           | <i>Fgf23<sup>ckO</sup></i> | <i>Dmp1<sup>KO</sup></i>  | <i>Dmp1<sup>KO</sup>/Fgf23<sup>ckO</sup></i> |
|------------------------------------|--------------|----------------------------|---------------------------|----------------------------------------------|
| <b>N.Oc/B.Ar (mm<sup>-2</sup>)</b> | 505.5 ± 37.0 | 324.3 ± 34.8 <sup>a</sup>  | 45.5 ± 24.6 <sup>ab</sup> | 112.9 ± 21.4 <sup>ab</sup>                   |
| <b>N.Oc/B.Pm (mm<sup>-1</sup>)</b> | 7.6 ± 0.4    | 4.8 ± 0.5 <sup>a</sup>     | 1.4 ± 0.8 <sup>ab</sup>   | 2.9 ± 0.4 <sup>ab</sup>                      |
| <b>Oc.S/BS (%)</b>                 | 16.0 ± 2.1   | 12.2 ± 1.3                 | 5.0 ± 2.8                 | 8.7 ± 1.5                                    |

Values are represented as mean ± SEM; n=4 (WT, *Fgf23<sup>ckO</sup>*, *Dmp1<sup>KO</sup>/Fgf23<sup>ckO</sup>*); n=3 (*Dmp1<sup>KO</sup>*); p<0.05 vs. <sup>a</sup> WT, <sup>b</sup> *Fgf23<sup>ckO</sup>*. Statistical tests were performed using ANOVA test followed by post-hoc t-tests and multiple testing correction using Holm-Bonferroni method.

*Abbreviations: N.Oc: number of osteoclasts; B.Ar: bone area; B.Pm: bone perimeter; Oc.S: osteoclast surface; BS: bone surface.*

How the deposited data were processed for this re-analysis (not part of the article)

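Single-cell RNA-Seq was measured in bone marrow stromal cell cultures of WT, *Fgf23* cKO, *Dmp1* KO and *Dmp1* KO *Fgf23* cKO mice at day 21 in 10 mM bGP. The authors made the deposited counts with Cell Ranger 7.0.1, in 2 passes with demultiplexing of the culture tags in between, and removed multiplets by tag. The deposited values are counts of UMIs per gene and cell barcode without normalization, for 32285 genes, and the counts of 12 tags, which were kept out of the gene totals. The genome build is not given in the sources used here. Gene positions are those of the GENCODE M21 annotation (GRCm38), in which 32235 of the 32285 gene identifiers were found, and this may not be the authors' build. Of 16 samples with 19728 barcodes, 15 samples with 17793 cells were analysed. The counts of the first *Dmp1* KO culture were not used here. The samples numbered 4 were read as the untagged cells that the paper's methods describe as a further replicate. They share their pool with the tagged cultures, so they entered the clustering and the counts of UMIs per genotype but not the tests. Bulk RNA-Seq was not analysed here.

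Cells were clustered in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2, with the mitochondrial percentage regressed out, 3000 variable genes, 30 principal components and Louvain clustering at resolution 0.8. The paper's text names no filter on cells, and none was used in the reported values. A filter of at least 500 genes and under 20% mitochondrial UMIs, which keeps 5100.0 WT, 2367 *Fgf23* cKO, 6032 *Dmp1* KO and 2348 *Dmp1* KO *Fgf23* cKO cells, was an alternative. In tagged cultures, 3.42 to 7.28% of WT, 16.3 to 16.6% of *Fgf23* cKO, 3.40 to 5.94% of *Dmp1* KO and 12.2 to 14.5% of *Dmp1* KO *Fgf23* cKO cells lay above the mitochondrial limit. The doublet caller Scrublet marked none of the cells and so did not work on these data, from which the authors had removed multiplets between cultures by tag. Multiplets within a culture carry a single tag and remain. A cluster was named "X-like" from 20 lists of marker genes when at least 3 markers of the list were detected and its leading genes did not go against the name. Assignments by scMCA, pathway analysis by IPA, StrandNGS and Monocle 3, which the paper used, were not run here, and a difference from the paper may come from the rebuilt names.

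Cells per cluster were compared between genotypes with edgeR 4.0.16 (quasi-likelihood test, all cells of a culture as the library size, clusters with at least 5 cells), and shares with an exact two-sided permutation test as an alternative. For gene expression, raw counts were summed per tagged culture and class over at least 10 cells, genotypes with at least 2 sums were fitted together in edgeR with TMM factors and its filter on low counts, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.1, for 4 comparisons. Macrophage-like cells were compared without 3 clusters grouped by macrophage markers whose leading genes include a marker of another list, a choice made after seeing the data. Gene sets were tested with camera and fry in limma 3.58.1. The 6 lists were genes that respond to FGFR/ERK signaling, osteoblast, macrophage, dissociation stress, adipocyte and oxidative phosphorylation genes. Diffusion pseudotime was computed with scanpy 1.11.5 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Intervals of shares are exact Clopper-Pearson 95% intervals, and where a count was 0, 3 counts of the total give the upper limit. Both cover counting error only.

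The genes named in the text were chosen by a rule: the genes that the paper's text and Supplemental Figures 4 and 5 name for the single-cell data, *Bglap2*, the FGF receptors and *Kl*, genes of the X and Y chromosomes and *Nnt* as checks of sex and strain, genes next to *Dmp1*, and per class the 10 genes with the largest log2 fold change past the threshold in *Dmp1* KO compared with WT whose cultures do not overlap. The rule, the lists, the tests and the alternatives were chosen before the data were examined, except where stated otherwise. Alternatives were the inclusion of untagged samples, each culture left out in turn, the replicate number as a block, RLE factors, no filter on low counts, DESeq2 1.42.0, sums of at least 3 or at least 20 cells, an adjusted p under 0.05, the filter on cells, resolutions 0.4 and 1.2, log-normalized clustering, cells thinned to 1300 UMIs with classes kept from the clustering at full depth, lineage cells as the denominator, pooled shares, other rules for genes altered in 1 genotype, and another root of pseudotime.

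The tests were checked on simulated counts. With 200.0 genes changed 4-fold in *Dmp1* KO compared with WT, in 10 draws from the means and library sizes of the cultures, 67.4% were recovered among the 5280.0 genes of osteoprogenitor-like cells and 92.8% among the 11633 genes of pre-osteoblast 1-like cells, and 8.97% and 8.91% of the calls were false. Both camera and fry found a list of 15 genes changed 2-fold in 10 of 10 draws, and camera called none of the unchanged lists. In 20 draws of the 22 clusters, all clusters raised 4-fold were recovered for *Dmp1* KO compared with WT, and 4.5% of unchanged clusters had a p under 0.05 in edgeR for *Fgf23* cKO compared with WT. These draws gave every cluster the same set spread between cultures and planted no decrease. They do not test the p values of a decrease or of clusters with a larger spread.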

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

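The tests of a difference between reactions, of doublets among pre-osteoblast 2-like cells and of the correlation of a low-UMI cluster with its whole reaction were chosen only after the results were seen, as were the measures compared for samples far from the others and the clusters that represent macrophage-like cells.

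The untagged samples differed from the tagged cultures of their genotype in several measures. Dixon's ratio was computed in 72 groups of 4 samples, for the share of each cluster and of the osteoblast lineage, the median UMIs per cell and the median mitochondrial percentage in WT, *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO. In 18 groups the farthest sample lay past the critical value of the ratio, where chance gives about 1 in 20, and in 12 of these it was the untagged sample. In 5 of the 18 the other 3 samples held no cell of the cluster, so that the ratio is 1 by construction however few cells the remaining sample holds. The untagged WT sample held 17.9% osteoblast/osteocyte-like cells and 2.16% of a cycling-like cluster, with a median of 2604 UMIs per cell and of 2.36% mitochondrial UMIs. That of *Fgf23* cKO held 8.99% osteoprogenitor-like cells and 7.77% of an unnamed cluster led by *Camk1d* and *Stab1*, and, with none in the tagged *Fgf23* cKO cultures, 4.42% pre-osteoblast 2-like cells (58 cells) and 3.125% of a macrophage-like cluster led by the interferon genes *Isg15* and *Cxcl10* (41 cells). That of *Dmp1* KO *Fgf23* cKO held 14.1% of the cluster led by *Camk1d* and 24.2% of a low-UMI cluster, with a median of 1219 UMIs per cell. Untagged WT osteoblast/osteocyte-like cells had 0.04 times the median UMIs of tagged ones (981.5 and 24537.5 UMIs), so that cells with small libraries falling among the untagged are a candidate explanation of the larger share. Untagged and tagged cells come from the same pools, so no biological explanation was tested.

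The low-UMI cluster of the untagged *Dmp1* KO *Fgf23* cKO sample (101 cells, median 718 UMIs) held *Bglap* and *Col1a1* together with macrophage transcripts. Across 2000 genes, which are not independent replicates, its profile correlated with that of the whole *Dmp1* KO *Fgf23* cKO reaction at 0.823, with cells of the 8 clusters grouped by macrophage markers at 0.705, with osteoprogenitor-like cells at 0.626 and with osteoblast/osteocyte-like cells at 0.475. Osteoblast genes made up 1.05% of its UMIs, 0.984% of those of the whole reaction and 0.191% of those of 104 other untagged barcodes under 2000 UMIs. For macrophage markers these shares were 5.29%, 3.31% and 2.30%. The osteoblast share was thus near that of the whole reaction, while the macrophage share lay above it. Free RNA in droplets without a cell stays a candidate explanation, but the macrophage share goes against free RNA in the proportions of the whole reaction. No biological explanation was tested.

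The pre-osteoblast 2-like cells came almost only from the untagged *Fgf23* cKO sample. Their median depth was 0.321 times that of the sample, which argues against doublets of a macrophage and an osteoblastic cell. A Y chromosome gene was detected in 48.3% of them and *Xist* in none, which argues against cells of a female animal. The same tag led in 87.9% of these cells, compared with 51.4% of the other untagged *Fgf23* cKO cells, but it made up a median of 51.7% of their tag counts, compared with 77.9%. An origin from a single culture cannot be told apart from an origin from several, because the tag counts of untagged cells do not assign them.

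Among tagged cultures, *Fgf23* cKO replicate 3 lay apart in 2 clusters grouped by macrophage markers (9.49% and 7.59% of its cells) and WT replicate 3 in a cluster led by mitochondrial genes (3.72%) and in a further unnamed cluster (2.37%). No technical or biological explanation was tested for these, and 4 samples per group limit what the ratio shows. The remaining groups with a ratio of 1 by construction rest on 4 cells of *Dmp1* KO *Fgf23* cKO replicate 2 in the cluster led by *Isg15* (0.450%), 1 of its cells in the T or NK cell-like cluster (0.113%) and 1 such cell of the untagged WT sample (0.154%), which do not show that these samples differ from the others.

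Deletion of *Fgf23* had different effects on the share of osteoblast/osteocyte-like cells on the 2 *Dmp1* backgrounds. The log2 ratio of *Dmp1* KO *Fgf23* cKO to *Dmp1* KO exceeded that of *Fgf23* cKO to WT by 4.69 (SE 0.896, edgeR adjusted p = 0.000307), with both *Dmp1* KO cultures below all others. With cells under 1300 UMIs left out, the difference was 4.47 (edgeR adjusted p = 0.00081). Classes were kept from the clustering at full depth, so this could not change which cells were called osteoblast/osteocyte-like. By median UMIs per tagged cell, *Dmp1* KO (21173) lay between WT (7194) and both *Fgf23* cKO (32509) and *Dmp1* KO *Fgf23* cKO (33199). Its share (0.108%) lay below theirs (2.14%, 1.62% and 2.22%). These values argue against a share that only rises or only falls with depth as the cause. For the osteoblast lineage, the difference was 1.24 (SE 0.517, edgeR adjusted p = 0.0573, with both *Dmp1* KO cultures below all *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO cultures), 0.95 without WT replicate 1 and 0.96 without *Dmp1* KO replicate 2 (edgeR adjusted p = 0.125 and 0.182). A dependence on *Fgf23* that is specific to *Dmp1* deletion stays open as a hypothesis. It cannot be told apart from a difference between the 10x reactions, since each genotype was run in a single reaction.

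Macrophage-like cells, which the paper does not analyse further, differed between genotypes in many of the genes tested. In *Dmp1* KO compared with WT, 7403 of 13136 genes passed an edgeR adjusted p of 0.1 (3908 higher, 3495 lower), in *Fgf23* cKO 6346 and in *Dmp1* KO *Fgf23* cKO 7641. Of the genes altered in *Dmp1* KO osteoprogenitor-like cells, 77.43% were also altered in the same direction in macrophage-like cells, and 65.6% of all tested genes had the same sign. With thinned cells, 74.2% of the nearest neighbours of a cell of the 8 clusters grouped by macrophage markers were still of its own genotype, which argues against depth as the whole cause of the separation by genotype. An effect of genotype on these cells and a difference between reactions that acts on all cells cannot be told apart, and the same holds for the part of the changes in osteoprogenitor-like cells that they share. Other splits of the same cultures into groups of 3 gave at most 2 genes, compared with 1132 genes for *Fgf23* cKO and 1255 for *Dmp1* KO *Fgf23* cKO against WT in osteoprogenitor-like and 845 and 1515 in pre-osteoblast 1-like cells, fitted with these cultures alone. The real split gave the largest number in 1 of 10 splits each time. With 10 splits no result could reach a share of 0.05, so the share itself decides nothing. The gap to at most 2 genes in the other splits argues against chance in these comparisons. It does not separate genotype from reaction.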

How the results depend on the processing

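The clustering without the genes that the paper names, the lineage with an added low-UMI cluster, pooled shares with untagged cells, all samples with sums of at least 3 cells, the macrophage-like class with the 3 clusters added and camera with an estimated correlation were chosen only after the results were seen. All other alternatives were planned. For 135 results, 2353 values under alternatives were computed. Of these, 1747 kept the direction and the side of the threshold or stayed within the limits set for values without a test, 105 kept the direction but no longer passed, 38 came to pass, 428 moved further and 35 reversed. Where not stated otherwise, the cause was not tested. In what follows, ratios and fold changes are on the log2 scale, and the number of genes altered only in *Dmp1* KO, or in both *Dmp1* KO and *Dmp1* KO *Fgf23* cKO but not *Fgf23* cKO, is given as "only" or "both".

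The decrease of osteoblast/osteocyte-like cells in *Dmp1* KO compared with WT and compared with *Dmp1* KO *Fgf23* cKO passed edgeR's threshold under every alternative run, apart from the exact permutation test, whose smallest p is 0.2. Its difference in points was -2.03 for *Dmp1* KO to WT and 2.11 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO. By this test osteoprogenitor-like shares (2.06 points for *Fgf23* cKO to WT, 4.12 for *Dmp1* KO *Fgf23* cKO to WT and 4.01 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO), pre-osteoblast 1-like shares (1.37 for *Dmp1* KO *Fgf23* cKO to WT and 2.06 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO) and lineage shares (-2.74 for *Dmp1* KO to WT, 5.40 for *Dmp1* KO *Fgf23* cKO to WT and 8.14 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO) also did not pass. For the lineage share of *Dmp1* KO to WT (exact permutation p = 0.4) and the pre-osteoblast 1-like share of *Dmp1* KO *Fgf23* cKO to WT (exact permutation p = 0.2), the cultures overlap. In the other comparisons p was the smallest that the number of cultures allows, 0.1 or 0.2.

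With untagged samples as replicates, the share ratios of osteoprogenitor-like cells were 0.73 for *Fgf23* cKO and 1.18 for *Dmp1* KO *Fgf23* cKO to WT and -0.22 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, of pre-osteoblast 1-like cells 0.28 for *Dmp1* KO *Fgf23* cKO to WT and 0.73 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, and of osteoblast/osteocyte-like cells -0.83 for *Dmp1* KO *Fgf23* cKO to WT. Lineage ratios were -0.13 for *Dmp1* KO, -0.0421 for *Fgf23* cKO and 0.21 for *Dmp1* KO *Fgf23* cKO to WT and 0.33 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, and the differences between the effects of *Fgf23* deletion -0.95 for osteoprogenitor-like and 0.38 for lineage cells. More genes passed, with 392 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO and 52 only in osteoprogenitor-like cells, and 2254 in *Dmp1* KO, 2240.0 in *Fgf23* cKO, 753 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, 231 only and 101 both in pre-osteoblast 1-like cells. Genes with a difference between the effects of *Fgf23* deletion rose from 171 to 460.0 in osteoprogenitor-like and from 699 to 1767 in pre-osteoblast 1-like cells. For the FGFR/ERK list, camera's adjusted p was 0.191 in *Dmp1* KO *Fgf23* cKO osteoprogenitor-like and 0.117 in *Dmp1* KO pre-osteoblast 1-like cells. For the osteoblast list, it was 0.0825 in *Dmp1* KO and 0.444 in *Dmp1* KO *Fgf23* cKO osteoprogenitor-like cells and 0.0212 in *Dmp1* KO and 0.168 in *Fgf23* cKO pre-osteoblast 1-like cells, all compared with WT.

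With lineage cells as the denominator, the osteoprogenitor-like ratio was 0.86 for *Dmp1* KO to WT and -0.18 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO. The pre-osteoblast 1-like ratio was 0.27 for *Dmp1* KO and -0.11 for *Dmp1* KO *Fgf23* cKO to WT and -0.38 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, and the osteoblast/osteocyte-like ratio -0.89 for *Fgf23* cKO and -0.78 for *Dmp1* KO *Fgf23* cKO to WT. The change of denominator itself lowers ratios where the whole lineage was larger. With the filter on cells, the osteoblast/osteocyte-like ratio of *Fgf23* cKO to WT was 0.0118 and the lineage ratio 0.66.

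At resolution 0.4, the osteoprogenitor-like ratio of *Dmp1* KO to WT was -0.000603. In these cells 926 genes were altered in *Dmp1* KO and 37 in both, *Bglap* changed by 0.0712 in *Dmp1* KO and *Fgfr1* by -0.10 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO. At resolution 1.2, the same ratio was -0.27 and the pre-osteoblast 1-like ratio of *Fgf23* cKO to WT 0.87. In osteoprogenitor-like cells 1198 genes were altered in *Dmp1* KO, 723 in *Fgf23* cKO, 861 in *Dmp1* KO *Fgf23* cKO, 211 only and 34 both, and in pre-osteoblast 1-like cells 36 both. *Bglap* changed by 0.55, *Bglap2* by 0.14 and *Lpl* by 0.31 in *Dmp1* KO, and *Cat* by -0.30 and *Lpl* by 0.73 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO. With log-normalized clustering, the pre-osteoblast 1-like ratio of *Dmp1* KO *Fgf23* cKO to WT was 0.53, and 303 genes were altered in *Fgf23* cKO, 696 in *Dmp1* KO *Fgf23* cKO, 43 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO and 29 both in osteoprogenitor-like cells and 117 both in pre-osteoblast 1-like cells. *Lpl* changed by 0.58 in *Dmp1* KO. Without the genes that the paper names, the pre-osteoblast 1-like ratio of *Dmp1* KO *Fgf23* cKO to WT was 0.69, 203 genes differed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO osteoprogenitor-like cells, and *Cat* changed by -0.14 between them.

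With thinned cells, which kept their class and of which those under 1300 UMIs were left out, the pre-osteoblast 1-like ratio of *Dmp1* KO *Fgf23* cKO to WT was 0.71. Fewer genes could be tested, 803 in osteoprogenitor-like, 858 in pre-osteoblast 1-like and 628 in osteoblast/osteocyte-like cells, and fewer passed. In osteoprogenitor-like cells, 172 genes were altered in *Dmp1* KO, 189 in *Fgf23* cKO, 265 in *Dmp1* KO *Fgf23* cKO, 15 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, 14 only and 12 both, and in pre-osteoblast 1-like cells 83, 71, 93, 5, 15 and 7 in the same order. In osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO it was 74. In macrophage-like cells 2971 were altered in *Dmp1* KO, 1629 in *Fgf23* cKO, 2588 in *Dmp1* KO *Fgf23* cKO and 1238 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO. The difference between the effects of *Fgf23* deletion passed in 108 osteoprogenitor-like and 18 pre-osteoblast 1-like genes.

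A threshold of 0.05 is stricter, and 324, 844, 919 and 54 genes passed in osteoprogenitor-like cells (*Dmp1* KO, *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO compared with WT, and *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO), 844, 785, 1088 and 27 in pre-osteoblast 1-like cells and 565 in osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO. Only in *Dmp1* KO were 5 and 37, and both 0 (in edgeR, where 1165 genes had an unadjusted p under 0.05 in *Dmp1* KO) and 25. Without a filter on low counts, 308 genes differed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO and 41 were altered only in *Dmp1* KO in osteoprogenitor-like cells, and 935, 180.0 only and 103 both in pre-osteoblast 1-like cells. In osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO 1470.0 passed, and the effects of *Fgf23* deletion differed in 366 osteoprogenitor-like and 1406 pre-osteoblast 1-like genes. DESeq2 gave 323 genes between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO in pre-osteoblast 1-like cells and 590.0 in osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO, sums of at least 20 cells 380.0 in the former, and RLE factors 84 osteoprogenitor-like genes with a difference between the effects. Taking an adjusted p as the rule for genes not altered, 62 and 370.0 genes were altered only in *Dmp1* KO and 59 and 229 both, in osteoprogenitor-like and pre-osteoblast 1-like cells. Requiring that *Dmp1* KO *Fgf23* cKO also differ from *Dmp1* KO left 5 and 27 only. With the 3 clusters that were left out of the macrophage-like cells added, 9075 genes differed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, compared with 5052.

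By fry, adjusted p for the FGFR/ERK list was 0.126 in *Fgf23* cKO and 0.157 in *Dmp1* KO *Fgf23* cKO osteoprogenitor-like cells, and 0.127 in *Dmp1* KO, 0.988 in *Dmp1* KO *Fgf23* cKO with the opposite sign and 0.127 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO in pre-osteoblast 1-like cells. For the osteoblast list it was 0.104 in *Dmp1* KO *Fgf23* cKO osteoprogenitor-like cells and 0.322 in *Fgf23* cKO and 0.127 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO in pre-osteoblast 1-like cells. Camera with an estimated correlation gave 0.526 for each osteoprogenitor-like call, and 0.595 and 0.397 for the FGFR/ERK and 0.726 and 0.595 for the osteoblast list in pre-osteoblast 1-like cells. With the root of pseudotime at the farthest cell, the difference from WT was 0.0280 in *Fgf23* cKO and 0.0513 in *Dmp1* KO *Fgf23* cKO.

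Cultures share replicate numbers between genotypes. Their deviations from the group means did not go together by number, with a median correlation of -0.0195 over 15 pairs in osteoprogenitor-like, -0.0117 in pre-osteoblast 1-like and -0.00662 in macrophage-like cells, over 0.1 in 1, 0 and 0 pairs, so the cultures share only a number. With the replicate number as a block, the lineage ratio of *Dmp1* KO to WT was -0.69 (adjusted p = 0.100 in edgeR, both *Dmp1* KO cultures below all *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO cultures). In osteoprogenitor-like cells 298 genes were altered in *Dmp1* KO, 52 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, 9 only and 4 both, in pre-osteoblast 1-like cells 48 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, 68 only and 38 both, and the effects of *Fgf23* deletion differed in 5 and 399 genes. In *Dmp1* KO compared with WT, *Bglap* changed by 0.13 and *Lpl* by 0.31. The block uses degrees of freedom that these few cultures hardly spare.

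With each culture left out in turn, share ratios in osteoprogenitor-like cells ranged from -0.28 to 0.40 for *Dmp1* KO to WT, in pre-osteoblast 1-like cells from -0.91 to -0.0881 for *Dmp1* KO, 0.20 to 1.03 for *Fgf23* cKO and 0.40 to 1.22 for *Dmp1* KO *Fgf23* cKO to WT and 1.12 to 1.52 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, in osteoblast/osteocyte-like cells from -5.52 to -3.47 for *Dmp1* KO to WT, 3.57 to 5.62 for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO, -1.04 to 0.0319 for *Fgf23* cKO and -0.30 to 0.31 for *Dmp1* KO *Fgf23* cKO to WT, and in the lineage from -1.13 to -0.50 for *Dmp1* KO and 0.59 to 1.19 for *Dmp1* KO *Fgf23* cKO to WT. The osteoprogenitor-like ratio of *Dmp1* KO reversed without WT replicate 2 (-0.11) or *Dmp1* KO replicate 3 (-0.28), the osteoblast/osteocyte-like ratio of *Fgf23* cKO without *Fgf23* cKO replicate 3 (0.0319), and that of *Dmp1* KO *Fgf23* cKO without WT replicate 2 (-0.21) or *Dmp1* KO *Fgf23* cKO replicate 2 (-0.30). The pre-osteoblast 1-like ratio to WT came to pass for *Dmp1* KO without WT replicate 2 (-0.91) and for *Fgf23* cKO without WT replicate 1 (1.03). For *Dmp1* KO *Fgf23* cKO it no longer passed without WT replicate 2 (0.40), *Fgf23* cKO replicate 1 (0.774), *Dmp1* KO replicate 2 (0.773) or 3 (0.773), or *Dmp1* KO *Fgf23* cKO replicate 1 (0.886), 2 (0.774) or 3 (0.662), and for *Dmp1* KO *Fgf23* cKO to *Dmp1* KO without *Dmp1* KO replicate 2 (1.12). The lineage ratio no longer passed for *Dmp1* KO without WT replicate 1 (-0.50) or *Dmp1* KO replicate 2 (-0.52), and for *Dmp1* KO *Fgf23* cKO without WT replicate 2 (0.59).

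The difference between the effects of *Fgf23* deletion ranged from 0.28 to 1.11 in pre-osteoblast 1-like cells, where it came to pass without WT replicate 2 (1.105), and from 0.95 to 1.58 in lineage cells, where it no longer passed without WT replicate 1 (0.947) or *Dmp1* KO replicate 2 (0.963). Pseudotime of *Fgf23* cKO differed from WT by -0.174 to 0.0359, the latter without *Fgf23* cKO replicate 3. The fold change in *Dmp1* KO ranged from -0.95 to 0.55 for *Bglap*, -1.44 to 0.0237 for *Bglap2* and -1.21 to 0.50 for *Lpl*, each highest and of opposite sign without WT replicate 1.

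The number of genes altered in osteoprogenitor-like cells ranged from 141 to 662 in *Dmp1* KO, with 349 without WT replicate 2, 325 without WT replicate 3, 239 without *Dmp1* KO replicate 2 and 141 without *Dmp1* KO replicate 3. It ranged from 605 to 1636 in *Fgf23* cKO, with 605, 938 and 951 without WT replicate 2, WT replicate 3 and *Fgf23* cKO replicate 1, and from 764 to 2068 in *Dmp1* KO *Fgf23* cKO, with 843, 764 and 871 without WT replicate 2, *Dmp1* KO *Fgf23* cKO replicate 2 and *Dmp1* KO *Fgf23* cKO replicate 3. Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO it ranged from 8 to 321, with 33 and 8 without *Dmp1* KO replicates 2 and 3 and 321, 43 and 27 without *Dmp1* KO *Fgf23* cKO replicates 1, 2 and 3. Only in *Dmp1* KO were 0 to 37, with 11 without WT replicate 3, 9 and 0 without *Dmp1* KO replicates 2 and 3 and 37 without *Dmp1* KO *Fgf23* cKO replicate 1 (edgeR, where 607 passed in *Dmp1* KO with all cultures and 141 without *Dmp1* KO replicate 3). Both were 1 to 40.0, with 10.0 and 4 without WT replicates 2 and 3, 40.0, 34 and 29 without *Fgf23* cKO replicates 1, 2 and 3, 3 and 1 without *Dmp1* KO replicates 2 and 3, and 12 and 6 without *Dmp1* KO *Fgf23* cKO replicates 2 and 3.

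The number in pre-osteoblast 1-like cells ranged from 367 to 1402 in *Dmp1* KO, with 367 and 448 without *Dmp1* KO replicates 2 and 3, from 877 to 1333 in *Fgf23* cKO and 1092 to 1775 in *Dmp1* KO *Fgf23* cKO, both lowest without WT replicate 1, and from 3 to 215 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, with 3 and 9 without *Dmp1* KO replicates 2 and 3 and 55, 34 and 17 without *Dmp1* KO *Fgf23* cKO replicates 1, 2 and 3. Only in *Dmp1* KO were 9 to 137, with 55 without WT replicate 1 and 9 and 38 without *Dmp1* KO replicates 2 and 3. Both were 11 to 102, with 32 and 43 without WT replicates 1 and 2, 102 without *Fgf23* cKO replicate 2, 11 and 18 without *Dmp1* KO replicates 2 and 3, and 35 and 37 without *Dmp1* KO *Fgf23* cKO replicates 1 and 3. In osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO it was 535 to 976, with 569 without WT replicate 3 and 535 without *Dmp1* KO *Fgf23* cKO replicate 1, and in macrophage-like cells between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO 3282 (without *Dmp1* KO replicate 2) to 5535. The number of genes with a difference between the effects of *Fgf23* deletion ranged from 2 to 370.0 in osteoprogenitor-like cells, with 61, 66 and 3 without WT replicates 1, 2 and 3, 2 and 10.0 without *Fgf23* cKO replicates 2 and 3, 14 and 2 without *Dmp1* KO replicates 2 and 3, and 76, 370.0 and 2 without *Dmp1* KO *Fgf23* cKO replicates 1, 2 and 3. In pre-osteoblast 1-like cells it ranged from 162 to 736, with 162 and 209 without *Dmp1* KO replicates 2 and 3 and 462 without *Dmp1* KO *Fgf23* cKO replicate 3. Leaving out a *Dmp1* KO culture leaves 1, and part of the fall is due to fewer samples.

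Depth limits what can be seen. Osteoblast/osteocyte-like cells of *Dmp1* KO were too few for a comparison of genes, and genes with few counts in osteoprogenitor-like cells were not tested. The replicate block and DESeq2 were not run for pseudotime or gene lists, and pre-osteoblast 2-like cells gave no sums to compare.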

Differences from the paper's values

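No alternative for the paper's pooled percentages with untagged cells had been planned, and those named below were chosen only after the values were seen. The tests of gene expression here took cultures as replicates, and the paper does not state the unit of replication of its test. The paper's 16 samples include the first *Dmp1* KO culture, which was not used here, and cluster names were rebuilt. The osteoblast/osteocyte-like class is wider than the paper's, since osteocytes were not resolved as a class of their own, and the paper's 2 classes were added for the comparison. Whether a value differed from the paper's was judged by limits and not by a test. A value said not to differ lay within these limits, which does not show agreement.

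The paper gives 757 genes altered only in *Dmp1* KO osteoprogenitors, and 24 were found here. By its methods, the paper first took genes with an unadjusted p under 0.1 and then corrected within the resulting list. Here p values in *Dmp1* KO compared with WT were adjusted over all genes tested, and no alternative used such a first pass. The numbers therefore do not rest on like thresholds. Every alternative set before the data were examined still differed, with 0 to 211 genes, the largest number at resolution 1.2. For pre-osteoblasts 1, the paper's number is about 200 (Fig. 9A, read by eye), compared with 112 here. With all samples (231), without *Fgf23* cKO replicate 2 (137), without a filter on low counts (180.0) and with log-normalized clustering (141), the values no longer differed by the limits used. With all other alternatives they did, among them 370.0 with the adjusted p as the rule for genes not altered.

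The following shares, in percent of all cells, were read by eye from Fig. 8F, and the values here are means over tagged cultures. For osteoblastic cells of *Fgf23* cKO, the paper shows about 14, compared with 8.68 here. With all samples (11.6), without *Fgf23* cKO replicate 3 (9.77) and with the filter on cells (9.51) the values did not differ by the limits used, and with the pooled share over tagged cells (8.50), without *Fgf23* cKO replicate 1 (7.71) or 2 (8.55), log-normalized clustering (8.18), resolutions 0.4 (9.07) and 1.2 (8.68) and thinned cells (8.92) they did. For osteoblastic cells of *Dmp1* KO, the paper shows about 6.4, compared with 3.63 here. Without *Dmp1* KO replicate 2 (4.39) the values did not differ, and with all samples (11.1), the pooled share (3.62) and the other alternatives set before the data were examined (2.87 to 3.65) they did. Pooled shares with untagged cells, chosen after seeing the values, were 13.9 in *Fgf23* cKO and 6.55 in *Dmp1* KO, and 14.6 and 6.68 with the low-UMI cluster added, and did not differ from the paper's.

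For osteoprogenitors of *Dmp1* KO, the paper shows about 3.5, compared with 2.13 here. Without *Dmp1* KO replicate 2 (2.63) the values did not differ, and with all samples (8.62), the pooled share (2.12), without *Dmp1* KO replicate 3 (1.63) and the remaining alternatives set before the data were examined they did. The pooled share with untagged cells, chosen after seeing the values, was 4.66 and did not differ.

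For osteoblasts/osteocytes and osteocytes together, the paper shows about 4.2 in WT, compared with 2.14 here. With all samples (6.07) the values did not differ, and with every other alternative set before the data were examined they did. In *Fgf23* cKO the paper shows about 3.1, compared with 1.62 here. With all samples (2.04) and without *Fgf23* cKO replicate 3 (2.12) the values did not differ, and with the others they did. In *Dmp1* KO *Fgf23* cKO the paper shows about 6.7, compared with 2.22 here, and every alternative differed (1.69 to 3.401). Pooled shares with untagged cells, chosen after seeing the values, were 3.85 in WT and 2.33 in *Fgf23* cKO, which did not differ, and 2.97 in *Dmp1* KO *Fgf23* cKO, which did. For pre-osteoblasts 2 of *Fgf23* cKO, the paper shows about 2.0, compared with 0 here. Every alternative set before the data were examined differed, with 1.11 with all samples, and the pooled share with untagged cells, chosen after seeing the values, was 1.98 and did not differ.

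The paper states that osteoprogenitors and pre-osteoblasts were increased in *Dmp1* KO cultures. Here the share of osteoprogenitor-like cells had a log2 ratio of 0.10 to WT, and that of pre-osteoblast 1-like cells -0.53, neither past the threshold. Pooled shares with untagged cells, chosen after seeing the values, were 4.66% in *Dmp1* KO and 2.52% in WT for osteoprogenitor-like cells, in the paper's direction. For pre-osteoblast 1-like cells they were 1.58% and 2.14%, in the opposite direction. As a share of lineage cells, the ratio of osteoprogenitor-like cells was 0.86 and passed, and that of pre-osteoblast 1-like cells was 0.27. The paper states that more genes were altered only in *Dmp1* KO in osteoprogenitors than in any other subcluster. Here the number was larger in pre-osteoblast 1-like cells (112) than in osteoprogenitor-like cells (24), but more genes could be tested in the former (11633 compared with 5280.0), and with thinned cells the numbers were 15 and 14, so no order between the classes is read from them. At resolution 1.2 it was 211 in osteoprogenitor-like cells. The paper shows 7 genes as altered in *Dmp1* KO osteoprogenitors and corrected in *Dmp1* KO *Fgf23* cKO. Adjusted over all genes tested, *Col3a1* passed both comparisons here (log2 fold changes of -1.57 and 2.50). *Bglap* (3.28), *Ahnak* (1.69) and *Lpl* (-4.11) passed only that of *Dmp1* KO *Fgf23* cKO with *Dmp1* KO, and *Cat*, *Lamp1* and *Pam* passed neither. Adjusted over the list alone, *Pam* passed both, *Lamp1* passed only that of *Dmp1* KO *Fgf23* cKO with *Dmp1* KO, and *Cat* passed neither. The alternatives that follow adjust over all genes tested. *Pam* passed both with all samples, without WT replicate 2 (-1.99 and 1.92), without *Dmp1* KO *Fgf23* cKO replicate 1 (-1.61 and 2.32), without a filter on low counts, with DESeq2, at resolution 1.2 and with log-normalized clustering, and *Ahnak* with log-normalized clustering (-0.886 in *Dmp1* KO) and thinned cells (-1.05). In *Dmp1* KO compared with WT, *Lamp1* passed without WT replicate 1 (-0.909), with log-normalized clustering and with thinned cells, and *Cat* with all samples, at resolution 0.4 and with thinned cells. Over all genes tested, *Lamp1* and *Cat* never passed between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, and *Bglap* and *Lpl* never in *Dmp1* KO compared with WT. *Col3a1* did not pass in *Dmp1* KO with all samples, at resolution 0.4, with thinned cells or without WT replicate 3 or either *Dmp1* KO culture. Fig. 9 shows *Lpl* higher in *Dmp1* KO than in WT (read by eye), and here its log2 fold change was -0.60, with 0.31 at resolution 1.2, 0.58 with log-normalized clustering and 0.50 without WT replicate 1. The paper states that *Fgf23* was not detected, and here 22 UMIs were counted. The paper states that the osteocyte subcluster had the most genes altered in both *Dmp1* KO and *Dmp1* KO *Fgf23* cKO, for which there is no class of the same kind here.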

Other observations

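The tests of RNA from macrophage-like cells on genes lower in *Dmp1* KO, of doublets among pre-osteoblast 1-like cells and of a glial list, and the measure used with thinned cells, were chosen only after the results were seen.

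RNA from macrophage-like cells, the most abundant class, was tested as a source of the changes in *Dmp1* KO osteoprogenitor-like cells. Of the 467 higher genes, 6.852% had a higher level in macrophage-like cells together with a change in the same direction there, compared with 29.6% of uncalled genes with the same direction, which argues against this source for the higher genes as a set. Of the 140.0 lower genes it was 47.14%, compared with 41.4% of uncalled genes (Fisher's exact test, two-sided p = 0.188), and this source may explain some of them and cannot be told apart from a change in the cells. Macrophage markers stood at 29.9% of their macrophage-like level in WT osteoprogenitor-like cells, 12.5% in *Fgf23* cKO, 25.1% in *Dmp1* KO and 19.1% in *Dmp1* KO *Fgf23* cKO. With cells thinned to equal depth, 95.71% of the lower and 98.72% of the higher genes kept their sign, which argues against depth as the whole cause. The median change was -1.319 with all UMIs and -1.302 with thinned cells for the lower genes and 1.159 and 1.072 for the higher genes. With another measure, which averages log values, the median of the lower genes shrank from -1.703 to -0.783 and that of the higher genes from 1.314 to 0.932.

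Among the 10 genes with the largest change in *Dmp1* KO osteoprogenitor-like cells whose cultures do not overlap, *Slc16a9* (log2 fold change -6.49), *Marco* (-5.36), *Gm17268* (-4.75) and *Gm12353* (-6.72) are also leading genes of the macrophage-like cluster that is made up mostly of WT cells. *1600010M07Rik* was lower as well. *Dhx37* (-6.01), *Adamts9* (-4.69) and *Vsig4* (-4.39) were lower, and *Npy* (4.95) and *Gchfr* (4.95) higher. Between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO, *Npy* changed by -4.86. With 3 against 2 cultures, 20.0% of genes do not overlap by chance. In pre-osteoblast 1-like cells, the largest changes of this kind included those of *Adamts16* (8.05), *Flrt3* (7.24), *Napsa* (6.63) and *Stac* (6.25), which were higher in *Dmp1* KO, and of *Zmat4* (-7.93), *Ankrd55* (-7.88), *F830016B08Rik* (-7.45), *Hoxa13* (-7.20) and *Ccl19* (-6.63), which were lower. *Zmat4* and *Ccl19* were also lower in *Dmp1* KO *Fgf23* cKO than in WT (-7.59 and -7.10).

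Osteoblast genes were higher in *Dmp1* KO *Fgf23* cKO than in *Dmp1* KO osteoprogenitor-like cells. Free RNA from osteoblast/osteocyte-like cells may contribute. In *Dmp1* KO *Fgf23* cKO, the median gene of the osteoblast list had 2.143 times as many UMIs per osteoprogenitor-like as per macrophage-like cell, with 8 of 15 genes over 2 and 4 under 0.5, compared with ratios of 13.6 in WT, 7.91 in *Fgf23* cKO and 8.4 in *Dmp1* KO. Per *Dmp1* KO *Fgf23* cKO cell, *Bglap* had 12.8 UMIs in osteoprogenitor-like, 0.909 in macrophage-like and 819 in osteoblast/osteocyte-like cells, and *Col1a1* 8.94, 5.12 and 4155. The 3 osteoprogenitor-like cells with the most *Bglap* UMIs held 53.7% of them in *Dmp1* KO *Fgf23* cKO and 94.6% in *Dmp1* KO. Free RNA and transcription in these cells cannot be told apart, since the genes of the list go both ways. The same list changed in macrophage-like cells, with a median log2 fold change of -0.54 in *Dmp1* KO and 0.79 in *Dmp1* KO *Fgf23* cKO compared with WT and 1.86 between *Dmp1* KO *Fgf23* cKO and *Dmp1* KO (camera adjusted p = 0.0402, 0.0148 and 4.7e-06, and by fry 2.3e-08, 2.3e-08 and 1.2e-09).

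The other gene lists gave the following medians of the log2 fold change in osteoprogenitor-like cells, for *Dmp1* KO, *Fgf23* cKO and *Dmp1* KO *Fgf23* cKO compared with WT and for *Dmp1* KO *Fgf23* cKO compared with *Dmp1* KO. Macrophage genes changed by 0.06, -1.35, -0.48 and -0.56, of which the second and the fourth passed by camera and none by fry. Dissociation stress genes changed by -0.34, -1.60, -0.98 and -0.65, the second passing by both methods and the fourth by camera. Adipocyte genes changed by -1.71, -1.001, -2.44 and -1.10, the third and the fourth passing by camera only. Oxidative phosphorylation genes changed by 0.61, 0.53, 0.55 and 0.07, and the comparisons with WT passed by both methods (camera adjusted p = 0.0188, 0.0188 and 0.0253), with 5 of 13 genes past the threshold over all genes tested and 6 adjusted over the list alone in each. In pre-osteoblast 1-like cells, in the same order, macrophage genes changed by 0.70, 0.61, 0.37 and -0.45, stress genes by 0.25, 0.17, 0.40 and 0.16, adipocyte genes by -1.43, -0.36, -0.09 (mean 0.05) and 1.15, and oxidative phosphorylation genes by 0.30, 0.16, 0.06 and -0.24. By camera the macrophage list passed in the first, second and last comparison, the stress list in the third, and the adipocyte and oxidative phosphorylation lists in the first and last. In these cells none of the 4 lists passed by fry. In osteoblast/osteocyte-like cells of *Dmp1* KO *Fgf23* cKO, the medians were 0.26 for macrophage, 0.29 for stress (fry adjusted p = 0.0433), -0.08 for adipocyte (mean 0.23) and 0.05 for oxidative phosphorylation genes (mean -0.04).

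Genes of these lists past the threshold over all genes tested, and in brackets adjusted over the list alone, were as follows in osteoprogenitor-like cells, in the same order of comparisons: 1 (0), 6 (6), 1 (0) and 0 (0) of 14 macrophage genes, 1 (1), 7 (7), 3 (5) and 0 (2) of 9 stress genes, and 0 (0), 2 (2), 3 (4) and 1 (3) of 7 adipocyte genes. In edgeR, 1165 genes had an unadjusted p under 0.05 in the first and 636 in the last comparison. The numbers in pre-osteoblast 1-like cells were 1 (1), 0 (0), 0 (0) and 0 (1) of 14 macrophage genes, 1 (1), 2 (2), 4 (4) and 0 (0) of 14 stress genes, 1 (1), 1 (1), 1 (1) and 0 (1) of 8 adipocyte genes and 4 (7), 2 (7), 2 (4) and 0 (3) of 13 oxidative phosphorylation genes. As several lists that have no part in the paper's reasoning changed in the same comparisons, a difference between reactions stays open for all of them.

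Pre-osteoblast 1-like cells had several times the UMIs of the median cell of their sample. Doublets with a macrophage were tested as a source. The macrophage markers stood at most at 7.219% of their macrophage-like level as the median in any genotype, which argues against doublets as the main source. Doublets of 2 cells of the same kind were not tested.

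A cluster of 118 cells led by *Csmd1*, *Tenm3* and *Apod* held 70.0 WT, 46 *Fgf23* cKO, 0 *Dmp1* KO and 2 *Dmp1* KO *Fgf23* cKO cells. Of 10 glial genes, 8 were detected in at least 25% of its cells, among them *Cdh19* (88.1%) and *Sox10* (72.9%), compared with 2 of 7 chondrocyte genes. *Sox10* was detected in 0.211% of the cells of the 8 clusters grouped by macrophage markers. *Mbp*, the remaining glial gene with *Ncam1*, was detected in 16.9% of the cluster and 55.2% of those cells. A glial identity of these cells is a candidate explanation (8 genes of the list of glial cells), and whether their number depends on genotype cannot be told apart from a difference between cultures or reactions.

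The 3 clusters of 1256, 1182 and 834 cells grouped by macrophage markers but whose leading genes hold an osteoclast or adipocyte marker, left out of the comparison of macrophage-like cells, made up 19.8%, 15.2% and 12.2% of the cells of a tagged *Dmp1* KO culture on average, 0.0875%, 0.755% and 0.270% in WT, 0.902%, 5.19% and 1.17% in *Fgf23* cKO, and 0.947%, 3.02% and 1.16% in *Dmp1* KO *Fgf23* cKO. Osteoclast-like cells made up 1.96% in WT, 0.788% in *Fgf23* cKO, 0.0894% in *Dmp1* KO and 0.491% in *Dmp1* KO *Fgf23* cKO. *Nnt*, a gene that differs between substrains of mice, had 3.09 to 4.08 CPM in WT samples, 2.23 to 3.53 in *Fgf23* cKO, 0.980 to 1.53 in *Dmp1* KO and 1.98 to 2.46 in *Dmp1* KO *Fgf23* cKO. Samples of the same genotype, untagged ones included, differed in their summed gene counts by more than counting error, with a chi-squared statistic of 5.48 to 37.2 per degree of freedom between pairs.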
